# Aggressive breast cancers secrete heme metabolites to alter macrophage immune suppression and function

**DOI:** 10.1038/s42003-026-10212-0

**Published:** 2026-05-09

**Authors:** Michelle M. Williams, Jessica L. Christenson, Nicole S. Spoelstra, Sabrina A. Hafeez, Li-Wei Kuo, Lyndsey S. Crump, Kathleen I. O’Neill, Alexis A. Hill, Angelica Phan, Lauren M. McCue, Thomas M. Hintelmann, Juanantonio Ruiz, Haley E. Sax, Jared Williams, Meher Preethi Boorgula, Andrew Goodspeed, Jill E. Slansky, Jennifer K. Richer

**Keywords:** Breast cancer, Cancer microenvironment

## Abstract

The heme catabolism pathway is often elevated in aggressive cancers; however, the impact of this pathway and some of its byproducts on the tumor microenvironment remain largely unknown. In human breast cancers, tumor expression of the heme catabolizing enzyme heme oxygenase-1 (HO-1/*HMOX1*) is positively associated with macrophage abundance. In mouse mammary tumors, knockdown of *Hmox1* significantly decreased tumor growth and lung metastasis. Analysis of mammary tumor interstitial fluid compared to matching plasma revealed that the heme metabolite bilirubin was elevated intratumorally, which could be partially reversed via *Hmox1* knockdown. Further investigation revealed that bilirubin nearly ablates macrophage engulfment of dead tumor cells and significantly increases macrophage T cell suppression. Mammary tumors harboring *Hmox1* knockdown had a significant decrease in tumor growth rate and number of pro-metastatic CD206^+^ macrophages upon treatment with αPD-1. Depletion of intratumoral bilirubin levels impacts pro-tumor macrophage populations, particularly in combination with immunotherapy, demonstrating that heme catabolism and bilirubin act as immunomodulators in cancer.

## Abstract (web summary)

Insight into the underappreciated role of heme degradation and the heme metabolite bilirubin as an immunometabolite in aggressive breast cancers.

## Introduction

In 2019, the U.S. Food and Drug Administration approved the first checkpoint inhibitor in metastatic triple-negative breast cancer (TNBC), opening the door for immunotherapy use in breast cancer (BC).^1^ Despite initial excitement, checkpoint inhibitors have only been approved in select BC cases and for estrogen receptor-positive (ER^+^) BC, the most common BC subtype, immunotherapies remain in preclinical or clinical development. To reveal additional molecular drivers of BC progression that suppress anti-tumor immunity, our group and others manipulated an Epithelial-to-Mesenchymal Transition (EMT) program characteristically upregulated in TNBC compared to ER^+^ BC.^2–5^ Reversal of EMT in aggressive mesenchymal-like TNBC models limited immune suppression and identified metabolic pathways such as tryptophan and heme catabolism that may support tumor progression through production of immune modulatory metabolites.^2,6,7^

The enzymes heme oxygenase-1 (HO-1/*HMOX1*) and heme oxygenase-2 (HO-2/*HMOX2*) catalyze the rate limiting step of heme degradation, catabolizing heme into carbon monoxide (CO), iron (Fe^+2^), and biliverdin (Fig. 1A). Biliverdin is then rapidly converted to bilirubin by biliverdin reductase-A (BLVRA) or biliverdin reductase-B (BLVRB). Enzymes in this pathway have been implicated in breast tumor progression and therapy resistance. For example, genetic or pharmacologic inhibition of BLVRA in human ER^+^ or TNBC models enhanced cell death and reduced expression of EMT transcription factors.^8,9^ High *HMOX1* correlates with a shorter relapse free survival in BC patients,^10,11^ possibly due to the impact of HO-1 on tumor cell extravasation and metastatic colonization.^11,12^ Furthermore, treatment with HO-1 inhibitors alone or in combination with chemo- or immunotherapy decreased tumor growth in BC, melanoma, and lung cancer models by impacting immune cells in the tumor microenvironment (TME).^13–17^ However, these works do not interrogate heme catabolism as a mediator of communication between tumor cells and the TME.

**Fig. 1:**
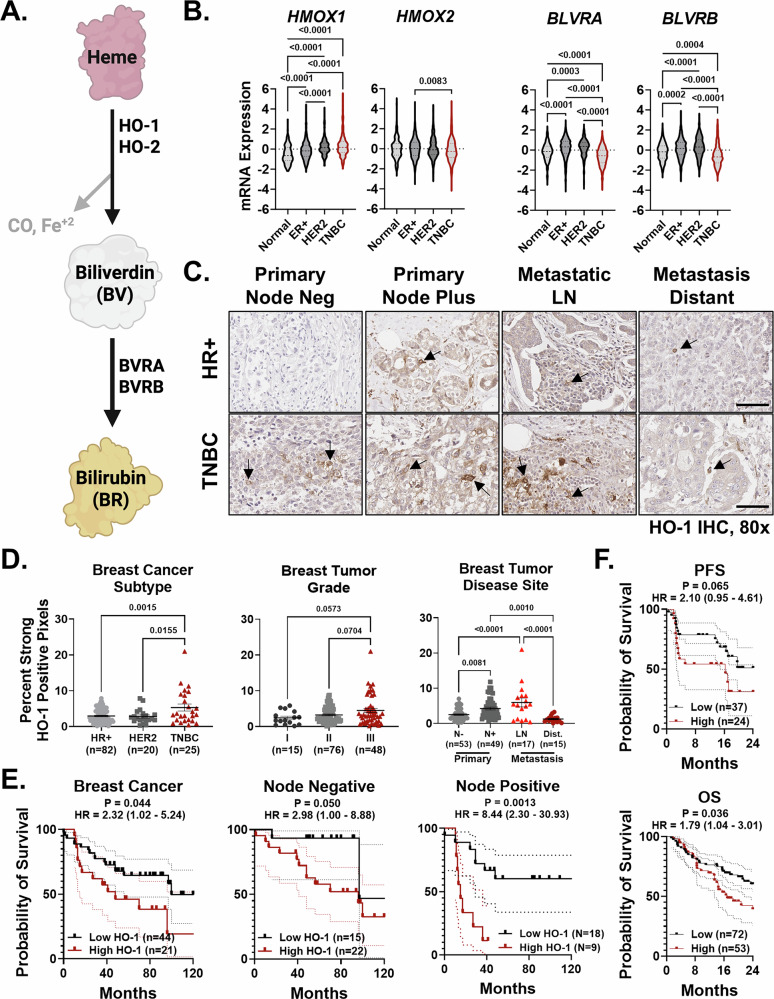
Heme oxygenase-1 expression is elevated in TNBC and predicts decreased survival. **A** Model of heme breakdown by heme oxygenase-1 (HO-1) and heme oxygenase-2 (HO-2) into carbon monoxide (CO), iron (Fe^+2^), and biliverdin (BV). BV is then converted into bilirubin (BR) by biliverdin reductase-A (BLVRA) or biliverdin reductase-B (BLVRB). Created in BioRender. Williams, M. (2026) https://BioRender.com/ua57hd3**B**. Expression of heme breakdown enzymes was observed using CBioPortal. Shown is a violin plot of the Log2 transformed z-score for each gene compared to the expression distribution of all samples (normal n = 140, ER^+^ n = 1140, HER-enriched n = 220, TNBC n = 398, one-way ANOVA with Tukey’s multiple comparison test). HO-1 levels were assessed in a tissue microarray via IHC. Shown are representative images (**C**, scale bar = 60 microns) and quantification of the average percent medium (2+) and strong (3+) positive pixels determined with ImageScope software for 1-4 tissue cores per specimen for primary node negative (N-), primary node positive (N+), local lymph node metastases (LN), and distant metastases (Dist.) (**D**, mean ± SEM, one-way ANOVA with Tukey’s multiple comparison test). Examples of HO-1 positive cells are denoted with arrows. **E** Overall survival of breast cancer patients was assessed using Kaplan-Meier Plotter and the best cutoff for HO-1 protein expression (p-value log-rank/Mantel-Cox test and hazard ratio/HR Mantel-Haenszel test). The same analysis was completed after patients were stratified by lymph node involvement. **F** Progression-free (PFS, n = 61) and overall survival (OS, n = 125) of cancer patients assessed using Kaplan-Meier Plotter and the best cutoff for the mean expression of *HMOX1*, *HMOX2*, *BLVRA*, and *BLVRB* (p-value log-rank/Mantel-Cox test and hazard ratio/HR Mantel-Haenszel test).

Heme metabolites, CO, biliverdin, and bilirubin, have established antioxidant and pro-tumor properties. For instance, CO produced by HO-1 enzymatic activity supports tumor cell transendothelial migration.^12^ Meanwhile, Fe^+2^ is an established pro-oxidant that can induce ferroptosis, or cell death resulting from excess iron.^18^ Interestingly, a recent report showed that HO-1-dependent modulation of intracellular heme and iron pools serves as a rheostat for TNBC migration.^19^ These examples demonstrate that when tumor-HO-1 is upregulated it can support disease progression, in part through increased production and secretion of HO-1 metabolites. However, the impact of these metabolites, especially biliverdin and bilirubin, on the TME remains understudied. Evidence from cardiac allografts demonstrated that biliverdin reduces T cell infiltration and activation by suppressing IL-2 production^20^ and inflammatory TLR4 signaling in macrophages.^21^ In severe cases of jaundice, autoimmune diseases, or in organ transplant models, bilirubin limited B cell, T cell, and macrophage infiltration and function.^22–27^ Even though serum bilirubin levels are elevated in patients with metastatic versus early stage disease, and they predicted poor BC outcomes,^28–31^ bilirubin has never been studied as an immune modulator in cancer. Further insight into the effects of heme catabolism on BC progression, including the impact of bilirubin on the TME, is needed. Herein, we focused on the impact of bilirubin on macrophages and showed that TNBC heme catabolism supports a pro-tumor immune microenvironment.

## Results

### Heme oxygenase-1 is elevated in TNBC and predicts decreased survival

To interrogate the role of heme catabolism in BC progression, publicly available datasets were utilized to observe gene expression of pathway enzymes in various BC subtypes compared to normal breast tissue.^32–34^ Expression of *HMOX1*, *BLVRA*, and *BLVRB* were upregulated in ER^+^ and HER2-enriched BC specimens when compared to normal breast (Fig. 1B). *HMOX1* was also significantly upregulated in TNBC specimens. However, expression of *BLVRA* and *BLVRB* was downregulated in TNBC when compared to normal breast specimens. In contrast, *HMOX2* did not significantly change in any subtype when compared to normal tissues, consistent with the fact that HO-2 is constitutively active and not stimulated by factors commonly seen in the TME, such as inflammation and hypoxia.^35^ Overall, these results suggest that BC relies on activation of the heme breakdown pathway.

We observed expression of HO-1 by immunohistochemistry (IHC) in a tissue microarray (TMA) containing specimens from various BC subtypes throughout tumor progression. First, HO-1 levels were quantified using ImageScope software to detect percent weak (1+), medium (2+), and strong (3+) positive pixels in control tissues: myometrium, placenta, liver, and spleen (Supplementary Fig 1A). As anticipated, spleen had the highest percent HO-1 positivity, followed by the liver, placenta, and myometrium (Supplementary Fig. 1B). Medium and strong HO-1 staining was significantly increased in TNBC specimens when compared to those from the other BC subtypes (Fig. 1C, D). HO-1 levels were also increased in grade III compared to grade I or II tumors when analyzing specimens from all BC subtypes (Fig. 1C, D). When observing HO-1 expression in all BC subtypes across disease progression, HO-1 was significantly elevated in breast tumors with lymph node (LN) involvement compared to those without. HO-1 was most highly expressed in LN metastases. When distant metastases from all BC subtypes were stratified by site, HO-1 expression was elevated in the brain, lung, and liver when compared to bone (Supplementary Fig 1C). However, this finding did not reach statistical significance, likely due to sample size. HO-1 did not significantly correlate with other known risk factors such as histologic type or race (Supplementary Fig. 1C). Finally, we explored whether HO-1 predicts differences in survival using KM Plotter^36^ and found that in all BC subtypes high HO-1 protein expression predicted decreased overall survival when compared to low HO-1 (Fig. 1E). Although this cohort size did not allow us to assess whether HO-1 is more predictive in TNBC versus other BC subtypes, the difference in OS was particularly striking in the cohort with LN positive disease, suggesting that HO-1 may support disease progression. Finally, we assessed the impact of heme catabolism on immunotherapy response as recent reports link this pathway to immunotherapy resistance.^15,16^ High expression of heme catabolism genes (*HMOX1, HMOX2, BLVRA*, and *BLVRB*) during immunotherapy treatment predicted a decrease in progression-free and overall survival in a cohort of patients representing diverse cancer types (bladder, esophageal, adenocarcinoma, glioblastoma, hepatocellular cancer, head and neck squamous cell carcinoma, non-small cell lung cancer, melanoma, and urothelial cancer, Fig. 1F).

### Macrophage density is associated with breast tumor-HO-1

Since heme metabolites are known to be immune modulatory, we conducted a CIBERSORT analysis to predict relative immune cell abundance in TNBC specimens.^37^ Specimens were stratified based on mRNA expression of *HMOX1* in the top or bottom quartile (Fig. 2A). High expression of *HMOX1* predicted a striking increase in the number of M2-like pro-tumor macrophages when compared to tumors with low *HMOX1* (Fig. 2A). However, there was no predicted change in M1 macrophages, cytotoxic CD8^+^ T cells, or suppressive T regulatory cells (Tregs) between groups. Interestingly, B cell and follicular helper T cell populations were lower in *HMOX1* high versus low tumors, suggesting a possible decrease in tertiary lymphoid structures in HO-1 high tumors (Supplementary Fig 2A). Changes in T cell and macrophage populations were not predicted in normal breast specimens but were present in the other BC subtypes (Supplementary Fig 2B). Overall, this data demonstrates that HO-1^+^ BC, particularly TNBC, harbor a TME with abundant suppressive macrophages.

**Fig. 2:**
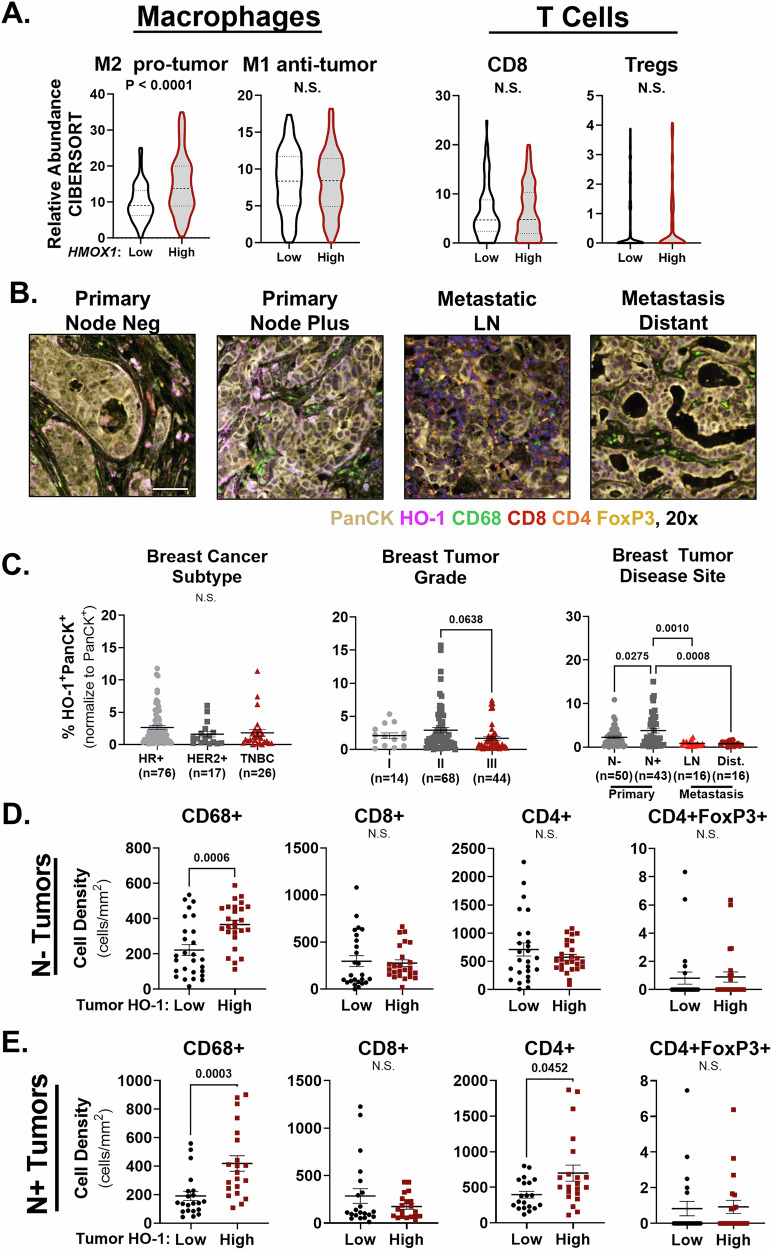
Macrophage density is associated with breast tumor-HO-1. **A** Bulk mRNA sequencing data of human breast cancer specimens was accessed via CBioPortal and analyzed using CIBERSORT. Shown is a violin plot for the predicted relative abundance of macrophage and T cell populations in TNBC specimens after stratification by *HMOX1* expression (low signifies *HMOX1* in the bottom quartile and high signifies *HMOX1* in the upper quartile, n = 101 per group, unpaired two-tailed T test). HO-1 and immune cell markers were observed in a tissue microarray using a custom multispectral fluorescence panel (PanCK/tan = tumor cell, HO-1/magenta, CD68/green = macrophage, CD8/red = cytotoxic T cell, CD4/orange = helper T cell, FoxP3/yellow = regulatory T cell). Shown are representative images (**B**, 20×, scale bar = 50 microns) and quantification for the percent HO-1^+^ tumor cells (HO-1^+^PanCK^+^) relative to the total number of tumor cells (**C**, mean ± SEM, one-way ANOVA with Tukey’s multiple comparison test). The density of immune cells in primary node negative (N-) (**D**, n = 24-27 per group) and primary node positive (N+) (**E**, n = 22 per group) tissues is shown after stratification by median tumor-HO-1 expression (mean ± SEM, unpaired two-tailed T test).

Since this CIBERSORT analysis was conducted on bulk mRNA and the IHC results in Fig. 1 suggest that HO-1 is expressed by both tumor and immune cells, we further explored tumor-specific HO-1 expression using multispectral fluorescence (mIF). A panel was designed to quantify the number of HO-1^+^ tumor cells (PanCK^+^HO-1^+^) and the presence of cytotoxic T cells (CD8^+^), helper T cells (CD4^+^FoxP3^-^), Tregs (CD4^+^FoxP3^+^), and macrophages (CD68). We stained the same TMA used in Fig. 1 and analyzed the percent tumor cells positive for HO-1, which revealed no significant change with BC subtype or tumor grade (Fig. 2B, C). However, tumor-HO-1 was significantly increased in breast tumors from patients with LN involvement when compared to those without. Since these results were disparate from the HO-1 IHC analysis, we observed what immune cell populations expressed HO-1. HO-1 was detected in macrophages, CD4^+^ T cells, and CD8^+^ T cells (Supplementary Fig 3A). These findings suggest that HO-1 levels by IHC were highest in LN metastases due to an enrichment of HO-1^+^ immune cells in these specimens.

To confirm our CIBERSORT analysis, we investigated whether tumor-HO-1 levels predicted changes in immune cell abundance. In node negative and positive disease, specimens that had high tumor-HO-1 had a significant increase in macrophage density when compared to specimens with low tumor-HO-1 (Fig. 2D, E). However, there was no significant change in other immune cell populations except for CD4^+^ T cells that increased with tumor-HO-1 in LN involved tumors. In LN or distant metastasis specimens, tumor-HO-1 was not associated with differential macrophage density (Supplementary Fig 3B, C). Together these results suggest that breast tumors with high HO-1 have increased macrophage abundance.

### HO-1 supports tumor growth and metastasis

To test the impact of HO-1 on tumor progression, we utilized the 66Cl-4 mammary carcinoma cell line that metastasizes to the lung from the orthotopic site (mammary fat pad). This model was selected because 66Cl-4 cells express HO-1 and previous studies assessing the impact of HO-1 inhibitors on breast tumor progression used mammary carcinoma models that have little to no HO-1 expression in the tumor compartment (Supplementary Fig 4A).^14^ 66Cl-4 cells were introduced into the mammary fat pads of syngeneic female BALB/CJ mice. After tumors were established, mice were treated daily by oral gavage with tin mesoporphyrin (SnMP). SnMP was selected for this study because it is a potent HO-1/HO-2 competitive inhibitor that is used to treat severe cases of jaundice in neonates.^38–40^ SnMP treatment did not impact tumor growth when compared to vehicle control (Fig. 3A). Although SnMP did not decrease tumor biliverdin levels (Fig. 3B), it did significantly deplete levels of bilirubin by 4-fold when compared to vehicle, suggesting the inhibitor effectively limited HO-1/HO-2 enzymatic activity. To assess metastasis, lungs were serially sectioned and three sections per lung were stained with hematoxylin and eosin (H&E). ImageScope Software was utilized to measure the number of metastases and the area of each metastasis. SnMP treatment had a non-significant impact on metastatic number (Fig. 3C); however, there was a significant decrease in the average metastatic area per lung with SnMP treatment compared to vehicle control. Thus, while HO-1 pharmacologic inhibition did not impact tumor growth it modestly affected metastasis, a result that was also seen in the 4T1 model.^12^

**Fig. 3:**
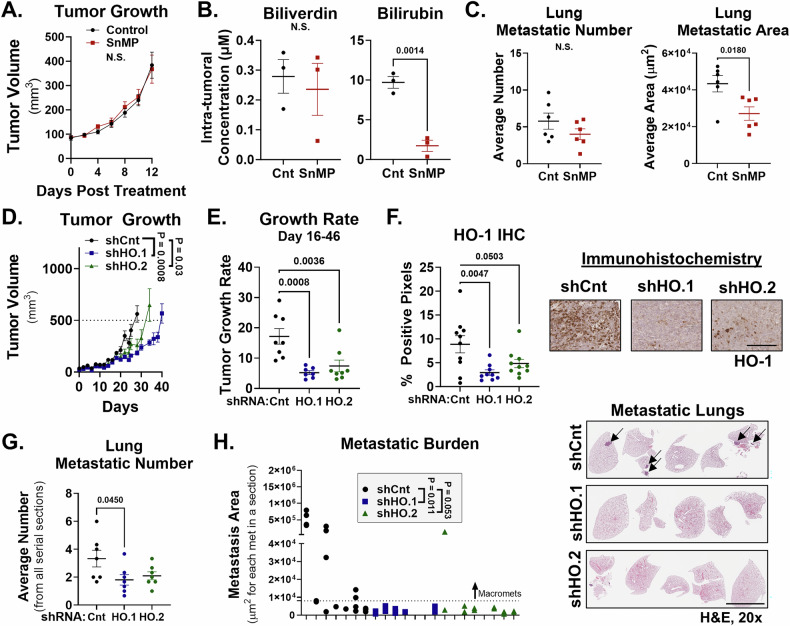
HO-1 supports tumor progression to metastasis. 66Cl-4 mammary carcinoma cells were injected unilaterally into the mammary fat pads of syngeneic BALB/CJ mice (n = 10 per group, total mice n = 20). When tumors reach an average of 80 mm^3^ animals were randomized to treatment with SnMP (25 mg/kg, daily oral gavage) or vehicle control. Shown is the mean ± SEM for tumor volume (**A**). Tumoral levels of biliverdin and bilirubin were determined in whole tumor lysates at endpoint via mass spectrometry (**B**, n = 3 per group, mean ± SEM, unpaired two-tailed T test). Metastasis was also assessed via H&E staining on three serial sections per lung using ImageScope Software (**C**). Shown is the average number of metastases and metastatic area per mouse (n = 6 per group, mean ± SEM, unpaired two-tailed T test). Similar experiments were conducted with 66Cl-4 cells harboring scramble control shRNA (shCnt) or two separate shRNA sequences against HO-1 (shHO.1 and shHO.2, n = 8 per group, total mice n = 24). Depicted is the tumor volume (**D**, mean ± SEM, one-way ANOVA with Dunnett’s multiplex comparison test on area under the curve for each tumor) and growth rate from day 16 to 46 of each tumor (**E**, mean ± SEM, one-way ANOVA with Dunnett’s multiple comparison test). **F** IHC staining for HO-1 was conducted in tumors from **D**. The percent HO-1 positive pixels and representative images are shown (**F**, n = 8–10 per group, scale bar = 200 microns, mean ± SEM, one-way ANOVA with Dunnett’s multiple comparison test). Metastatic number was observed via H&E staining on three serial sections (**G**, mean ± SEM, one-way ANOVA with Dunnett’s multiple comparison test). Also shown are the area of each detected metastasis per mouse (**H**, one-way ANOVA with Dunnett’s multiple comparison test of the average metastatic area per mouse) and representative images (arrows denote metastases, scale bar = 7 mm).

Since HO-1 is expressed by tumor and immune cells in human BC, we tested the effects of tumor-specific HO-1 inhibition by knocking down *Hmox1* in 66Cl-4 mammary carcinoma cells using three distinct shRNA sequences (66Cl-4 shHO.1, 66Cl-4 shHO.2, and 66Cl-4 shHO.3). Western blot analysis confirmed that HO-1 expression was decreased by 70% or more in each knockdown line when compared to a non-targeting control (66Cl-4 shCnt, Supplementary Fig 4B). When grown in culture, *Hmox1* knockdown significantly decreased tumor cell proliferation and soft agar growth in two of three knockdown lines when compared to 66Cl-4 shCnt cells; however, soft agar colony size was not impacted by *Hmox1* knockdown (Supplementary Fig 4C, D). After orthotopic injection into female BALB/CJ mice, 66Cl-4 shHO.1 and shHO.2 tumors had delayed tumor growth and a significant decrease in tumor growth rate when compared to shCnt counterparts (Fig. 3D, E). To confirm that HO-1 depletion was maintained at endpoint, we formalin fixed and paraffin embedded (FFPE) tumors for IHC analysis. HO-1 levels were decreased in knockdown compared to control tumors at endpoint (Fig. 3F). HO-1 inhibition significantly decreased the number of lung metastases (Fig. 3G). We also assessed metastatic burden by quantifying the area of each metastasis. While metastases from shCnt tumors outgrew into large macrometastases, those from *Hmox1* knockdown tumors remained small (Fig. 3H), demonstrating that tumor-HO-1 may support tumor growth and lung metastasis.

We examined the histology of tumors via H&E analysis to gain insight into the effects of *Hmox1* knockdown on tumor progression and noted morphological changes in HO-1-depleted tumors (Supplementary Fig. 5A). For example, *Hmox1* knockdown tumors had more small round cells resembling immune cells. We also quantified expression of cell death (cleaved caspase-3) and proliferation (Ki67) markers. Cell turnover (cleaved caspase-3 divided by Ki67) did not change between experimental groups (Supplementary Fig. 5B), demonstrating that HO-1 inhibition did not directly alter these tumor intrinsic properties. To test whether *Hmox1* knockdown impacts progression via modulation of immune cells in the TME, 66Cl-4 shCnt and shHO.1 lines were introduced into female BALB/CJ RAG2 KO/IL2Rgc KO/SIRPa(NOD) mice that lack functioning T, B, and NK cells. Unlike in immune competent mice, tumor growth and metastatic burden were not significantly different between groups (Supplementary Fig. 5C, D). Together these results suggest that tumor-HO-1 impacts progression in part via effects on the TME.

### Tumor-secreted bilirubin alters macrophage function

Since tumor-HO-1 may impact the TME via its metabolites, we observed the levels of free iron in 66Cl-4 mammary tumors with and without *Hmox1* knockdown using Prussian Blue staining (Fig. 4A). Analysis of percent Prussian Blue positive pixels revealed no significant change between groups. In a separate experiment, we collected and measured biliverdin and bilirubin levels in matching tumor interstitial fluid (TIF) and plasma from mice harboring 66Cl-4 shCnt, shHO.1, or shHO.2 tumors (Supplementary Fig 6A, B). Although biliverdin was expressed at low levels in many of the specimens tested, bilirubin was significantly enriched in TIF of shCnt tumors when compared to matching plasma from the same mice (Fig. 4B). However, in mice harboring shHO.1 or shHO.2 tumors, bilirubin levels were not significantly different in TIF compared to matching plasma. These results suggest that mammary tumors have a unique bilirubin-rich microenvironment that can be reversed by tumor-HO-1 inhibition.

**Fig. 4:**
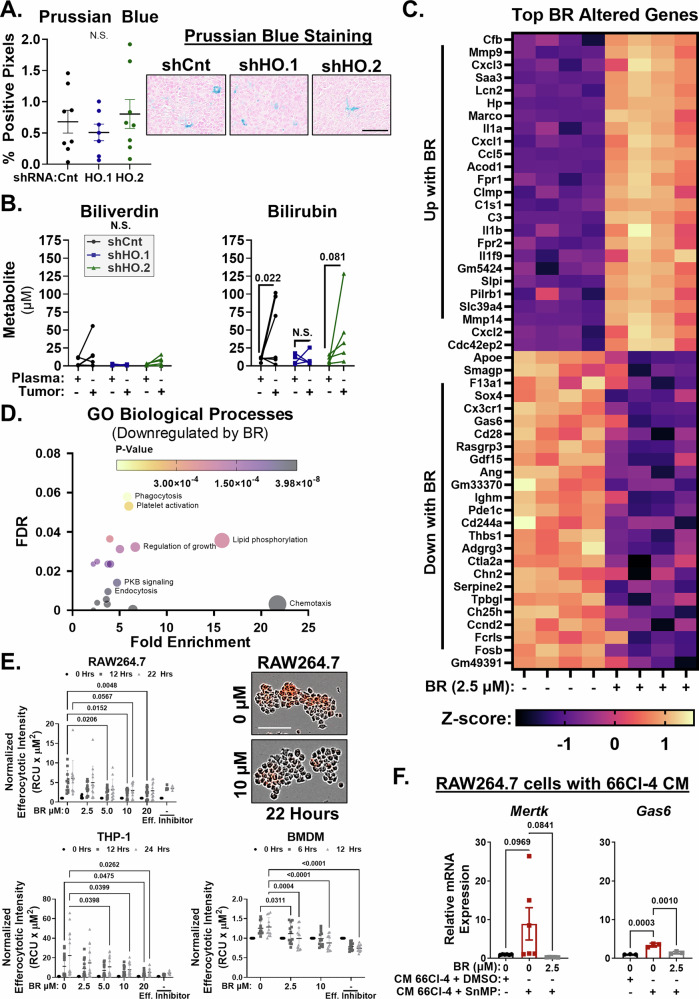
Tumor secreted bilirubin alters macrophage function. **A** Free iron was assessed in 66Cl-4 shCnt, shHO.1, and shHO.2 mammary tumors at endpoint using Prussian blue staining. Shown is the percent positive pixels and representative images (scale bar = 50 microns, n = 7–8 per group, mean ± SEM, one-way ANOVA with Dunnett’s multiple comparison test). **B** 66Cl-4 shCnt, shHO.1, and shHO.2 mammary tumors were centrifuged to collect tumor interstitial fluid (TIF) that was analyzed with matching plasma by mass spectrometry to detect levels of biliverdin and bilirubin (n = 4–5 per group, paired two-tailed T test). **C** BMDM harvested from 4 separate mice were treated with 2.5 μM bilirubin (BR) or DMSO control for 48 h then mRNA was extracted and sequenced. Shown is a heatmap of the Z-score normalized gene expression of the top 25 significantly upregulated and downregulated genes with bilirubin treatment (FDR < 0.05). **D** NIH DAVID was utilized to assess the ontology of genes downregulated by bilirubin treatment in BMDM. Shown is the predicted fold enrichment in each biological process for the top 10 enriched processes with a *p*-value < 0.0005. **E** Macrophages were cultured with dead tumor cells (66Cl-4 for RAW264.7 and BMDM or BT549 for THP-1) dyed with a fluorescent marker that emits a bright red light in the high pH of the lysosome. 0-10 μM BR or the efferocytosis inhibitor (UNC2025, 50 nM) were added at the same time as dead cells. Efferocytic intensity (red signal per μM^2^) was observed every 30 min for up to 24 h using the IncuCyte Zoom imaging system (n = 12-15, mean ± SD, two-way ANOVA with Dunnett’s multiple comparison test, scale bar = 75 microns). **F** Efferocytosis genes (*MertK* and *Gas6*) were observed via qRT-PCR in RAW264.7 cells after 48 h treatment with conditioned medium (CM) from 66Cl-4 cells with and without HO-1 inhibition (10 µM SnMP) and 2.5 µM bilirubin treatment (n = 3–6, mean ± SD, one-way ANOVA with Tukey’s multiple comparison test).

To determine if bilirubin alters immune cell function, we tested the impact of exogenous bilirubin treatment on macrophages. We focused on macrophages because they are enriched in HO-1^+^ BC specimens. Primary bone marrow cells were isolated from 4 different 8-week-old BALB/CJ mice and differentiated into macrophages (bone marrow-derived or BMDM). BMDM were then treated with 2.5 μM unconjugated bilirubin or vehicle control for 48 h. 

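The sequencing compared 8 libraries, a vehicle and a bilirubin culture of BMDM from each of 4 mice, numbered mouse 1 to mouse 4. Differentiation had taken 5 days with 25 ng/mL M-CSF (macrophage colony-stimulating factor), and vehicle was DMSO. The authors deposited, for each gene, the estimated count that Salmon assigned to it, without normalization, and for each library the estimated counts and TPM (abundance scaled for transcript length and library size) of its transcripts. Vehicle libraries held between 37747315 and 47071714 counts on genes, with a median of 42552538, and bilirubin libraries between 34142781 and 41054034, with a median of 38775404. Counts were rounded to whole numbers, scaled by edgeR's TMM method and compared by edgeR's quasi-likelihood test with mouse and treatment in the model, so that each bilirubin culture was set against the vehicle culture of the same mouse. Of the 53819 genes in the table, 13722 had enough counts to be tested, and p-values were adjusted over these genes by the Benjamini-Hochberg method, with a threshold of 0.05. Expression is given in CPM scaled by TMM, as the mean ± SD of the 4 mice, and every log2 fold change is that of bilirubin over vehicle. Gene positions are those of GRCm39 in the GENCODE annotation.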

After treatment, mRNA harvested using TriZol was sequenced using the NOVASEQ 600 platform. The top 25 upregulated and downregulated genes were presented in a heatmap (Fig. 4C and Supplementary Table 1). 

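With bilirubin treatment, 1033 genes passed the threshold, of which 616 were upregulated and 417 downregulated, and 1027 of them changed in the same direction in all 4 mice. A change of at least 2-fold was seen in 116 of the upregulated and 31 of the downregulated genes. The share of upregulated genes was 59.63% with TMM scaling and 48.66% when libraries were scaled by their size alone, which gave 527 upregulated and 556 downregulated genes. Which mice were included moved the number of genes most: it was 377 without mouse 3, 441 without mouse 4, 634 without mouse 2 and 1910 without mouse 1. Of the 1033 genes, 1030 were among those that passed without mouse 1. In a model with treatment alone, 686 genes passed. All 25 genes shown as upregulated in Fig. 4C and all 25 shown as downregulated changed in that direction in each of the 4 mice and passed the threshold, adjusted over all genes and adjusted over the list alone. The heatmap's genes had been chosen on these samples, so this is not independent evidence. Their log2 fold changes were between 2.35 and 5.72, with a median of 3.30, for the upregulated genes, while the downregulated genes fell by 0.91 to 1.97 on the log2 scale, with a median of -1.19. The largest adjusted p (edgeR's quasi-likelihood test) was 0.00475, for *Gm5424*, in the upregulated genes and 0.0479, for *F13a1*, in the downregulated genes. *F13a1* passed in 11 of 17 alternative settings, and its adjusted p was 0.196 without mouse 2, 0.121 without mouse 3 and 0.209 without mouse 4, within a range from 1.86e-08 to 0.209. Among genes with a mean log2 CPM of at least 1, the 10 largest rises were those of *Saa3*, *Hp*, *Marco*, *Cxcl1*, *Acod1*, *Ccl5*, *Fpr1*, *C3*, *Il1b* and *Fpr2*, and Fig. 4C shows all of them. The largest falls were those of *Gm49391*, *Fcrls*, *Ch25h*, *Serpine2*, *Adgrg3*, *Pagr1a*, *Thbs1*, *Pde1c*, *Plxdc2* and *Ang*, and Fig. 4C shows 8 of these, all but *Pagr1a* and *Plxdc2*. *Saa3* (ENSMUSG00000040026, chromosome 7, 46361422 to 46365576) rose from 3.19 ± 0.322 CPM (SD, n = 4) to 131 ± 49.2 CPM (SD, n = 4). Some of these falls were less secure: *Gm49391* passed in 14 of the 17 alternatives, *Fcrls* in 11 and *Plxdc2* in 8, and *Gm49391*, *Pagr1a* and *Ang* share their strand with overlapping genes (*Ctla2a* among others, *Gm42742* and *Rnase4*), between which reads could have been split. Among the rises, this also applies to *Fpr2*, which overlaps *Fpr3*. When mouse 2, mouse 3 or mouse 4 was left out, none of *Gm49391*, *Fcrls* and *Plxdc2* passed, with adjusted p-values of 0.0551 to 0.126, 0.157 to 0.213 and 0.163 to 0.250. *Pagr1a* did not pass without mouse 3 (adjusted p = 0.0812), nor *Ang* without mouse 3 (adjusted p = 0.0589) or mouse 4 (adjusted p = 0.0534). Over all alternatives the adjusted p ranged from 4.51e-12 to 0.126 for *Gm49391*, from 6.60e-13 to 0.310 for *Fcrls*, from 1.08e-08 to 0.250 for *Plxdc2*, from 3.45e-12 to 0.0812 for *Pagr1a* and from 3.97e-07 to 0.0589 for *Ang*. *Fcrls* fell by 0.10 in mouse 1 and by 2.26 to 2.50 in the others, and *Plxdc2* fell by 0.04 in mouse 1 and by 1.168 to 1.87 in the others, on the log2 scale.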

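*Cxcl1* (ENSMUSG00000029380, chromosome 5, 91039094 to 91040974) was expressed at 0.596 ± 0.151 CPM (SD, n = 4 mice) with vehicle and at 6.92 ± 2.92 CPM (SD, n = 4) with bilirubin. Its log2 fold change was 3.49, with a standard error of 0.19 and an adjusted p of 4.33e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Il1f9* (ENSMUSG00000044103, chromosome 2, 24072000 to 24083585), the gene of IL-36 gamma, went from 0.695 ± 0.225 CPM to 4.70 ± 2.06 CPM (SD, n = 4 each), a log2 fold change of 2.68 with a standard error of 0.30 and an adjusted p of 0.00139 by the same edgeR test. The neighbouring genes *Il1a* (ENSMUSG00000027399, chromosome 2, 129140291 to 129152098) and *Il1b* (ENSMUSG00000027398, chromosome 2, 129206490 to 129213059) were both upregulated. For *Il1a* the mean was 0.217 ± 0.137 CPM with vehicle and 2.50 ± 0.883 CPM with bilirubin, a log2 fold change of 3.51 (standard error 0.43, adjusted p = 0.00191 by edgeR's test). *Il1b* was at 0.803 ± 0.353 CPM with vehicle and 5.91 ± 3.50 CPM with bilirubin, a log2 fold change of 2.80 (standard error 0.28, adjusted p = 7.11e-04 by edgeR's test). All 4 genes were higher with bilirubin in each of the 4 mice and passed the threshold in all 17 alternatives. Few reads were behind the vehicle values, with 3 to 17 counts per library for *Il1a* and 16 to 39 for *Il1f9*. Leaving out each mouse in turn moved the log2 fold change of *Il1a* most, to between 3.01 and 3.90. *Il1f9* came closest to the threshold, with adjusted p-values from edgeR's test and the other tests tried between 1.66e-19 and 0.0271.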

Bilirubin treatment significantly increased expression of genes that encode inflammatory cytokines such as (C-X-X motif) ligand 1 (*Cxcl1*), interleukin-36 gamma (*Il1f9*), and interleukin-1 alpha and beta (*Il1α* and *Il1β*). Also elevated with bilirubin treatment were immune suppressive scavengers such as haptoglobin (*Hp*) and *Marco*^41,42^ and pro-metastatic factors such as matrix metalloprotease-9 (*Mmp9*), *Mmp14*, and C-C motif chemokine ligand 5 (*Ccl5*).^43^ 

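The largest of these increases was that of *Mmp9* (ENSMUSG00000017737, chromosome 2, 164780439 to 164797771), from 0.262 ± 0.140 CPM (SD, n = 4) with vehicle, where each library held 6 to 22 counts, to 14.5 ± 7.29 CPM (SD, n = 4) with bilirubin. Its log2 fold change of 5.72 had a standard error of 0.30 and an adjusted p of 3.84e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and ranged from 5.32 to 6.24 as each mouse was left out. *Mmp14* (ENSMUSG00000000957, chromosome 14, 54668878 to 54682821) was already at 20.0 ± 1.50 CPM with vehicle and reached 115 ± 38.8 CPM, a log2 fold change of 2.48 (standard error 0.15, adjusted p = 5.51e-05 by edgeR's test). *Hp* (ENSMUSG00000031722, chromosome 8, 110301759 to 110305804) rose from 0.772 ± 0.0642 CPM to 14.0 ± 2.58 CPM, a log2 fold change of 4.17 (standard error 0.15, adjusted p = 1.27e-05 by edgeR's test). *Marco* (ENSMUSG00000026390, chromosome 1, 120402267 to 120432753) rose from 7.23 ± 0.837 CPM to 98.9 ± 40.9 CPM, a log2 fold change of 3.70 (standard error 0.22). Its increase was smallest in mouse 2, at 2.57, and between 3.85 and 4.16 in the other mice. *Ccl5* (ENSMUSG00000035042, chromosome 11, 83416602 to 83425942) was at 1.102 ± 0.0485 CPM with vehicle and 11.7 ± 2.704 CPM with bilirubin, a log2 fold change of 3.38 (standard error 0.15, adjusted p = 1.70e-05 by edgeR's test). The 5 genes were higher with bilirubin in all 4 mice, by more than the spread between mice, and passed the threshold under all 17 alternatives.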

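*Apoe* (ENSMUSG00000002985, chromosome 7, 19430034 to 19434947) was an abundant transcript, at 3027 ± 252 CPM (SD, n = 4) with vehicle and 1577 ± 309 CPM (SD, n = 4) with bilirubin. It fell by 0.96 on the log2 scale (standard error 0.06, adjusted p = 1.02e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in each of the 4 mice. *Gas6* (ENSMUSG00000031451, chromosome 8, 13515371 to 13544824) was at 285 ± 34.4 CPM with vehicle and 142 ± 56.5 CPM with bilirubin, a log2 fold change of -1.07 (standard error 0.12, adjusted p = 0.00114 by edgeR's test). *Ch25h* (ENSMUSG00000050370, chromosome 19, 34451178 to 34452564) was at 6.43 ± 1.46 CPM with vehicle and 2.23 ± 0.722 CPM with bilirubin, a log2 fold change of -1.54 (standard error 0.15, adjusted p = 6.66e-04 by edgeR's test). These genes were downregulated in all 4 mice and in all 17 alternatives. *Cd244a* (ENSMUSG00000004709, chromosome 1, 171386708 to 171437315) was expressed near 1 CPM, at 1.87 ± 0.591 CPM with vehicle and 0.785 ± 0.213 CPM with bilirubin, with 18 to 38 counts in each bilirubin library. Its log2 fold change of -1.22 (standard error 0.29) was negative in all 4 mice and had an adjusted p of 0.0429 by edgeR's test. *Cd244a* no longer passed when any of the mice was left out, with adjusted p-values of 0.0593 without mouse 1, 0.166 without mouse 2, 0.0862 without mouse 3 and 0.0998 without mouse 4, and it passed in 12 of the 17 alternatives, where the adjusted p ranged from 1.32e-04 to 0.179.

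**Figure D1:**
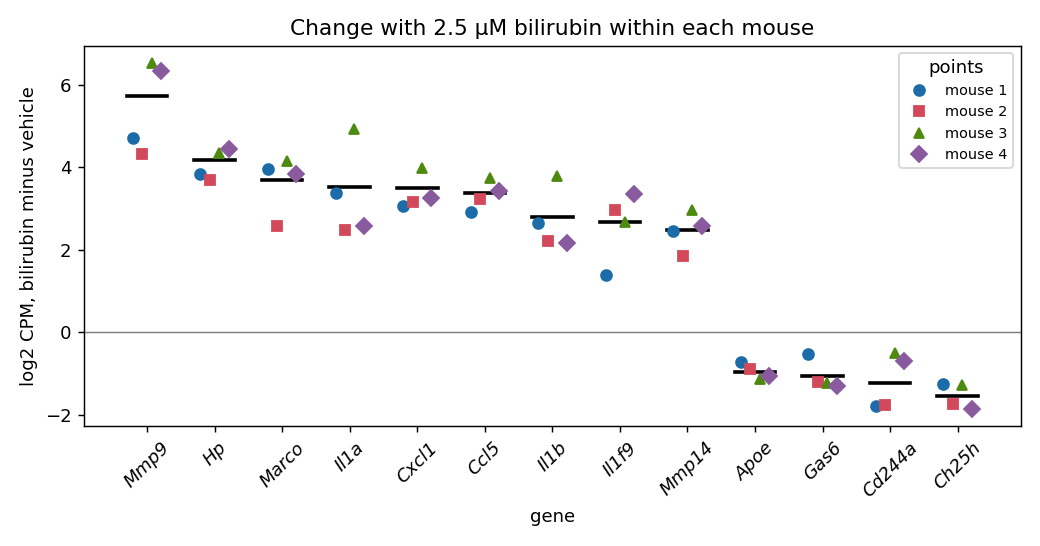
Change of 13 genes between the bilirubin and the vehicle culture of each mouse, on the log2 CPM scale, with a point for each of the 4 mice and a black line for the fitted log2 fold change. *Mmp9* sits highest, between 4.33 and 6.52, and every point of *Apoe*, *Cd244a*, *Gas6* and *Ch25h* lies below 0.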

Meanwhile, bilirubin significantly decreased genes that regulate macrophage physiologic function such as apolipoprotein E (*Apoe*) and SLAMF4 (*Cd244a*) that affect phagocytosis,^44,45^ and growth arrest specific-6 (*Gas6*) and cholesterol 25-hydrolase (*Ch25h*), which regulate dead cell engulfment or efferocytosis.^46^ This gene signature suggests that bilirubin supports macrophage immune suppression and dysfunction.

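Across the 13722 tested genes, the first principal component of log2 CPM held 30.5% of the variance and separated the 8 libraries by treatment, with vehicle cultures between -34.12 and -12.26 and bilirubin cultures between 12.34 and 24.74. The next components held 17.72% and 14.69%. The changes of the 4 mice correlated across genes, with a mean correlation to the other mice of 0.241 for mouse 1, 0.297 for mouse 2, 0.351 for mouse 3 and 0.308 for mouse 4 (genes are not independent replicates). From the higher expression of cytokines, scavengers and pro-metastatic factors and the lower expression of genes of phagocytosis and efferocytosis, the paper proposes that bilirubin favours immune suppression and loss of function in macrophages.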

NIH DAVID was conducted on top differentially expressed genes (Supplementary Table 2) to observe predicted changes in Gene Ontology Biological Processes (GO BP). 

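The supplement prints the genes behind each GO process as Entrez numbers. For the processes of genes stated as increased with bilirubin, 154 distinct numbers could be read, and 151 of them had a mouse gene name and were tested. All 151 were lower with bilirubin than with vehicle, and 145 of them passed the threshold. The direction held under each of the 17 alternatives, all 151 genes being lower in every one. These genes had been chosen on the same samples, so a shared direction under refits is not independent evidence. Among them were the genes printed for bone remodeling, *Enpp1*, *Epha2*, *Lrp5*, *Ltbp3* and *Traf6*, all 5 of which passed, and the 12 of 14 genes that could be read for immune response, all of which passed. For cell adhesion, 12 of 15 genes could be read, all lower and 11 past the threshold. The same table also prints endocytosis, which the paper lists among the lowered processes, with all 9 genes lower and past the threshold. Of the 211 numbers printed for genes stated as decreased, 0 had a name in the table of mouse genes, and their direction was not analysed here. Independently of the GO tables, lists of genes for each process were written by hand and tested with camera, which compares the genes of a list with all other tested genes, with Benjamini-Hochberg adjustment over 29 lists. Of 33 phagocytosis and endocytosis genes, 32 were tested, and their median log2 fold change was -0.02 (camera, adjusted p = 0.949). Of these, 7 were upregulated and 4 downregulated past the threshold over all genes, and 14 passed adjusted over the list alone. By fry, a rotation test of the list on its own, this list passed (adjusted p = 0.0422, with a range from 0.0422 to 0.997 over 19 alternatives), and its median was -0.04 without mouse 1. The 22 tested cell adhesion genes had a median of -0.05 (camera, adjusted p = 0.979), which moved to -0.13 without mouse 1, with 5 upregulated, 4 downregulated and 14 past the threshold adjusted over the list alone. The 16 tested bone remodeling genes had a median of 0.05 (camera, adjusted p = 0.127), with 4 upregulated, 2 downregulated and 8 past the threshold adjusted over the list alone. That list passed by fry (adjusted p = 0.00617) and with DESeq2's statistics (adjusted p = 0.00943), within a range from 0.00617 to 0.408, and its median was 0.03 without mouse 1. Fig. 4C holds 1 of the phagocytosis and endocytosis genes, 1 of the adhesion genes and 0 of the bone remodeling genes, and 13, 6 and 4 of them stand in another list.

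**Figure D2:**
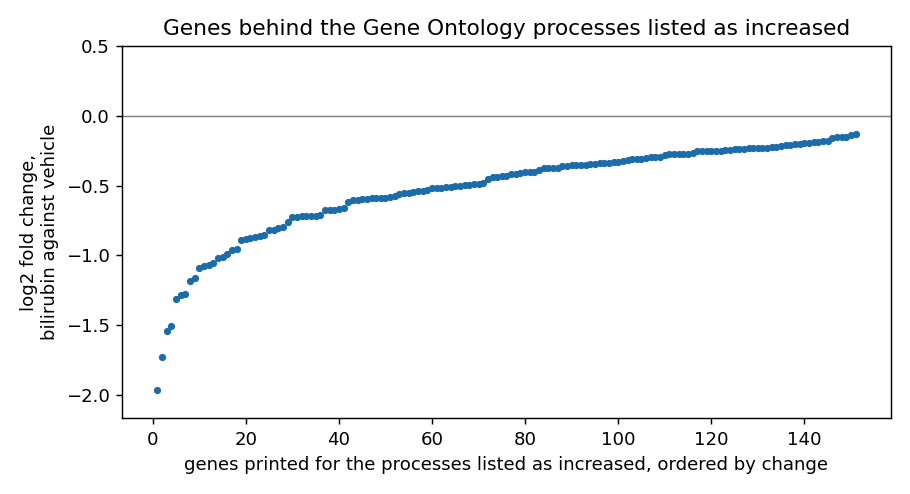
Log2 fold change (bilirubin over vehicle) of the 151 genes printed for the GO processes stated as increased with bilirubin, ordered by their change, with a point for each gene. All 151 points lie below 0.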

GO BP downregulated by bilirubin included “Phagocytosis“ and “Endocytosis” (Fig. 4D and Supplementary Table 3), while those upregulated by bilirubin included “Immune Response”, “Cell Adhesion”, and “Bone Remodeling” (Supplementary Fig 7A and Supplementary Table 4). Gene Set Enrichment Analysis (GSEA) revealed the top Hallmark Gene Sets upregulated by bilirubin were ‘Interferon Gamma’, ‘Inflammatory’, and “IL-6-Jak-Stat3” (Supplementary Table 5). 

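The Hallmark sets were not used here, and hand-written lists for the same processes were tested with camera instead. The 26 tested interferon gamma genes had a median log2 fold change of 0.34 (camera, adjusted p = 3.13e-09), with 8 upregulated past the threshold over all genes, and 12 past it adjusted over the list alone. The median was the same 0.34 with *Nos2*, whose vehicle libraries held 0 to 3 counts, set to its lower bound. For the 27 inflammatory response genes the median was 0.40 (camera, adjusted p = 3.13e-09), with 12 upregulated, 2 downregulated and 19 past the threshold adjusted over the list alone. The 18 IL-6-JAK-STAT3 genes had a median of 0.30 (camera, adjusted p = 9.94e-06), which was 0.19 without mouse 1, with 9 upregulated, 2 downregulated and 12 past the threshold adjusted over the list alone. Each of these lists had a positive median in all 4 mice. *Icam1* and *Socs3*, among the interferon gamma genes, rose by 0.77 and 1.35 on the log2 scale, and *Il2rg*, *Tlr2* and *Csf2rb*, among the IL-6-JAK-STAT3 genes, by 1.39, 1.25 and 0.64, each in all 4 mice and past the threshold in all 17 alternatives. Reads of *Csf2rb* could have been split with its near-identical paralog *Csf2rb2*. The 30 type I interferon genes had a median of 0.45 (camera, adjusted p = 7.78e-09), but the mice differed, with medians of 1.23 in mouse 1, -0.21 in mouse 2, 0.38 in mouse 3 and 0.29 in mouse 4. Without mouse 1 the median was 0.17, and without mouse 2 it was 0.71. Over all genes, 2 of the type I interferon genes passed the threshold, and adjusted over the list alone 0 passed, with 11 at an unadjusted p under 0.05. Of the 21 process lists, 13 passed with camera at its preset correlation of 0.01, and 7 of these also passed by fry. The inflammatory and IL-6-JAK-STAT3 lists passed by fry (adjusted p = 0.00617 for both), and the interferon gamma and type I interferon lists did not (adjusted p = 0.0846 and 0.301 by fry). With the correlation between genes estimated from the data, 0 of the 29 lists passed, and 5 had an unadjusted p under 0.05. In another list stood 6 of the interferon gamma genes, 13 of the inflammatory genes and 8 of the IL-6-JAK-STAT3 genes, and 0, 5 and 1 of them are in Fig. 4C. Of 653 Reactome pathways with 15 to 300 tested genes, camera called 126 higher and 7 lower with bilirubin. The number was 87 in all with DESeq2's statistics, 41 of the pathways also passed by fry, and with the estimated correlation 0 passed, 31 having an unadjusted p under 0.05. Reactome's interferon gamma signaling, with 74 genes, had a median log2 fold change of 0.25 (camera, adjusted p = 5.93e-10) and did not pass by fry (adjusted p = 0.0868).

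**Figure D3:**
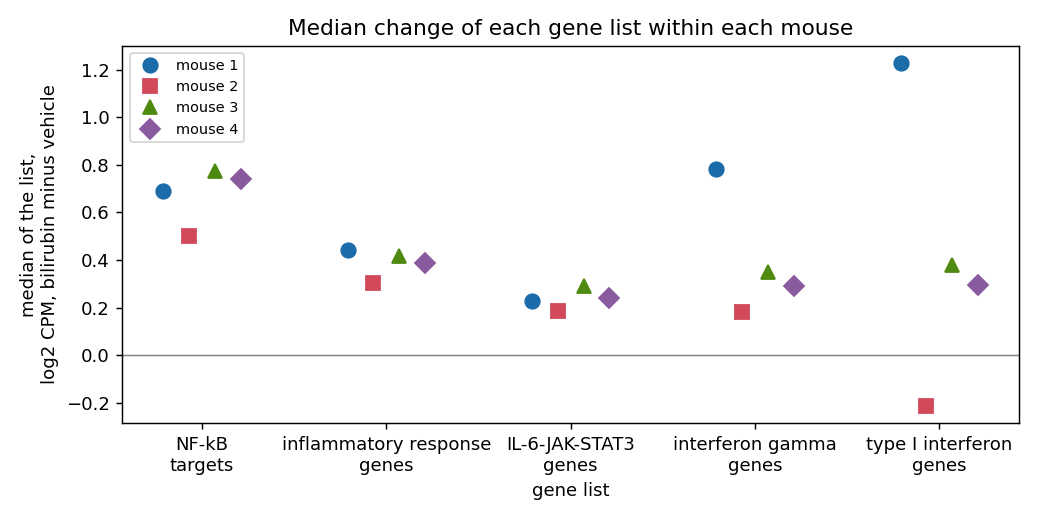
Median log2 change (bilirubin minus vehicle) of the tested genes of 5 lists in each mouse, with a point for each of the 4 mice. The NFκB, inflammatory, IL-6-JAK-STAT3 and interferon gamma medians are above 0 in all 4 mice, while the type I interferon median runs from -0.21 in mouse 2 to 1.23 in mouse 1.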

Finally, we utilized a program to predict which upstream transcriptional regulators may account for differential gene expression after bilirubin treatment. 

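The motif databases behind the prediction of regulators were not used here, and a hand-written list of NFκB target genes was tested instead. Of 40 NFκB targets, 39 were tested, and their median log2 fold change was 0.66 (camera, adjusted p = 1.36e-20). In the list, 27 genes were upregulated and 4 downregulated past the threshold over all genes, and 34 passed adjusted over the list alone. Between 32 and 34 of the 39 genes were higher in each mouse. The list passed by fry (adjusted p = 0.00617) and did not with the correlation estimated from the data (adjusted p = 0.175), within a range from 1.08e-53 to 0.175 over 19 alternatives. Fig. 4C holds 6 of its genes and another list 10 of them. Among the genes of the NFκB proteins themselves, *Relb* (ENSMUSG00000002983, chromosome 7, 19339017 to 19363425) rose from 15.6 ± 0.980 CPM (SD, n = 4) to 31.4 ± 4.84 CPM (SD, n = 4), a log2 fold change of 1.00 (standard error 0.08, adjusted p = 2.21e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nfkb2* (ENSMUSG00000025225, chromosome 19, 46292759 to 46303812) rose from 43.1 ± 2.61 CPM to 66.8 ± 5.59 CPM, a log2 fold change of 0.63 (standard error 0.04, adjusted p = 7.58e-05 by edgeR's test). Both were higher in all 4 mice and under all 17 alternatives, scaling by library size alone included. *Rela*, *Rel* and *Nfkb1* did not pass, with log2 fold changes of 0.11, 0.03 and 0.16 (adjusted p = 0.154, 0.735 and 0.0702 by edgeR's test). *Nfkb1* passed without a filter on low counts (adjusted p = 0.0193) and with the trend along transcript length removed (adjusted p = 0.0486), within a range from 0.0193 to 0.268. *Rel* was higher in 2 of the 4 mice and its change was -0.0006 without mouse 4. Of the genes that NFκB induces as its own inhibitors or cofactors, *Nfkbia* rose by 0.77 on the log2 scale, *Nfkbiz* by 0.93 and *Bcl3* by 0.58, each in all 4 mice (adjusted p = 3.82e-04, 0.00187 and 0.00777 by edgeR's test). *Bcl3* did not pass without mouse 3 (adjusted p = 0.0532) or without mouse 4 (adjusted p = 0.0594), and its adjusted p was between 3.84e-09 and 0.0594. *Tnfaip3* rose by 0.38 (adjusted p = 0.0487 by edgeR's test), by 0.03 in mouse 1 and by 0.35 to 0.74 in the other mice. It passed in 10 of the 17 alternatives and had adjusted p-values of 0.149 without mouse 2, 0.241 without mouse 3 and 0.173 without mouse 4, within a range from 1.10e-07 to 0.241.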

The top 50 hits were involved in the NFκB signaling pathway (Supplementary Table 6), suggesting that bilirubin may impact macrophage function by modulating NFκB activity. We confirmed this finding using RAW264.7 cells treated with 10 µM bilirubin for 0–48 h. Bilirubin treatment stimulated phosphorylation of NFκB p65 at each timepoint (Supplementary Fig. 7B). Further, 48 h bilirubin treatment significantly increased IL-6 secretion by RAW264.7 cells. These preliminary studies suggest that bilirubin may rewire macrophage signaling pathways by inducing the NFκB pathway.

Based on our mRNAseq results, we were interested in testing the impact of bilirubin on macrophage function. 

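*Axl* (ENSMUSG00000002602, chromosome 7, 25456535 to 25488329), a receptor for *Gas6*, fell from 24.3 ± 3.13 CPM (SD, n = 4) to 16.8 ± 3.47 CPM (SD, n = 4), a log2 fold change of -0.54 (standard error 0.06, adjusted p = 0.00171 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in all 4 mice and passed in all 17 alternatives. *Mertk* (ENSMUSG00000014361, chromosome 2, 128540729 to 128645080) was at 65.6 ± 5.30 CPM with vehicle and 59.3 ± 9.14 CPM with bilirubin. Its log2 fold change of -0.15 (standard error 0.05) did not pass the threshold (adjusted p = 0.104 by edgeR's test), although *Mertk* fell by 0.04 in mouse 1, 0.12 in mouse 2, 0.29 in mouse 3 and 0.18 in mouse 4. *Mertk* passed in 2 of the 17 alternatives, without a filter on low counts (adjusted p = 0.0354) and without mouse 1 (adjusted p = 0.0124), and its adjusted p ranged from 0.0124 to 0.528. The related receptor gene *Tyro3*, with 4 to 28 counts per library, had a log2 fold change of -0.68 (adjusted p = 0.576 by edgeR's test) and was lower in 3 mice. It was at -0.30 without mouse 1, -1.35 without mouse 2 and -0.26 without mouse 3, and passed in none of the alternatives. The ligand gene *Pros1* (ENSMUSG00000022912, chromosome 16, 62674275 to 62749710) fell from 37.3 ± 2.12 CPM to 29.7 ± 4.27 CPM, with a standard error of 0.06 and an adjusted p of 0.0168 by edgeR's test. *Pros1* fell by 0.11 in mouse 1, 0.42 in mouse 2, 0.34 in mouse 3 and 0.47 in mouse 4 on the log2 scale, and it passed in 12 of the 17 alternatives. The exceptions were the model without the mouse (adjusted p = 0.0578), the transcript-length offset (adjusted p = 0.0510) and the fits without mouse 2 (adjusted p = 0.0912), without mouse 3 (adjusted p = 0.120) or without mouse 4 (adjusted p = 0.109), and its adjusted p ranged from 9.76e-06 to 0.120. *Gas6* fell by 0.52 in mouse 1 and by 1.20 to 1.32 in the other mice, and its log2 fold change was -1.25 without mouse 1. A hand-written list of 32 efferocytosis genes, 30 of them tested, had a median log2 fold change of -0.25 (camera, adjusted p = 7.01e-09), negative in all 4 mice. In that list 3 genes were upregulated and 11 downregulated past the threshold over all genes, and 20 passed adjusted over the list alone. It passed by fry (adjusted p = 0.0144) and did not with the correlation estimated from the data (adjusted p = 0.175), within a range from 8.04e-15 to 0.175. Its gene *Itgav* fell by 0.59, in all 4 mice (adjusted p = 2.94e-04 by edgeR's test). Fig. 4C holds 3 of the efferocytosis genes and another list 13 of them. The list includes the receptor and ligand genes that the paper names, *Mertk*, *Axl*, *Gas6* and *Pros1*.

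**Figure D4:**
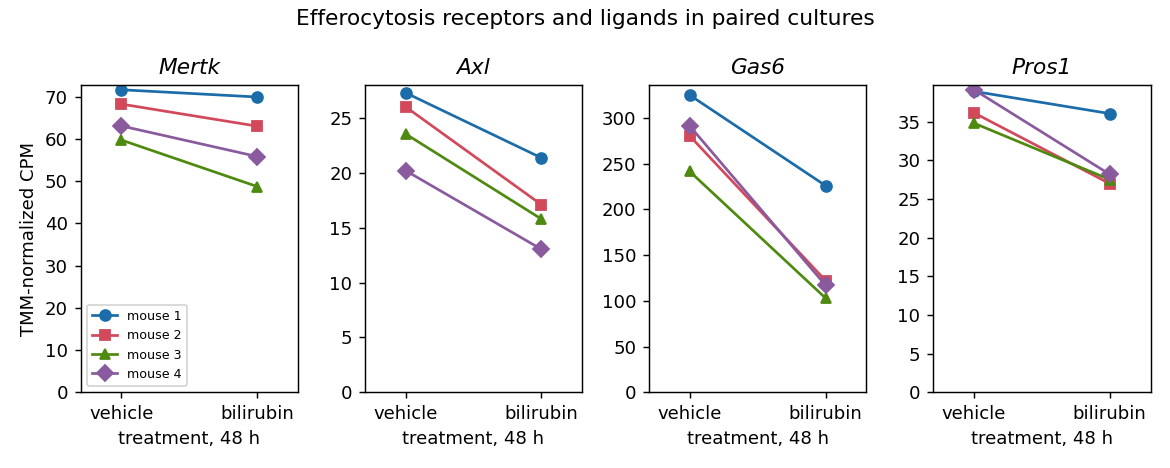
Expression (CPM after TMM scaling) of *Mertk*, *Axl*, *Gas6* and *Pros1* in the vehicle and bilirubin culture of each of the 4 mice, with a line joining the cultures of a mouse. Every line falls from vehicle to bilirubin. The fall of the mean is least for *Mertk*, from 65.6 to 59.3 CPM.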

We decided to focus on efferocytosis because expression of the efferocytosis receptors (*Mertk* and *Axl*) and ligands (*Gas6* and *Pros1*) was downregulated upon bilirubin treatment (Supplementary Fig. 7C). We confirmed these results via qRT-PCR in three macrophage models: the RAW264.7 cell line, additional primary BMDM, and human THP-1 monocyte-derived macrophages. Although there was heterogeneity between models, mRNA expression of the efferocytosis receptor *Mertk* and/or the ligand *Gas6* was decreased in each model with 2.5 or 10 µM bilirubin (Supplementary Fig. 7D). Efferocytosis is a physiologic function that can be triggered in macrophages by high levels of cell death resulting from mammary gland/breast involution or treatment with cytotoxic cancer therapies such as chemotherapy and radiation. Thus, we further assessed the impact of bilirubin on macrophage efferocytosis by culturing RAW264.7, BMDM, and THP-1 cells with dead tumor cells. Prior to co-culture, dead cells were dyed with pHrodo, a fluorescent marker that emits a bright red signal in the high pH of macrophage lysosomes. Red signal was then tracked over time using the IncuCyte imaging system, which revealed that bilirubin significantly decreased red signal intensity, indicative of macrophage efferocytosis in each of the models tested (Fig. 4E). Remarkably, in the RAW264.7 model, bilirubin limited efferocytosis to a greater extent than the positive control UNC2025, a MerTK/FLT3 inhibitor that has been shown to block efferocytosis.^47^ Next, we assessed the impact of bilirubin-induced NFκB signaling on efferocytosis conducting a similar assay in the presence and absence of an NFκB inhibitor (Supplementary Fig. 7E). Blockade of NFκB signaling rescued efferocytosis when used in combination with physiologic bilirubin concentrations. Thus, bilirubin may support a dysfunctional macrophage population that cannot engulf and clear dead cells via NFκB signaling.

To test the impact of tumor-secreted bilirubin on macrophages, we conducted conditioned medium (CM) rescue experiments. RAW264.7 macrophages were cultured with CM from 66Cl-4 cells treated with DMSO control or 10 µM SnMP, a dose that limits HO enzymatic activity and bilirubin secretion but does not limit tumor cell proliferation (Supplementary Fig. 8A, B). Culturing RAW264.7 macrophages with CM from HO inhibited mammary carcinoma cells increased *Mertk* and *Gas6* (Fig. 4F). Interestingly, when bilirubin concentrations were restored in SnMP CM by supplementing with 2.5 μM bilirubin, gene levels of *Mertk* and *Gas6* were rescued, suggesting their expression may be regulated by tumor-produced bilirubin. Similar findings were seen in THP-1 macrophage model treated with CM from BT549 cells, and RAW264.7 macrophages treated with CM from *Hmox1* knockdown cells (Supplementary Fig. 8C–G). These results suggest that tumor-HO-1 may impact the function of macrophages in the TME via its secreted metabolite bilirubin.

### Bilirubin enhances macrophage immune suppression

We tested the effects of bilirubin on phenotypes that are more characteristic of tumor-associated macrophages (TAMs). To start, we conducted flow cytometry on BMDM treated with bilirubin for 48 h using the anti-tumor macrophage marker iNOS, pro-tumor macrophage marker Arg1, and the efferocytosis marker MerTK (gating strategy in Supplementary Fig. 9A). Bilirubin treatment significantly increased the number of live macrophages (F4/80^+^CD11b^+^), but this was not the case with control treatments used to induce anti-tumor (lipopolysaccharide/LPS and interferon-gamma/IFNγ) or pro-tumor (interleukin-4/IL-4 and IL-13) macrophage populations (Supplementary Fig. 9B). Interestingly, bilirubin did not impact the percent macrophages expressing Arg1 but it did increase the percent iNOS^+^ macrophages (Supplementary Fig. 9C, D). There was a modest but significant increase in the percent MerTK-positive BMDM and the mean fluorescence intensity (MFI) of MerTK in BMDM treated with bilirubin (Supplementary Fig. 9E). These findings are consistent with our transcriptional data that revealed that bilirubin induces an NFκB transcriptional program in macrophages, which has been shown by others to support macrophage survival and iNOS expression.^48,49^

We also measured expression of TAM markers CD206 and PD-L1 in BMDM. Bilirubin significantly increased the MFI of CD206 and PD-L1 when compared to control-treated BMDM (Fig. 5A, B). These findings were confirmed in CD14^+^ human peripheral blood mononuclear cells (PMBC) that were differentiated into macrophages or monocyte-derived macrophages (MDM) (gating strategy Supplementary Fig. 10A). Similar to BMDM, there was a significant increase in the number of live MDM after 10 μM compared to 0 μM bilirubin treatment (Supplementary Fig. 10B). Additionally, bilirubin treatment increased the MFI of CD206, PD-L1, and HLA-DR on MDM when compared to vehicle control (Fig. 5C, D, Supplementary Fig. 10C), demonstrating that bilirubin alters the expression of immunomodulatory cell surface proteins on macrophages.

**Fig. 5:**
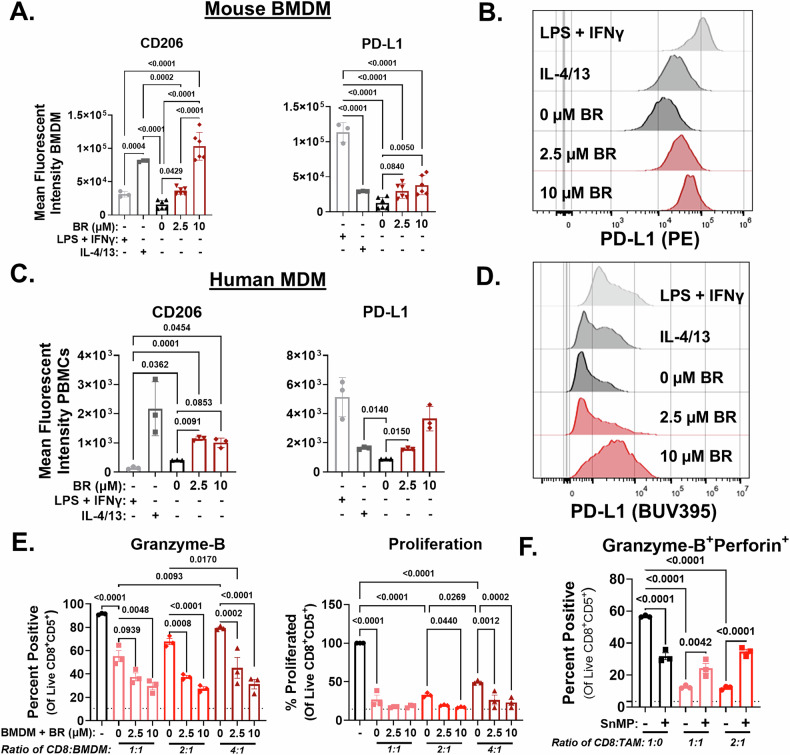
Bilirubin enhances macrophage immune suppression. BMDM were treated with positive controls to stimulate pro-tumor (20 ng/mL IL-4 and 20 ng/mL IL-13) or anti-tumor (100 ng/mL LPS and 20 ng/mL IFNγ) phenotypes or 0–10 μM bilirubin (BR) for 48 h. Live CD11b^+^F4/80^+^ cells were then analyzed for expression of pro-tumor (Arg1, CD206, PD-L1) and anti-tumor markers (iNOS) via flow cytometry. Shown is the mean fluorescence intensity (MFI) of CD206 and PD-L1 (**A**, n = 3-6, mean ± SD, one-way ANOVA with Tukey’s multiple comparison test). A representative flow plot for PD-L1 MFI is depicted in **B**. Human MDM were treated with positive controls to stimulate pro-tumor (20 ng/mL IL-4 and 20 ng/mL IL-13) or anti-tumor (100 ng/mL LPS and 20 ng/mL IFNγ) phenotypes or 0–10 μM bilirubin (BR) for 48 h. Live CD45^+^CD14^+^CD11b^+^ cells were then analyzed for expression of pro-tumor (CD206 and PD-L1) and anti-tumor markers (HLA-DR) via flow cytometry. Shown is the mean fluorescence intensity (MFI) of CD206 and PD-L1 (**C**, n = 3, mean ± SD, Brown-Forsythe and Welch ANOVA with Dunnett’s T3 multiple comparison test). A representative flow plot for PD-L1 MFI is depicted in D. **E** BMDM were cultured with 0–10 μM BR for 48 h after which they were co-cultured at varying ratios with CD8^+^ splenocytes stained with CellTrace Violet and treated with T cell-stimulating factors (CD28/CD3 dynabeads and IL-2). After 72 h co-culture, splenocytes were harvested and expression of cytotoxic molecules and CellTrace Violet was observed via flow cytometry in CD8^+^CD5^+^ cells (n = 3, one-way ANOVA with Tukey’s multiple comparison test). **F** CD11b^+^F4/80^+^ tumor-associated macrophages (TAMs) were isolated from 66Cl-4 mammary tumor-bearing mice treated with vehicle control or SnMP (25 mg/kg daily) for 8 days. CD8^+^ splenocytes were isolated from the same mice and co-cultured with TAMs in the presence of the T cell-stimulating factors described above. Percent CD8^+^CD5^+^ cells positive for cytotoxic markers was determined via flow cytometry after 72 h co-culture (n = 3, mean ± SD, one-way ANOVA with Tukey’s multiple comparison test).

To functionally test the impact of bilirubin on macrophage-mediated immune suppression, we isolated and differentiated BMDM. After 48 h bilirubin treatment, we co-cultured BMDM with stimulated CD8^+^ splenocytes isolated from different wild-type mice at three ratios. Prior to co-culture T cells were dyed with CellTrace Violet. At 72 h co-culture, T cells were harvested and analyzed via flow cytometry for dilution of CellTrace Violet (signifying proliferation) and the cytotoxic markers Granzyme-B and Perforin (gating strategy in Supplementary Fig. 11A). An isotype control antibody was used in a similar T cell activation assay to ensure that the detected CD8a staining was specific (Supplementary Fig. 11B). T cells co-cultured with bilirubin-treated BMDM had a significant decrease in Granzyme-B^+^ cells when compared to those co-cultured with control-treated BMDM (Fig. 5E). Although few splenocytes were Perforin^+^ in this experiment (Supplementary Fig. 11C), bilirubin-induced BMDM also limited T cell proliferation (Fig. 5E), suggesting that bilirubin-exposed macrophages have a higher suppressive capacity. To ensure bilirubin, which may persist in the media after BMDM treatment, did not directly affect T cells, a T cell stimulation assay was conducted and CD8^+^ splenocytes were directly treated with bilirubin. Interestingly, bilirubin treatment significantly increased the percent Granzyme-B^+^Perforin^+^ T cells when compared to control-treated cells (Supplementary Fig. 11D), suggesting that bilirubin did not directly impact T cells. Since we showed that bilirubin induces PD-L1 on BMDM and MDM, we repeated this experiment in the presence of a PD-L1 blocking antibody. While bilirubin significantly decreased the percent Granzyme-B^+^Perforin^+^ T cells when compared to control treatment, the addition of αPD-L1 rescued levels of these cytotoxic molecules (Supplementary Fig. 11E). These results suggest that bilirubin mediates macrophage immune suppression in part via upregulation of PD-L1.

Finally, we tested whether inhibition of HO-1 may limit macrophage immune suppression by conducting a similar co-culture experiment with TAMs isolated from 66Cl-4 mammary tumors from mice treated with SnMP or vehicle control. Splenocytes were isolated from the same animals and co-cultured with matching TAMs. After 72 h co-culture, T cells isolated from SnMP-treated mice cultured alone had decreased production of cytotoxic molecules when compared to CD8^+^ splenocytes isolated from control-treated counterparts (Fig. 5F), suggesting a direct impact of SnMP on T cells. Co-culture of TAMs with CD8^+^ splenocytes isolated from control-treated animals significantly decreased the number of CD8^+^ cells expressing Granzyme-B and Perforin when compared to control-treated CD8^+^ splenocytes culture alone. However, the addition of TAMs from SnMP-treated animals did not impact the percent Granzyme-B^+^Perforin^+^ splenocytes when compared to SnMP-treated CD8^+^ splenocytes culture alone. These findings suggest that macrophages in tumors with HO-1 inhibition and subsequent bilirubin depletion may be less immune suppressive.

### Tumor-HO-1 inhibition alters the macrophage microenvironment in combination with αPD-1

Our data suggest that tumor-HO-1 supports a suppressive microenvironment and immunotherapy resistance. Thus, we assessed the effects of HO-1 inhibition on immune cells that are targeted by checkpoint inhibitors. Using a mIF panel, we observed markers for suppressive macrophages (F4/80^+^PD-L1^+^) and exhausted T cells (CD8^+^PD-1^+^Tox^+^) in 66Cl-4 tumor-bearing mice treated with SnMP or vehicle control. SnMP treatment significantly decreased PD-L1^+^ macrophage density (Supplementary Fig. 12A). However, there was no change in exhausted T cell density between groups. We conducted a similar analysis in 66Cl-4 shCnt, shHO.1, and shHO.2 tumors using a mIF panel to quantify exhausted T cells (CD8^+^PD-1^+^Tim3^+^Tox^+^) and regulatory T cells (CD4^+^Foxp3^+^). Although CD4^+^ cell density did not change between groups, the density of regulatory T cell was significantly increased in shHO.1 tumors when compared to controls (Supplementary Fig. 12B). Interestingly, CD8^+^ T cells and exhausted T cells were not spatially restricted to the stroma or periphery in any of the treatment groups, but they were significantly increased in *Hmox1* knockdown tumors when compared to shCnt tumors (Fig. 6A, B, Supplementary Fig. 12B). Together, this data suggest that tumor-HO-1 inhibition dramatically impacts the TME and may be preferred over SnMP to prime tumors for immune checkpoint blockade sensitivity.

**Fig. 6:**
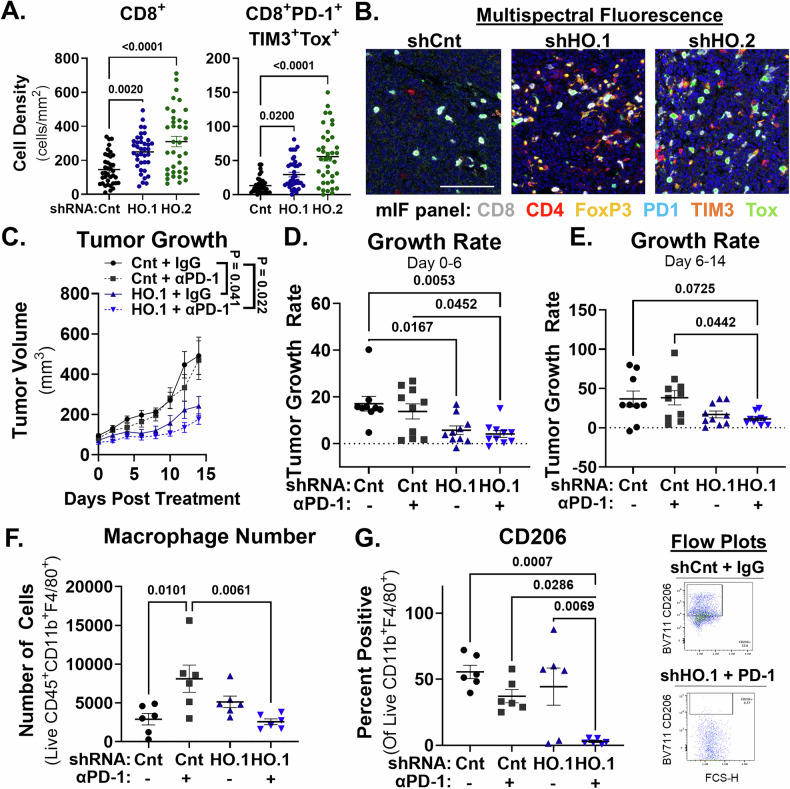
Tumor-HO-1 inhibition alters the macrophage microenvironment in combination with αPD-1. Suppressive T cells were observed in 66Cl-4 shCnt, shHO.1, and shHO.2 mammary tumors using a custom multispectral fluorescence panel (CD8/gray, CD4/red, FoxP3/yellow, PD-1/cyan, TIM3/orange, TOX1/2/green, scale bar = 100 microns). Shown is the quantification for the density of CD8^+^ cells and exhausted (PD-1^+^TIM3^+^Tox^+^) CD8^+^ cells (**A**) and representative images (**B**, n = 37–38 per group, mean ± SEM, one-way ANOVA with Tukey’s multiple comparison test). Mice bearing bilateral 66Cl-4 shCnt or shHO.1 tumors were treated when average tumor volume reached 80 mm^3^ with IgG control or αPD-1 (250 µg every three days, i.p. injection, n = 10 per group, total mice n = 20). Shown is the tumor volume (**C**, mean ± SEM, one-way ANOVA with Tukey’s multiple comparison test of area under the curve) and growth rate of tumors for the first half (day 0 – day 6, **D**) and second half (day 6 – day 14, **E**) of treatment (one-way ANOVA with Tukey’s multiple comparison test). Tumor-associated macrophages were analyzed via flow cytometry. Shown is the number of macrophages (**F**, n = 6 per group, mean ± SEM, one-way ANOVA with Tukey’s multiple comparison test) and the percent CD206^+^ macrophages (**G**, mean ± SEM, one-way ANOVA with Tukey’s multiple comparison test). Representative flow plots of CD206^+^ macrophages are also shown.

We introduced 66Cl-4 cells into the mammary fat pads of syngeneic female mice and treated daily with SnMP by oral gavage and every three days with αPD-1 by intraperitoneal injection. Although there was no significant difference in tumor volume between any of the treatment groups (Supplementary Fig. 13A, B), tumor growth rate was significantly decreased in the combination therapy group after the first week of treatment (Supplementary Fig. 13C). However, the tumor growth rate increased in the combination group during the second week of treatment (Supplementary Fig. 13D), suggesting that the combination of HO-1/HO-2 and checkpoint inhibition may only temporarily delay tumor growth.

We next tested the combination of tumor-*Hmox1* knockdown and checkpoint inhibition. 66Cl-4 mammary tumor cells harboring shCnt or shHO.1 were introduced into syngeneic female mice, and animals were randomized to treatment with IgG control or αPD-1. Tumor growth was significantly decreased in both 66Cl-4 shHO.1 groups when compared to control counterparts (Fig. 6C, Supplementary Fig. 14A, B). When the growth rate was observed for the first half of treatment (Day 0-6), there was a similar growth rate between shCnt tumors treated with IgG or αPD-1 but the growth rate of *Hmox1* knockdown tumors was significantly decreased when compared to controls (Fig. 6D). This trend was maintained through the second half of treatment (Day 6–14, Fig. 6E), revealing that αPD-1 alone had little impact on tumor growth. Interestingly, H&E analysis of tumors at endpoint revealed that shHO.1 tumors from mice receiving αPD-1 were full of adipocyte-like structures and appeared to have fewer tumor cells (Supplementary Fig. 14C), demonstrating a possible impact on tumor progression. To test the effects of combination treatment on the TME, flow cytometry was conducted on TAMs at endpoint (CD11b, F4/80, Arg1, iNOS, CD206, PD-L1). Interestingly, the number of macrophages significantly increased in shCnt tumors treated with αPD-1, which was restored to baseline by *Hmox1* knockdown (Fig. 6F). The ratio of macrophages expressing the anti-tumor marker iNOS to those expressing the pro-tumor marker Arg1 was not altered in any treatment group (Supplementary Fig. 14D). However, there was a striking change in the percent CD206^+^ macrophages and the MFI of CD206 in shHO.1 tumors from mice receiving αPD-1 treatment when compared to all other treatment groups (Fig. 6G and Supplementary Fig. 14E). An opposite trend was seen in PD-L1 expressing macrophages (Supplementary Fig. 14F, G). An important pro-metastatic function of CD206^+^ macrophages is extracellular matrix (ECM) remodeling.^50^ Analysis of mammary tumors using Masson’s Trichrome staining revealed a significant decrease in collagen deposition within mammary tumors harboring *Hmox1* knockdown when compared to controls (Supplementary Fig. 15A). The density of Cox2^+^ macrophages, which can be induced by ECM^51^ and support breast tumor progression^52,53^, trended towards a decrease in HO-1-depleted mammary tumors compared to controls (Supplementary Fig. 15B, C). Together, these results suggest that *Hmox1* knockdown, particularly in combination with checkpoint inhibition, alters tumor progression by dynamically impacting the macrophage microenvironment.

## Discussion

To assess the impact of heme breakdown on the TME, we profiled human BC specimens and revealed an association between tumor-HO-1 and macrophages. Depletion of tumor-HO-1 in a TNBC-like mouse model limited tumor growth, metastasis, and intratumoral bilirubin levels. This study, the first to assess bilirubin levels in TIF and matching plasma, demonstrated that intratumoral bilirubin can be 10-fold higher than circulating levels. Importantly, interstitial bilirubin can be depleted by tumor-HO-1 inhibition. These findings suggest that breast tumors harbor a unique bilirubin-rich microenvironment. Our follow-up studies revealed that bilirubin enrichment decreased macrophage function and enhanced macrophage-mediated immune suppression demonstrating that bilirubin is a dynamic cancer immunometabolite.

Previous work showed that HO-1 blockade limits mammary tumor growth,^13,14,54^ metastasis,^12^ chemotherapy resistance,^14,55^ and immune suppression^55^ via direct effects on the myeloid compartment. Since the HO-1 inhibitors utilized in many of these studies were clinically tested in severe cases of jaundice, these findings garnered excitement for improving drug bioavailability^56^ to allow testing of HO-1 inhibitors in aggressive solid tumors. However, most pre-clinical studies were completed with BC models that lack tumor-HO-1 expression. Since we detected HO-1^+^ tumor cells in human BC specimens, we compared global versus tumor cell-specific HO-1 inhibition in a mammary tumor model that maintains HO-1 expression throughout tumor progression. While global HO-1 inhibition had little to no impact on tumor growth and lung metastasis, tumor-HO-1 inhibition delayed tumor growth and nearly depleted lung metastatic outgrowth. Similarly, immunotherapy treatment in combination with SnMP did not affect tumor growth. However, tumor-HO-1 depletion in combination with αPD-1 decreased the tumor growth rate and ablated a population of CD206^+^ macrophages that are known to remodel the TME to support tumor progression and lung metastasis.^50,57,58^

Our findings are supported by work in sarcoma, hepatoma, and melanoma models showing that inhibition of tumor-HO-1 limited disease progression, but depletion of HO-1 in immune cells increased tumor progression.^59,60^ Together, these results suggest that tumor-specific HO-1 inhibition may limit tumorigenesis more effectively than global HO-1 inhibition. However, this idea needs to be tested in additional models and tumor types, as the opposite phenotype was seen in some breast^61,62^ and ovarian cancer models.^56^ While the conclusion that effective HO-1 inhibition requires cell specificity could limit the feasibility of using HO-1 inhibitors in solid tumors, the rapid advancement of antibody-drug conjugates in BC opens the door for future preclinical and clinical testing of tumor-specific HO-1 inhibition in TNBC.^63^

Although further studies are needed, evidence in the literature suggests that tumor-specific HO-1 inhibition may be more effective than SnMP because HO-1 alters T cell function. HO-1 activation enhanced proliferation of CD4^+^ T cells,^64^ while HO-1 inhibition promoted the proliferation of Tregs and inhibited antigen specific CD4^+^ T cell expansion.^27,65^ These works are in line with our observation that splenocytes isolated from SnMP-treated mice had decreased expression of cytotoxic molecules compared to controls. Alternatively, other HO-1 metabolites, such as iron,^66^ have been shown to support anti-tumor T cell responses, which could be impacted by SnMP. These works highlight the need to expand our findings with additional studies that assess the impact of HO-1 inhibition on immune cell populations other than macrophages, including myeloid-derived suppressor cells, dendritic cells, and T cells.

Analysis of genes altered in macrophages by bilirubin suggests that this metabolite supports both NFκB signaling and a dysfunctional macrophage phenotype. In follow-up studies, we assessed macrophage expression of immune suppressive PD-L1, pro-metastatic CD206, and the efferocytosis receptor MerTK in addition to canonical polarization markers iNOS and Arg1. The combination of *Hmox1* knockdown and checkpoint inhibition dramatically impacted expression of PD-L1 and CD206. Interestingly, others showed that increased PD-L1 and decreased CD206 expression in macrophages, as seen in our study, supports anti-tumor CD8^+^ T cell activity.^67,68^ Conversely, expression of macrophage polarization markers was not significantly altered in any of our treatment groups. These findings are consistent with the idea that macrophages are more heterogenous and diverse than the binary M1/M2 macrophage polarization model and led us to focus on testing the effects of bilirubin on macrophage function. Importantly, this is the first report to demonstrate that bilirubin blocks macrophage dead cell engulfment. Although the effects of efferocytosis on tumor progression are debated,^69^ these results, in addition to our finding that bilirubin supported macrophage-mediated T cell suppression, imply that macrophages in the bilirubin-rich TME may lose the ability to perform physiologic functions but gain the ability to dampen anti-tumor immunity. Others have demonstrated that breast tumor-HO-1 modulates response chemotherapy^70^ and immunotherapy^15^ by directly impacting T cell cytotoxicity. Our work expands these findings and reveals a complimentary mechanism that may be utilized by aggressive BC to reshape the microenvironment.

Although further exploration of how bilirubin mechanistically impacts macrophages is needed, our result and the work of others implicate NFκB signaling.^71^ However, additional studies showed that bilirubin limits NFκB activation in T cells and peritoneal macrophages.^27,72^ These disparate findings may be due to vastly different bilirubin concentrations utilized in varying contexts (with and without treatment with inflammatory LPS). Although we observed that macrophage efferocytosis was altered by a wide range of bilirubin concentrations (0-100 µM), dose dependency needs to be assessed in future studies that will first evaluate levels of bilirubin in human TIF to provide a clinically relevant intratumoral concentration. After which, dose response to physiologic bilirubin concentrations should be assessed to evaluate macrophage survival, efferocytosis, and immune suppression.

Collectively, these data demonstrate that tumor-HO-1 and its metabolite bilirubin support breast tumor progression and immune modulation. Bilirubin dynamically impacted both macrophage physiologic and tumor-associated functions. Our findings regarding the bilirubin-enriched TME demonstrate that HO-1 and bilirubin are an underappreciated immune modulatory axis in cancer. Since several types of cancer rely on heme metabolism to support oncogenesis, a phenomenon termed porphyrin overdrive,^73^ these findings may broadly apply to other cancers and suggest that bilirubin may be an important signaling metabolite in cancer.

## Methods

### Accessing and mining of publicly available datasets

Data from The Cancer Genome Atlas and METABRIC^32–34^ were accessed using CBioPortal (on April 10, 2022). mRNA expression (normalized z-score relative to all samples) of enzymes in the heme metabolism pathway (*HMOX1*, *HMOX2*, *BLVRA*, *BLVRB*) were downloaded and presented for specimens representing normal breast tissues and each breast cancer subtype based on the PAM50 molecular classification (TNBC includes basal and claudin-low, ER^+^ includes Luminal A and B). The same dataset was analyzed using the CIBERSORT analysis tool (on April 17, 2022) to predict relative immune call abundance in breast cancer and normal breast specimens using the LM22 reference gene set for twenty-two immune cell types.^37^ Presented are immune cell abundance scores for specimens in the top quartile or lowest quartile of *HMOX1* expression for each breast cancer subtype and normal tissues. For KM Plotter analysis, the overall survival out to 120 months of all breast cancer patients in the KM Plotter breast cancer protein database^36^ was plotted after stratification by HO-1 expression (HMOX1; Uniprot ID: P09601, conducted on June 20, 2024). Overall survival was further stratified based on lymph node positivity or negativity. The best median cutoff was used for all plots.

### Tissue analysis

For immunohistochemistry analysis, tissues were sectioned (5 microns) and heat immobilized on slides for 1 h at 60 °C. Tissues were then deparaffinized and re-hydrated with xylene and ethanol. After which heat-induced epitope retrieval (HEIR) was conducted using pH 6.0 or Tris/EDTA pH 9.0 buffer, followed by blocking of endogenous peroxidases with 3% hydrogen peroxide for 5 min and non-specific antigens with 2.5% normal goat serum (Vector #MP-7451) for 20 min. Primary antibody was diluted in TBST and applied to tissues for 1 h (HO-1: Abcam, AB13243, 1:400; Ki67, Abcam, AB15580, 1:1600; CC-3, Cell Signaling, 9661, 1:400). After which, tissues were washed with TBST (3x) then incubated with anti-rabbit secondary polymer (Vector #MP-7451). Tissue was washed with TBST (3x) prior to application of DAB (Vector #SK-4105) for 4 min and tissue dehydration. Hematoxylin (1:5, Anatech, 842) was used as a counterstain. For the tissue microarray (TMA), tissue samples were provided by the Cooperative Human Tissue Network (CHTN), which is funded by the National Cancer Institute. Other investigators may have received specimens from the same subjects. Prussian blue and Masson’s trichrome staining were conducted by the Research Histology Services of the Pitt Biospecimen Core. After staining, whole slides were scanned using the Aperio AT2 microscope and whole tumors or 1–4 tissue cores per specimen for the TMA were analyzed using ImageScope Software and the Positive Pixels Count v9 Macro. For quantification of HO-1 in the TMA we exclude weak 1+ staining in our analysis because a background level of HO-1 was detected in all tissues. For immunofluorescence, tissues were sectioned and deparaffinized/dehydrated as mentioned above. HEIR was conducted before and after each antibody incubation/detection using Akoya buffers (AR9 AR9001KT and AR6 AR6001KT). Primary antibodies included (Human - CD4, Dako, 4B12, 1.4 μg/mL; FoxP3, Abcam, 236 A/E7, 1:400; HO-1, Abcam, ab13243, 1:800; CD8, Dako, C8/144B, 0.4 μg/mL; Cd68, Dako, KP1, 0.12 μg/mL; PanCK, DAKO AE1/AE3, 0.18 μg/mL; Mouse – F4/80, Thermofisher, MF480000, 1:12800; PD-L1, Cell Signaling, 64988, 1:50; PD-1, Cell Signaling, 84651, 1:400; CD8a, Thermofisher, clone 4SM15, 1:1600; Tox/Tox2, Cell Signaling, 73758, 1:12800; CD206, Sigma, HPA004114, 1:2000; iNOS, Cell Signaling, D6B6S, 1:1600; Arg1, Cell Signaling, D4E3M, 1:12800; COX2, Cell Signaling, D5H5, 1:300) and secondary antibodies (Human—Anti-mu/rb Akoya ARH1001EA; Mouse - Vector MP-7451 or MP-7444). For coIF, TSA reagents were used to amplify signal (Perkin Elmer FITC, TS000200 1:100; Perkin Elmer, Cy3.5, TS-000202, 1:500) and for multiplex IF the Akoya Opals (Opals 520, 540, 570, 620, 690 NEL811001KT) and buffers were used to amplify fluorescent signal. Spectral DAPI (Akoya, FP1490) was used as a counterstain. Whole slides were scanned using the Vectra 3 microscope and an average of 5 fields per tumor tissue or 4 tissue punches for the TMA were assessed using InForm and Phenoptr Software. The suppressive T cell panel staining was completed with an autostainer in the Translational Pathology Imaging Laboratory at the UPMC Hillman Cancer Center. To assess metastatic burden, FPPE lungs were serially sectioned and three sections, each 50 microns apart, underwent hematoxylin and eosin staining. Whole slides were scanned on the Aperio AT2 microscope and ImageScope software was used to assess the number of metastases and area of each metastasis, which was averaged across serial sections.

### Tissue culture

All cells were grown in a humidified chamber supplemented with 5% carbon dioxide and kept at 37 °C. 66Cl-4 cells were grown in DMEM-high glucose (Corning: SH30243.01) supplemented with 1% penicillin-streptomycin (pen/strep, Fisher Scientific: 15140-122), 1% L-glutamine (Fisher Scientific: 25030-081), 1% non-essential amino acids (NEAA, Fisher Scientific: 11140-050), and 10% fetal calf serum (FCS, HyClone: SH30073.03). RAW264.7 mouse macrophages were grown in DMEM-high glucose supplemented with 1% pen/strep and 10% fetal bovine serum (FBS, PEAK purchased from CU AMC Tissue Culture Core). THP-1 human-derived macrophages and MH-S alveolar macrophages were cultured in RPMI (Gibco, 11875-093) supplemented with 1% pen/strep and 10% FBS. The human TNBC cell line BT549 was grown in RMPI supplemented with 1% pen/strep, 1% NEAA, 10% FBS, and 5 μg/mL insulin (Sigma: I6634). All human cell lines were authenticated by short tandem repeat analysis (Promega) at the University of Colorado Anschutz Medical Campus (CU AMC) Tissue Culture Core in 2019. All lines were regularly tested for Mycoplasma (every 3–6 months). Cells were passaged at 70–80% confluence using 0.25% trypsin (ThermoFisher: 15090046). The exception was THP-1 cells that grow in suspension and were passaged using centrifugation. To knockdown *Hmox1*, 66Cl-4 cells were plated in a 12-well plate. The following day, when cells were at 50% confluence, they were treated with increasing volumes of lentiviral particles prepared by the CU AMC Functional Genomics Shared Resource containing a MISSION pLKO.1-puro lentiviral vector with three sequences against *Hmox1* (TRCID: TRCN0000234075, TRCN0000234076, or TRCN0000234077) or a non-target control sequence (SHC216). At the same time, cells were also treated with 5 μg/mL polybrene. 16 h later, media was removed and replaced with fresh normal growth media. On day 5 post-transfection, cells were treated with 2 μg/mL puromycin. After which, cells were passaged as described above in the presence of puromycin except for when plating to expand for animal studies or analysis of tumorigenic properties. No cell lines were passaged more than eight times after thawing. After thawing and prior to each experiment, *Hmox1* knockdown was confirmed by western blot using the Odessey CLx imaging system (primary antibodies: HO-1—Abcam, ab13243, 1:1000 and beta-actin—Cell Signaling Technologies, 3770, 1:10,000; secondary antibody—LiCOR, Goat anti-rabbit 800 or Goal anti-mouse 680, 1:5000). All experiments were conducted using at least biological and technical triplicates.

### Animal studies

All animal experiments were performed in accordance with a protocol (#1056) approved by the CU AMC Institutional Animal Care and Use Committee using humane procedures. We have complied with all relevant ethical regulations for animal use. 200,000 66Cl-4 parental, shCnt, shHO.1, or shHO.2 cells were injected into the 4th inguinal mammary fatpads of 8-week-old host female BALB/CJ or BALB/CJ RAG2 KO/IL2Rgc KO/SIRPa(NOD) mice. Tumor volume was monitored after tumors became palpable every other day using calipers ((volume = 1/2(width^2^ × height)). When applicable, animals were randomized and tumor volume matched using excel, and treatment was initiated when average tumor volume reached 80 mm^3^. 25 mg/kg SnMP (Cayman Chemical, 19071) or vehicle control (4.5% sodium phosphate in sterile saline) were delivered daily by oral gavage. 250 μg/mouse anti-PD-1 antibody (BioXCell, RMP1-14) or IgG control antibody (BioXCell, HRPN) was delivered by intraperitoneal injections every 3 days. Endpoint was either when tumor volume reached over 500 mm^3^ per group or 2 weeks treatment. This tumor volume did not exceed the maximal allowed tumor volume permitted in our approved IACUC protocol of 1500 mm^3^. At endpoint, tumors were either formalin-fixed paraffin-embedded (FFPE) for histological analysis, centrifuged to collect interstitial fluid as in ref. ^74^, or digested into single cells using 500 units of Collagenase II and Collagenase IV (ThermoFisher, 17101015 and 17104019) and 2 mg/mL DNase (Sigma, 11284632001) to analyze by flow cytometry. At the same time, lungs were inflated with 10% formalin, then paraffin embedded for histological analysis, and blood was collected using a cardiac puncture and placed into EDTA coated tubes (FisherScientific, NC9414041) that were centrifuged as described in ref. ^74^ to collect plasma for mass spectrometry analysis of biliverdin and bilirubin by the CU AMC Mass Spectrometry Metabolomics Shared Resource. Since BC is most often diagnosed in women, female mice were used for all of these studies that included a total of 102 animals. Researchers administering treatments were aware of group allocation but those assessing the outcome and conducting data analysis were blinded to treatment groups. Confounders like treatment order, measurements, or animal/cage location were not controlled for. Mice were housed in the vivarium and were cared for by the University of Colorado Division of Animal Care. The facilities are AAALAC-accredited, and a full-time veterinarian was available for consultation on any problems arising with mice.

### Assessing macrophage function and gene expression

Bone marrow was flushed from the hind tibia and femurs of 8-week old female BALB/CJ mice using the protocol detailed in ref. ^75^. After which bone marrow was filtered with a 40-micron filter and pelleted via centrifugation. Pellets were treated with 2 mLs ACK (150 mM Ammonium Chloride, 1 mM Potassium Bicarbonate, 0.1 mM EDTA, pH 7.4) to lyse red blood cells, which was quenched with the addition of 10 mL of HBSS. Cells were washed 2x with HBSS (400 mg/L KCl, 60 mg/L KH_2_PO_4_, 350 mg/L NaHCO3, 8000 mg/L NaCl, 48 ng/L Na_2_HPO_4_, 1100 mg/L dextrose anhydrase) then resuspended in 10 mLs growth media (RMPI with 10% FBS and 1% pen/strep) and plated (>1.125 × 10^6 cells/ petri dish or 15,000 cells/well in 96 well plates). To differentiate cells into macrophages, they were treated with 25 ng/mL M-CSF (Shenandoah, 200-08) upon plating and again 2 days later. After 5 days, BMDM were treated with bilirubin or DMSO control, 20 ng/mL IL-4 and IL-13 (to support pro-tumor macrophage polarization, Shenandoah 200-18 and 200-22) or 20 ng/mL IFNγ and 100 ng/mL LPS (to support anti-tumor macrophage polarization, Sigma, L5668). For analysis by qRT-PCR, after 48 h treatment with bilirubin, mRNA was isolated from BMDM using TriZOL extraction as recommended by the manufacturer (FisherScientific, 15596-018). Using the manufacturer’s protocol, 1 μg of total mRNA was reverse transcribed into cDNA using QScript (Quantabio Cat# 95048-025). qRT-PCR was used to determine the relative expression (∆∆CT) of genes of interest after normalization to *Gapdh* using PowerUP SYBR Green Master Mix (Thermo Fisher Cat# A25742), a 7500 Fast Real-Time PCR System (Applied Biosystems), and 7500 Software (ver2.3, RRID:SCR_014596). A full list of primers is in Supplemental Table 7. In a separate experiment, mRNA was similarly isolated from BMDM using TriZOL and a Poly A-selected total RNA library was prepared after mRNA extraction and sequenced using the NOVASEQ 600 (paired-end reads at 40 million read pairs) by the CU AMC Genomics and Microarray Shared Resource. After which, RNA-seq data were processed using the nf-core RNAseq pipeline (v3.12.0)^76^. Briefly, Illumina adapters were removed using Cutadapt (v3.4)^77^ as part of the trimgalore (0.6.7) package.^78^ Reads were aligned using STAR (v2.7.9a)^79^ to the Ensembl mouse transcriptome (GRCm39 release 104) and quantified using Salmon (v1.10.1).^80^ Raw data with counts by gene were generated using tximport^81^ on salmon quantified data. Normalized data was generated to counts per million.^82^ Differential expression was calculated using the limma R package using the mouse identifier as a covariate.^83^ Heatmaps were generated with GraphPad Prism (v10.2.3 for Windows, GraphPad Software, Boston, Massachusetts USA) following z-score normalization of counts per million. Gene set enrichment analysis (GSEA) was performed using fold-change and the fgsea R package^84^ with Hallmark gene sets from the Molecular Signatures Database,^85^ which were downloaded using the msigdbr R package^86^. Over-representation analysis was performed using DAVID^87,88^ with significantly (FDR < 0.05) upregulated and downregulated genes. The RcisTarget^89^ R package was used to calculate transcription regulator enrichment in genes upregulated with bilirubin treatment with a *p*-value < 0.01. For efferocytosis assays, BMDM were plated and differentiated in 96-well plates. At the same time as bilirubin treatment, dead 66Cl-4 tumor cells were added. Tumor cells were killed with 10 μM staurosporine (Medchem Express, HY-15141) overnight and only cells floating in the media were collected via centrifugation the following day. Dead cells were then stained with 0.625 μg/mL pHrodo according to the manufacturer’s protocol (Sartorius, 4649). Dead cells were added to macrophages with appropriate concentrations of bilirubin or BAY 11-7082 (1.5 μM, Cayman Chemical, 10010266) and red signal was immediately monitored with the IncuCyte Zoom imaging system every 30 min for up to 24 h. IncuCyte Software was used to assess the area and intensity of red signal to generate an efferocytosis capacity score. For mouse RAW264.7 macrophages, the same experimental design mentioned above was followed, expect RAW264.7 macrophages were plated the day before bilirubin treatment. For THP-1 monocyte-derived macrophages that grow in suspension, cells were differentiated into macrophages with 24 h 1.0 μg/mL phorbol 12-myristate 13-acetate (PMA) treatment prior to the addition of bilirubin for 48 h. To repeat studies utilizing human-derived macrophages, CD14^+^ cells were isolated from healthy female de-identified human PBMCs purchased from Stem Cell (200-0077) using positive selection microbeads according to the manufacturer’s protocol (Miltenyi, 130-050-201). Cells were plated (>750,000 cells/well in non-tissue culture treated 6-well plates) and maintained in 1.5 mL growth media (RPMI + 20% FBS + 1% pen/strep) supplemented with 100 ng/mL M-CSF. Two days later, media was refreshed and an additional 100 ng/mL M-CSF was added. After 5 days, MDM were treated with bilirubin or DMSO control, 20 ng/mL IL-4 and IL-13 (to support pro-tumor macrophage polarization, Life Technologies 200-04 and 210-13) or 20 ng/mL IFNγ and 100 ng/mL LPS (to support anti-tumor macrophage polarization, Life Technologies, 300-02 and Sigma, L5668).

### T cell stimulation assays

BMDM were isolated, differentiated, and treated with bilirubin as mentioned above in 96-well U-bottom plates (Falcon, Fisher Scientific, 08-772-54). After 48 h of bilirubin treatment, CD8^+^ splenocytes were added to BMDM. Splenocytes were isolated from the spleens of 3–5 healthy wild-type 8-week-old BALB/CJ mice by filtration and purification using LS MACS columns and a CD8a^+^ T cell isolation kit (Miltenyi Biotec, 130-104-075). Prior to plating, T cells were stained with CellTrace Blue or Violet according to the manufacturer’s suggestions (Fisher Scientific, C34574). Then, various concentrations of T cells were added to differentiated BMDM with CD3/CD28 dynabeads used as recommended by the manufacturer (Fisher Scientific, 11456D) and 7.5 ng IL-2 (Shenandoah Biotechnology, 200-17). At this time 10 μg/mL of an IgG control or αPD-L1 antibody was also added (BioXCell, clone LTF-2 and 10 F.9G2). Three days after plating T cells, co-cultures were treated with 0.25 mg brefeldin A (Thermofisher, J62340.MA) for 4–6 h prior to harvesting. Non-attached T cells were collected by pipetting for flow cytometry analysis. For co-culture of tumor-associated macrophages and splenocytes, macrophages were isolated from digested 66Cl-4 mammary tumors using a monocyte isolation kit (Miltenyi Biotech, 130-100-629) followed by a F4/80 isolation kit (Miltenyi 130-110-443). Splenocytes were isolated from the spleens of the same mice. Macrophages and splenocytes from mice receiving the same treatments (either SnMP or vehicle control) were pooled, then plated at varying ratios as described above.

### Flow cytometry

T cells were collected and resuspended in 1x PBS containing Zombie UV (Biolegend, 1:1500). After incubation at room temperature for 20 min, cells were washed twice with FACS buffer (1% Sodium Azide from 10% stock, 1% HEPES, 2% heat inactivated FBS in 1x PBS), then incubated with primary antibodies to cell surface markers (CD8a – Biolegend, 100714, 0.3 μL/well or isotype control—Biolegend 400523, 0.3 μl/well, CD5 – Biolegend, 100625, 0.625 μL/well or CD3 – Biolegend, 100235, 0.625 μL/well) for 30 min in the dark on ice. Afterwards cells were washed with FACS buffer then fixed and permeabilized following the manufacturer’s protocol for the BD cytofix/cytoperm kit (BDB554714). Cells were then incubated for 30 min on ice in the dark with intracellular markers (Perforin – Biolegend, 154305, 0.375 μL/well; Granzyme-B – Biolegend, 515403, 0.75 μL/well). Stained cells were analyzed on the Penteon NovoCyte flow cytometer after conducting an AutoCompensation adjustment for spectral spillover on single stain control samples. Fluorescence minus one (FMO) controls were used to assist with the gating strategy. A similar approach was used to assess BMDM and macrophages isolated from mammary tumors using Zombie Yellow as a live/dead stain and the following panel of cell surface (CD11b – Thermofisher, 364-0112-80, 0.625 μL/well; F4/80 – Biolegend, 123137, 0.375 μL/well; PD-L1—Biolegend, 124307, 0.25 μL/well; MerTK – Fisher Scientific, FAB5912U, 0.625 μL/well) and intracellular (Arg1—Thermofisher, 53-3697-80, 0.3 μL/well; CD206—Biolegend, 141727, 0.45 μL/well; iNOS—Thermofisher, 17-5920-80, 0.09 μL/well) markers. For human MDM, Zombie UV was used as a live/dead stain and then cells were stained with the following panel of cell surface (CD45—Biolegend, 304023, 0.3 μL/well; CD14 – Biolegend, 301817, 0.75 μL/well; CD11b – Biolegend, 301345, 0.75 μL/well; HLA-DR – Biolegend, 980406, 0.75 uL/well; PD-L1 – Fisher Scientific, BDB568621, 0.75 μL/well;) and intracellular (CD206 – Biolegend, 321105, 0.75 μL/well) markers.

### Statistics and reproducibility

Sample size calculations for all mouse experiments were conducted under the supervision of biostatistician Dr. Kathleen Torkko using published metastasis number data.^12^ A total sample size of 8 mice per group was calculated to achieve 80% power to detect differences among the means versus the alternative of equal means using an F test with a 0.05 significance level. All data were presented as the mean ± standard error of the mean (SEM) or standard deviation (SD) using GraphPad Prism software (version 10.2.3 for Windows, GraphPad Software, Boston, Massachusetts, USA). All data points were shown in column graphs except when the sample size exceeded 50 and a violin plot was used. Significance was determined to be *P* < 0.05 using an unpaired two-tailed T cells, or when appropriate a paired two-tailed T test, when assessing two groups. A one-way ANOVA with Tukey’s or Dunnett’s multiple comparison test was used when there were three or more groups. Values below or above two standard deviations from the mean were excluded as outliers. When possible, animal studies were repeated twice and tumors were excluded from all analyses if they did not take, which only occurred for one tumor in the data presented in Fig. 6C from an animal treated with vehicle control and IgG. Shown is a representative of two or more separate experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary Information

Reporting Summary

## Data Availability

All raw and source data including source data for animal experiments are available on FigShare (doi.org/10.6084/m9.figshare.31014661 and doi.org/10.6084/m9.figshare.31012045).^90^ Raw and processed RNA-seq data were deposited in the Gene Expression Omnibus (GSE277310)^91^ and metabolomics data were deposited in MetaboLights (MTBLS14278).^92^ Unedited and uncropped western blot images can be seen in Supplementary Fig. 16.

# Supplementary material for: Aggressive breast cancers secrete heme metabolites to alter macrophage immune suppression and function
**Source:** Commun Biol. 2026 May 9;9:977. doi: 10.1038/s42003-026-10212-0
**Supplement:** Supplementary file 2 — Supplementary Information

## **SUPPLEMENTAL INFORMATION**

### **METHODS**

**Analysis of cell proliferation, soft agar growth, and migration.** For proliferation assays, 2,000 66Cl-4 shCnt, shHO.1, shHO.2, or shHO.3 cells were plated (N = 6-10 wells/group/experiment) in normal growth media in a 96-well plate (Falcon). 24 hours later, cell growth was monitored every four hours using the whole-well image setting on the IncuCyte Zoom Imaging System and the IncuCyte software was used to quantify relative percent confluence (relative to the first scan). To assess growth in soft agar, 1.0% agar was mixed 1:1 with 2x 66Cl-4 media (DMEM-high glucose with 20% FCS, 2% NEAA, pen/strep, and L-glutamine). Once hardened, 7,500 66Cl-4 shCnt, shHO1.1, shHO1.2, or shHO1.3 cells per well (N = 3/group/experiment) were plated in 2x 66Cl-4 media diluted 1:1 with 0.6% agar. After hardening, soft agar was overlain with normal growth media that was replaced every 7 days. At 14 days growth, colonies were fixed overnight in the incubator using 1 mg/mL NBT (Sigma, N5514). After fixing, colonies were imaged using the Gel Count imaging system (Scintica) and both the number of colonies and average colony size were quantified using ImageJ software.

**Conditioned Medium Experiments.** 200,000 tumor cells (66Cl-4 for mouse and BT549 for human) were plated per well in a 6-well dish. The following day, cells were treated with the appropriate amount of SnMP (10  $\mu$ M for mouse and 40  $\mu$ M for human). 72 hours post-treatment, conditioned medium was collected from each well and centrifuged to remove any cell debris. 1 mL conditioned medium and 1 mL fresh macrophage media were added to macrophages that were plated and/or differentiated the prior day. At the same time, cells were treated with 0 – 100  $\mu$ M bilirubin. After 48 hours treatment, mRNA from macrophages was harvested using TriZOL and mRNA expression of target genes was determined using qRT-PCR.

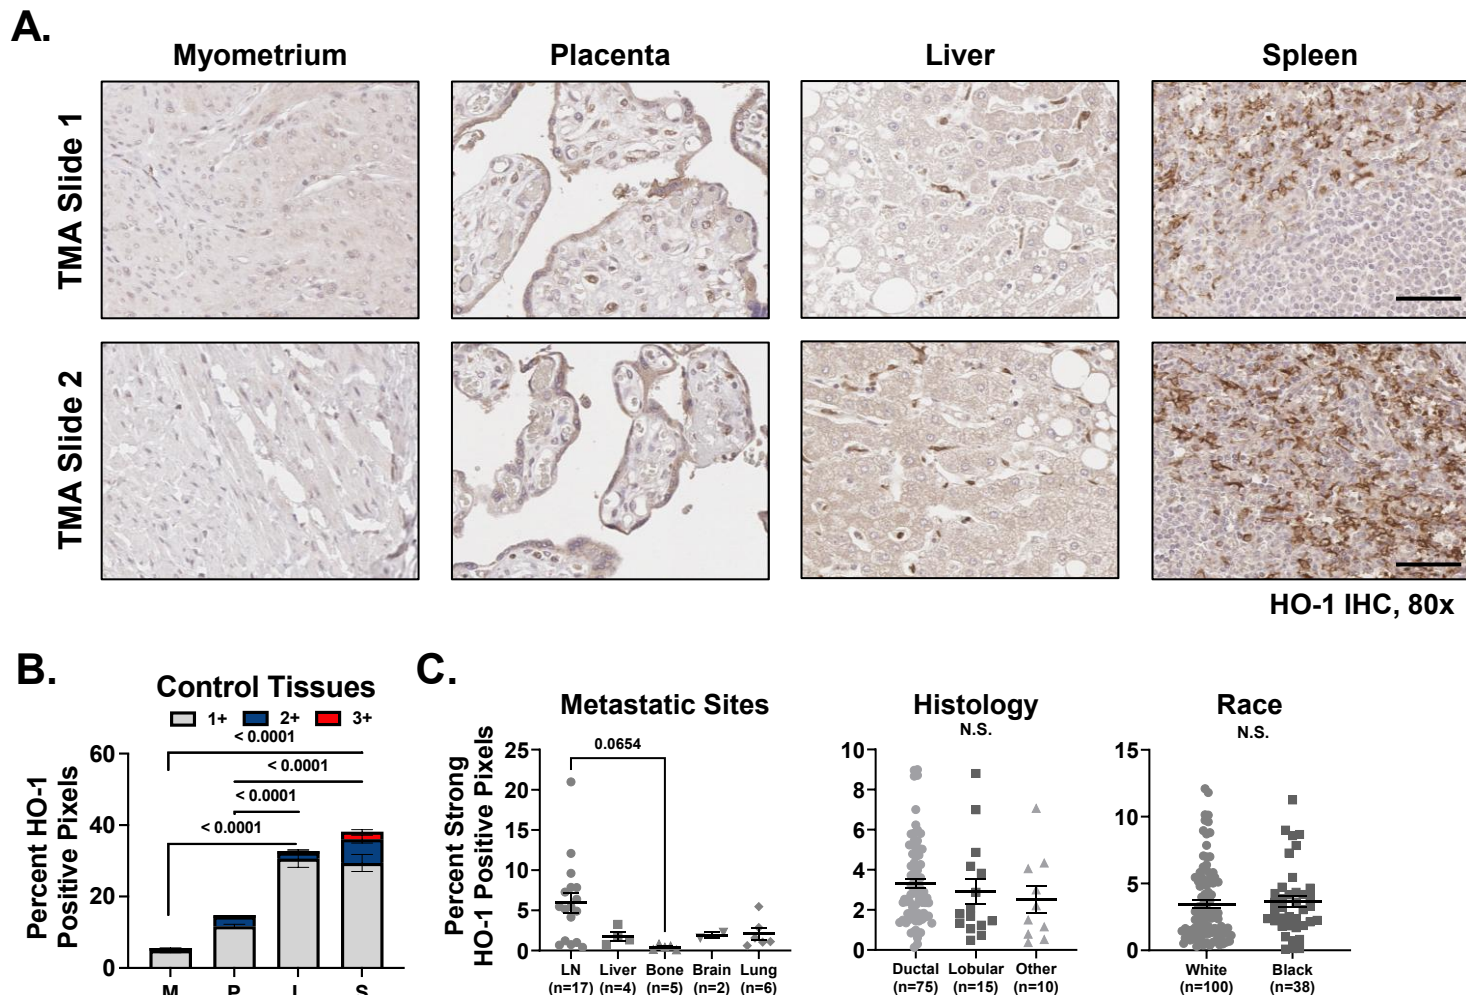

**Supplementary Figure 1. Expression of HO-1 in control tissues and at various breast cancer metastatic sites.** HO-1 protein expression determined via IHC in the CHTN\_BrCaStg1 tissue microarray. **A-B.** Shown are representative images of control tissues from each TMA slide (A) and quantification of the percent 1<sup>+</sup>, 2<sup>+</sup>, and 3<sup>+</sup> positive staining for each tissue type (B, mean  $\pm$  SEM, two-way ANOVA with Tukey's multiple comparison test). **C.** The percent 2<sup>+</sup> and 3<sup>+</sup> positive pixels for HO-1 in metastases is depicted after stratification by site and for all specimens stratified by tumor histology and patient race (mean  $\pm$  SEM, one-way ANOVA with Tukey's multiple comparison test or unpaired two-tailed T test).

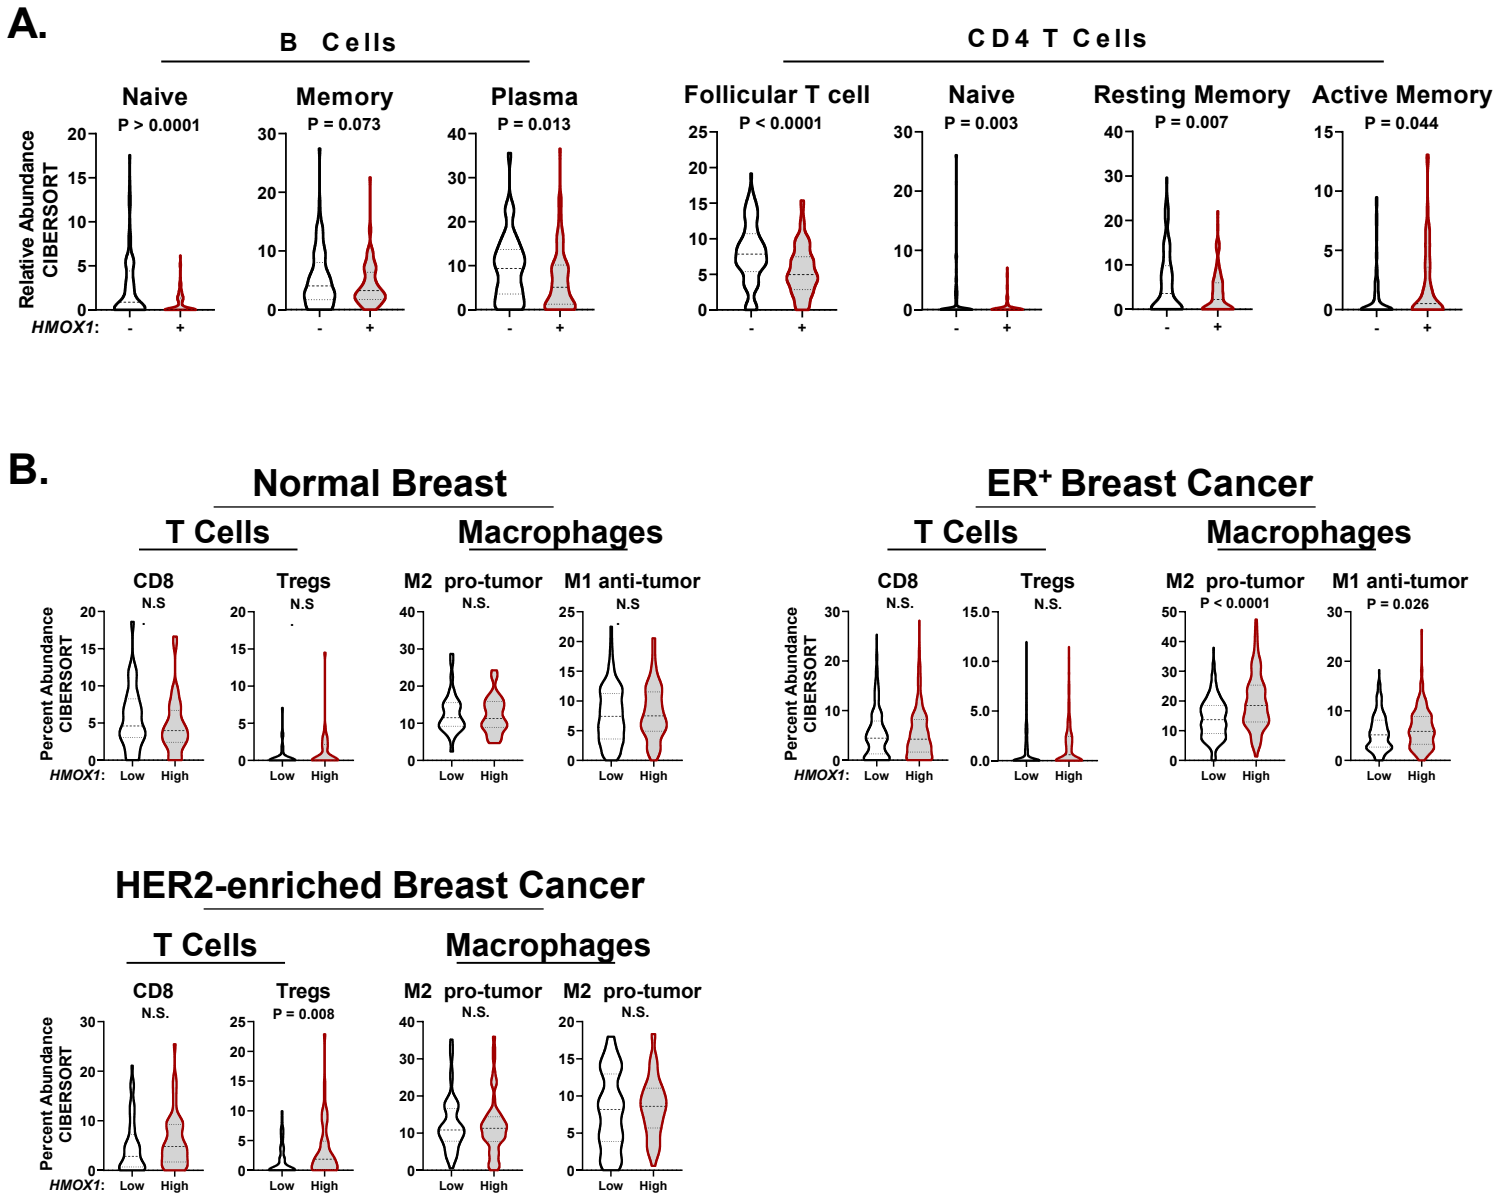

**Supplementary Figure 2. *HMOX1* predicts altered immune cell abundance in breast tumor specimens but not normal breast tissues.** Human breast cancer and normal breast specimens accessed using CBioPortal were analyzed using CIBERSORT. Specimens were stratified by *HMOX1* expression (low signifies *HMOX1* in the bottom quartile and high signifies *HMOX1* in the upper quartile) **A.** Shown is a violin plot for the predicted relative abundance of B cell and CD4 T cell populations in TNBC specimens (n = 101 per group, unpaired two-tailed T test). **B.** Violin plot of predicted abundance of cytotoxic and suppressive T cell and macrophage populations for normal breast samples (n = 36 per group) and ER+ (n = 285 per group) and HER2-enriched (n = 55 per group) breast cancer specimens (unpaired two-tailed T test).

## A. HO-1 Levels by Cell Type

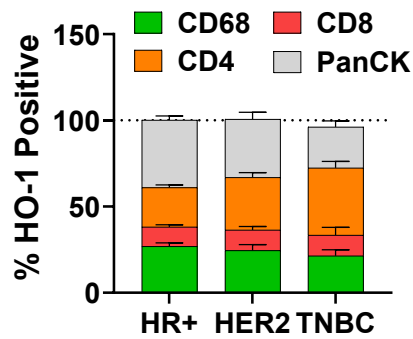

## B. LN Mets

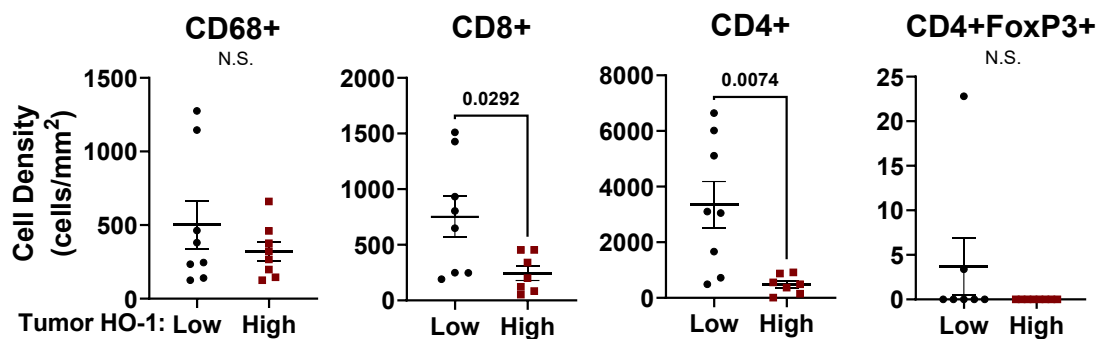

## C. Distant Mets

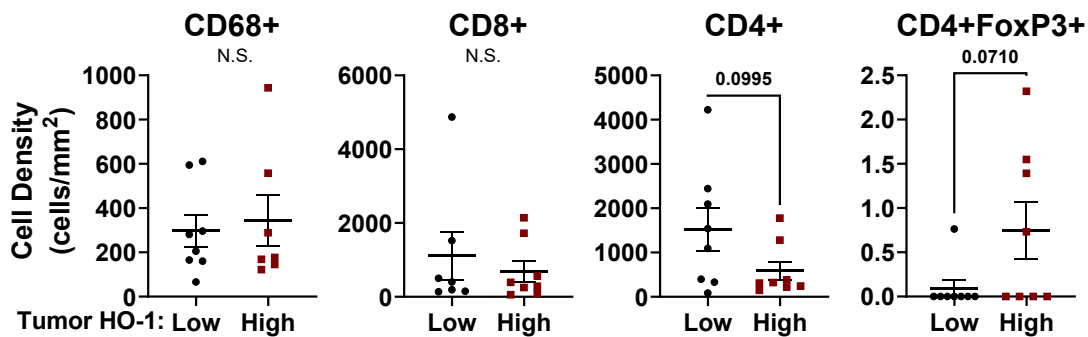

**Supplementary Figure 3. Tumor-HO-1 levels correlate with CD68<sup>+</sup> immune infiltrates across disease sites.** HO-1 and immune cell markers were assessed in the CHTN\_BrCaStg1 tissue microarray. **A.** Percent tumor cells (PanCK) and immune cells (CD4, CD8, or CD68) that were positive for HO-1 after stratification by subtype (mean  $\pm$  SEM). **B-D.** Specimens were stratified by median expression of HO-1 in tumor cells. Presented is the density of immune cell populations in HO-1 low and high groups for lymph node metastasis (B, n = 7-8 per group), and distant metastasis specimens (D, n = 7-8 per group). For all graphs, shown is the mean  $\pm$  SEM, unpaired two-tailed T test.

**A.****Mammary Carcinoma Cell Pellets**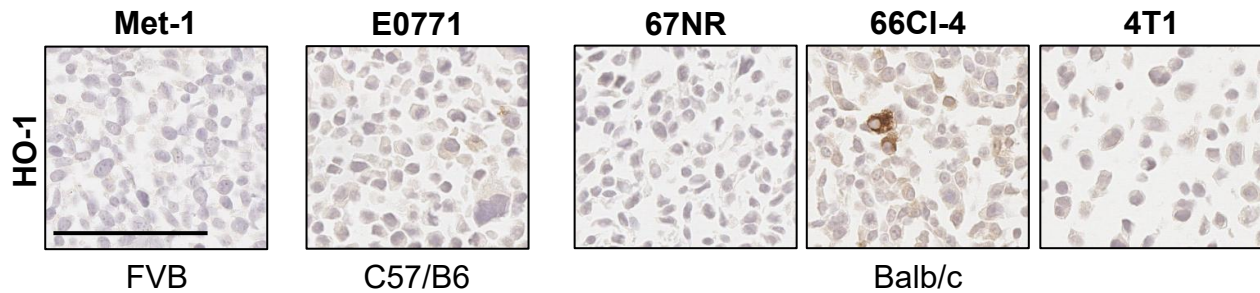**B.**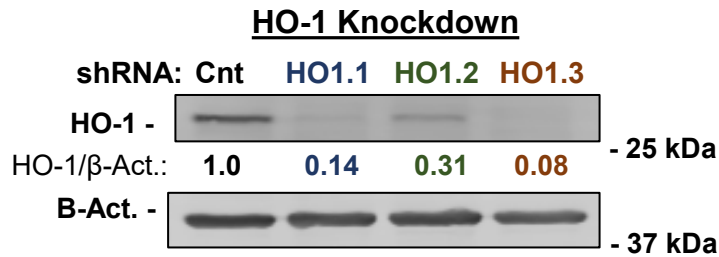**C.**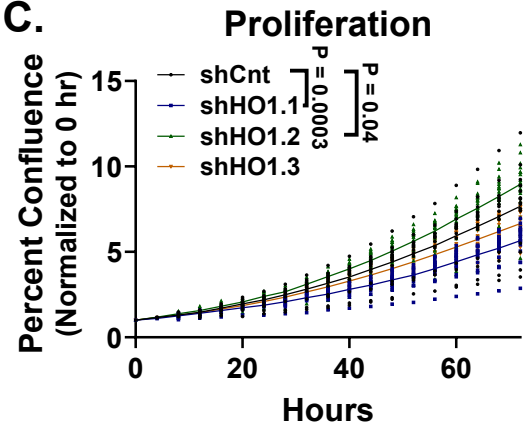**D.**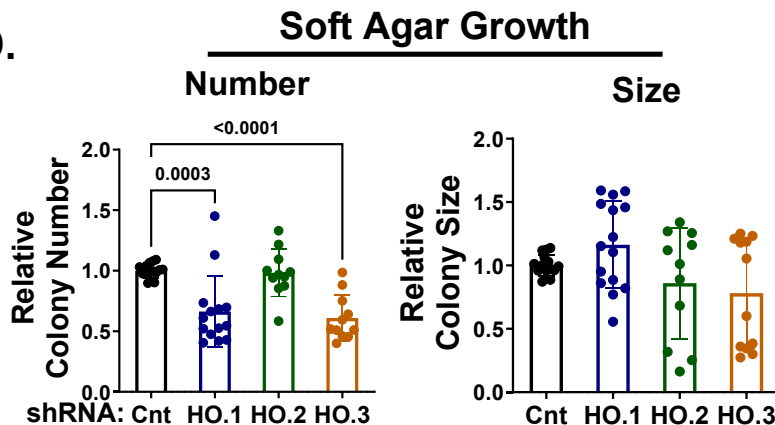

**Supplementary Figure 4. Knockdown of *Hmox1* has a modest impact on tumor cell proliferation and colony growth.** **A.** HO-1 expression via IHC in cell pellets from mouse mammary carcinoma cell lines (scale bar = 100 microns) **B.** *Hmox1* was depleted in 66Cl-4 mammary carcinoma cells using three different shRNA sequences (shHO.1, shHO.2, or shHO.3). Shown is a representative western blot demonstrating decreased expression of HO-1 in knockdown cells compared to those harboring shCnt. Quantification for relative protein abundance after normalizing to the loading control β-actin was conducted using ImageJ software. **C.** Percent confluence of 66Cl-4 shCnt, shHO.1, shHO.2, and shHO.3 cells observed every four hours using the IncuCyte Zoom imaging system. Data was normalized to 0 hours of growth (n = 18 per group, one-way ANOVA with Tukey's multiplex comparison test on area under the curve for each replicate). **D.** Relative number and size of colonies for 66Cl-4 shCnt, shHO.1, shHO.2, and shHO.3 cells grown in soft agar for 14 days as quantified by ImageJ Software (n = 12-15 per group, mean ± SEM, one-way ANOVA with Tukey's multiplex comparison test).

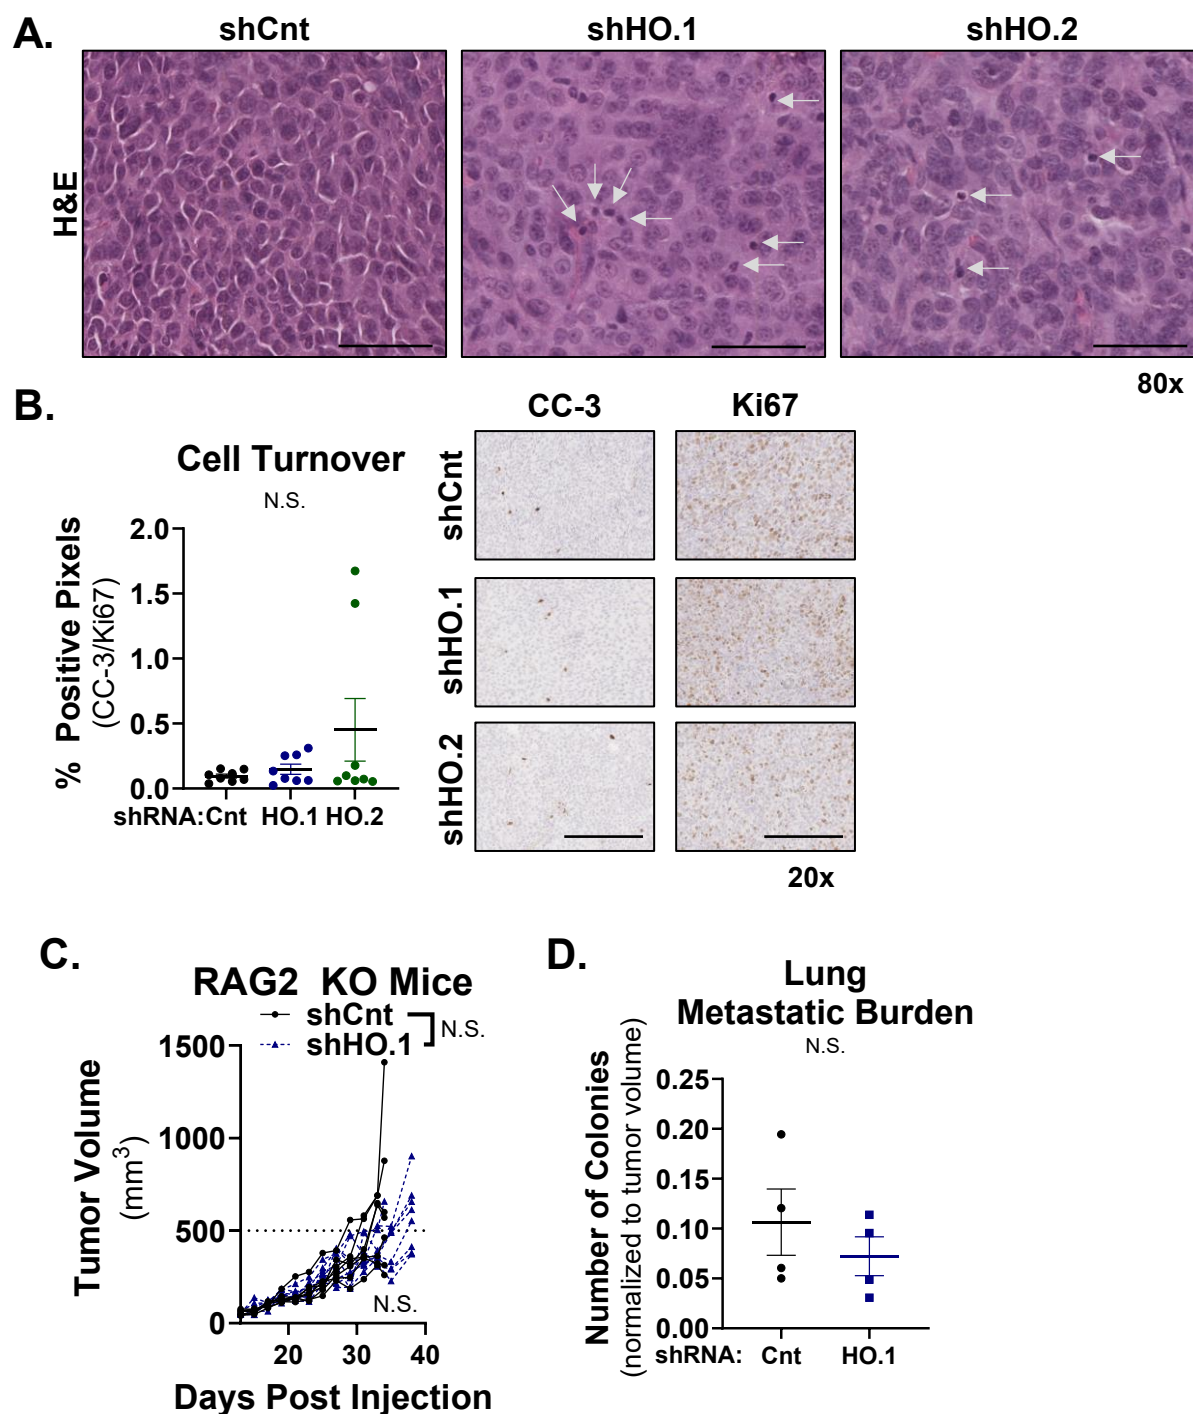

**Supplementary Figure 5. Tumor-HO-1 inhibition alters tumor morphology in WT mice but does not impact tumor growth in immune compromised animals.** **A.** Hematoxylin and eosin (H&E) staining conducted to observe histological changes in 66Cl-4 shCnt versus *Hmox1* knockdown tumors (scale bar = 50 microns, arrows point to small round cells that may be immune cells). **B.** Left: Growth index (percent positive pixels for cleaved caspase-3 divided by the percent positive pixels for Ki67) was quantified for each tumor using ImageScope Software (mean  $\pm$  SEM, one-way ANOVA with Dunnett's multiplex comparison test). Right: Representative images (scale bar = 200 microns). **C-D.** 66Cl-4 shCnt or shHO.1 mammary tumor growth after bilateral injection in BALB/cJ RAG2 KO/IL2Rgc KO/SIRPa(NOD) mice (C, n = 8 per group, total mice n = 8, mean  $\pm$  SEM, one-way ANOVA with Dunnett's multiple comparison test on area under the curve for each tumor). Lung metastatic burden was also determined by plating whole lung digests and observing colony outgrowth of tumor cells after antibiotic selection (D, n = 4 per group, mean  $\pm$  SEM, unpaired two-tailed T test).

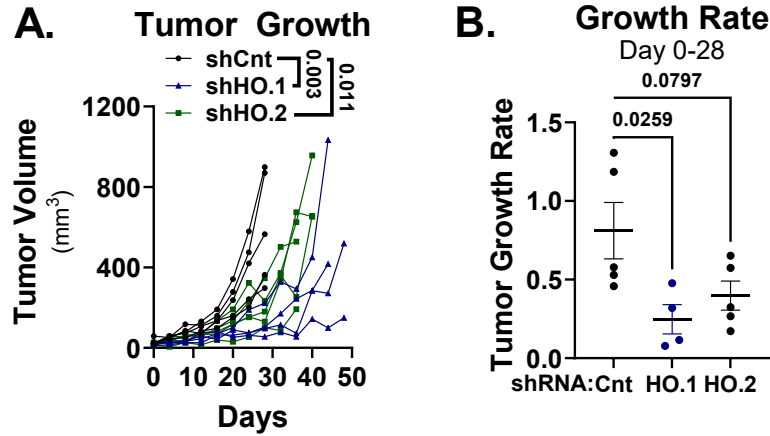

**Supplementary Figure 6. Tumor-HO-1 inhibition decreases the tumor growth rate. A-B.** Tumor volume over time (A,  $n = 4-5$  per group, total mice  $n = 14$ , one-way Brown-Forsythe and Welch ANOVA with Dunnett's multiple comparison test of the average area under the curve of all tumors in each group) and tumor growth rate (B, mean  $\pm$  SEM, one-way ANOVA with Dunnett's multiple comparison test) of unilaterally injected 66Cl-4 shCnt, shHO.1, and shHO.2 mammary tumors that were utilized for TIF isolation.

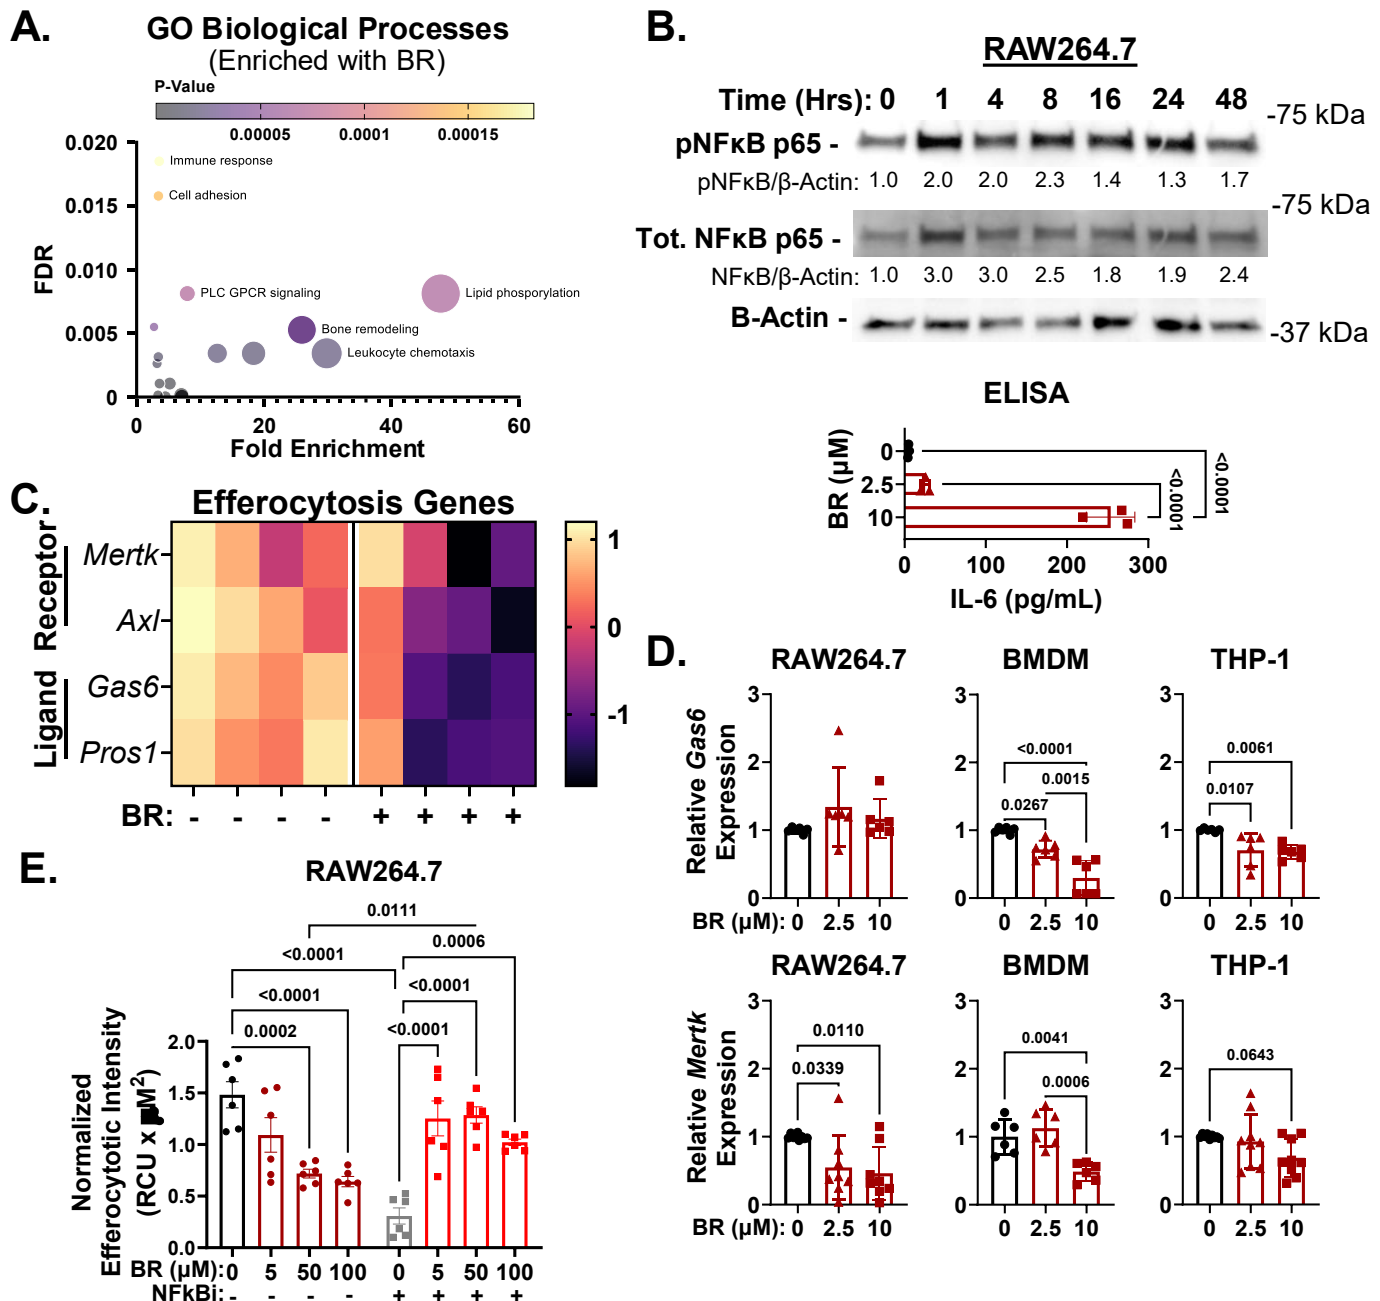

**Supplementary Figure 7. Bilirubin alters genes and signaling pathways involved in normal macrophage function.** **A.** Gene Set Enrichment Analysis was used to analyze top genes altered by 48 hours bilirubin (BR) treatment in bone marrow-derived macrophages (BMDM). Shown is the normalized enrichment score for the top altered pathways with a p-value < 0.05 (orange denotes pathways involved in immune modulation). **B.** Top: RAW264.7 cells were treated with 10  $\mu$ M bilirubin for 0-48 hours and levels of phosphorylated NFkB p65 and total NFkB p65 were evaluated via western blot analysis. Expression of each was normalized to total gel protein in each well. Bottom: RAW264.7 cells were treated with 0-10  $\mu$ M bilirubin and IL-6 was measured in the conditioned medium via ELISA ( $n = 3$  per group, mean  $\pm$  SD, one-way ANOVA with Tukey's multiplex comparison test). **C.** Heatmap for z-score normalized gene expression of efferocytosis receptors and ligands altered by bilirubin treatment in BMDM. Data was presented for each donor separately to visualize the baseline differences in gene expression between donors. **D.** RAW264.7, BMDM, or THP-1 cells were treated with 0-10  $\mu$ M bilirubin for 48 hours and qRT-PCR was used to assess mRNA expression ( $n = 6-9$  per group, mean  $\pm$  SD, one-way ANOVA with Tukey's multiplex comparison test). **E.** RAW264.7 macrophages were cultured with pHrodo dyed dead tumor cells (66Cl-4) and treated with 0-100  $\mu$ M BR and/or the NFkB inhibitor (BAY 11-7082, 1.5  $\mu$ M). Efferocytic intensity (red signal per  $\mu$ M<sup>2</sup>) was observed at 24 hours using the IncuCyte Zoom imaging system ( $n = 6$ , mean  $\pm$  SEM, one-way ANOVA with Tukey's multiplex comparison test).

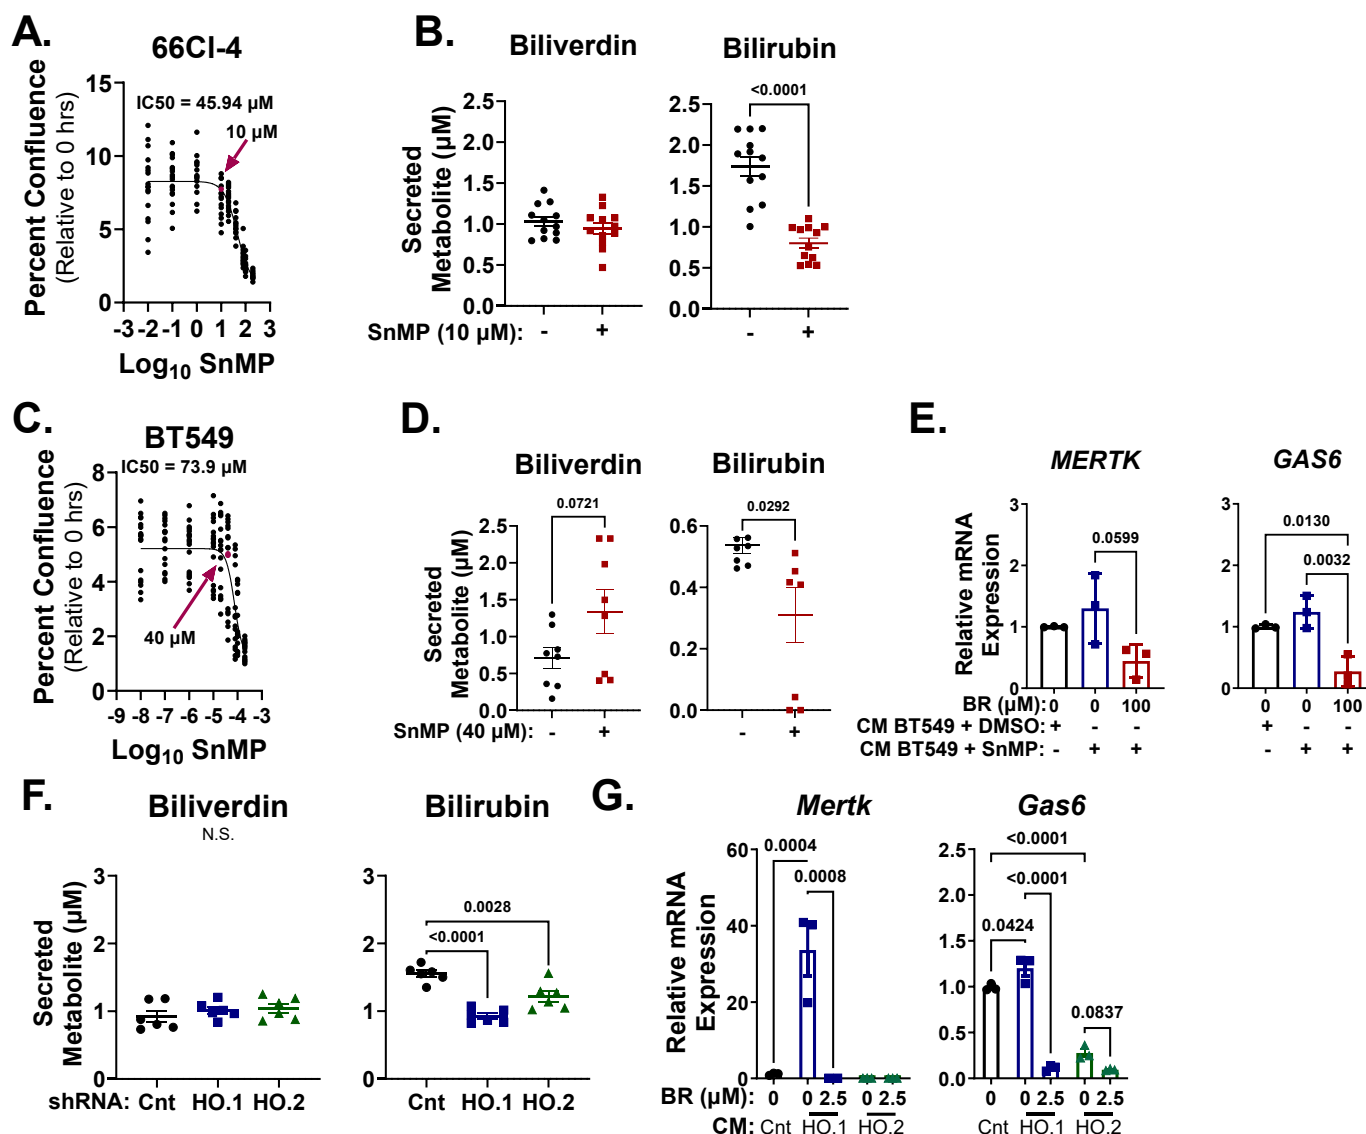

**Supplementary Figure 8. Tumor produced bilirubin alters the expression of efferocytosis genes.**

**A.** 66Cl-4 cell were treated with increasing concentration of SnMP and percent confluence was determined at 72 hours treatment using the IncuCyte Zoom Imaging System and Software (A, n = 18 per group). **B.** Concentration of bilirubin and biliverdin in the conditioned medium of 66Cl-4 cells treated with 10  $\mu$ M for 72 hours (n = 3 per group, mean  $\pm$  SD, unpaired two-tailed T test). **C-D.** Experiments conducted in A-B were repeated in BT549 cells. **E.** THP-1 cells were differentiated into macrophages via PMA treatment, then cultured with conditioned medium from control (black) or SnMP-treated (blue) BT549 cells. Bilirubin was restored to conditioned medium from SnMP treated cells prior to placing on macrophages (red). After 48 hours treatment, mRNA expression of efferocytosis genes were determined via qRT-PCR (n = 3-6 per group, mean  $\pm$  SEM, one-way ANOVA with Tukey's multiplex comparison test). **F.** Concentration of biliverdin and bilirubin in conditioned medium of 66Cl-4 shCnt or *Hmox1* knockdown cell lines after 72 hours growth (n = 6 per group, mean  $\pm$  SEM, one-way ANOVA with Dunnett's multiplex comparison test). **G.** A similar experiment to E was conducted with conditioned medium from 66Cl-4 with genetic HO-1 depletion (n = 3 per group, mean  $\pm$  SEM, one-way ANOVA with Tukey's multiplex comparison test).

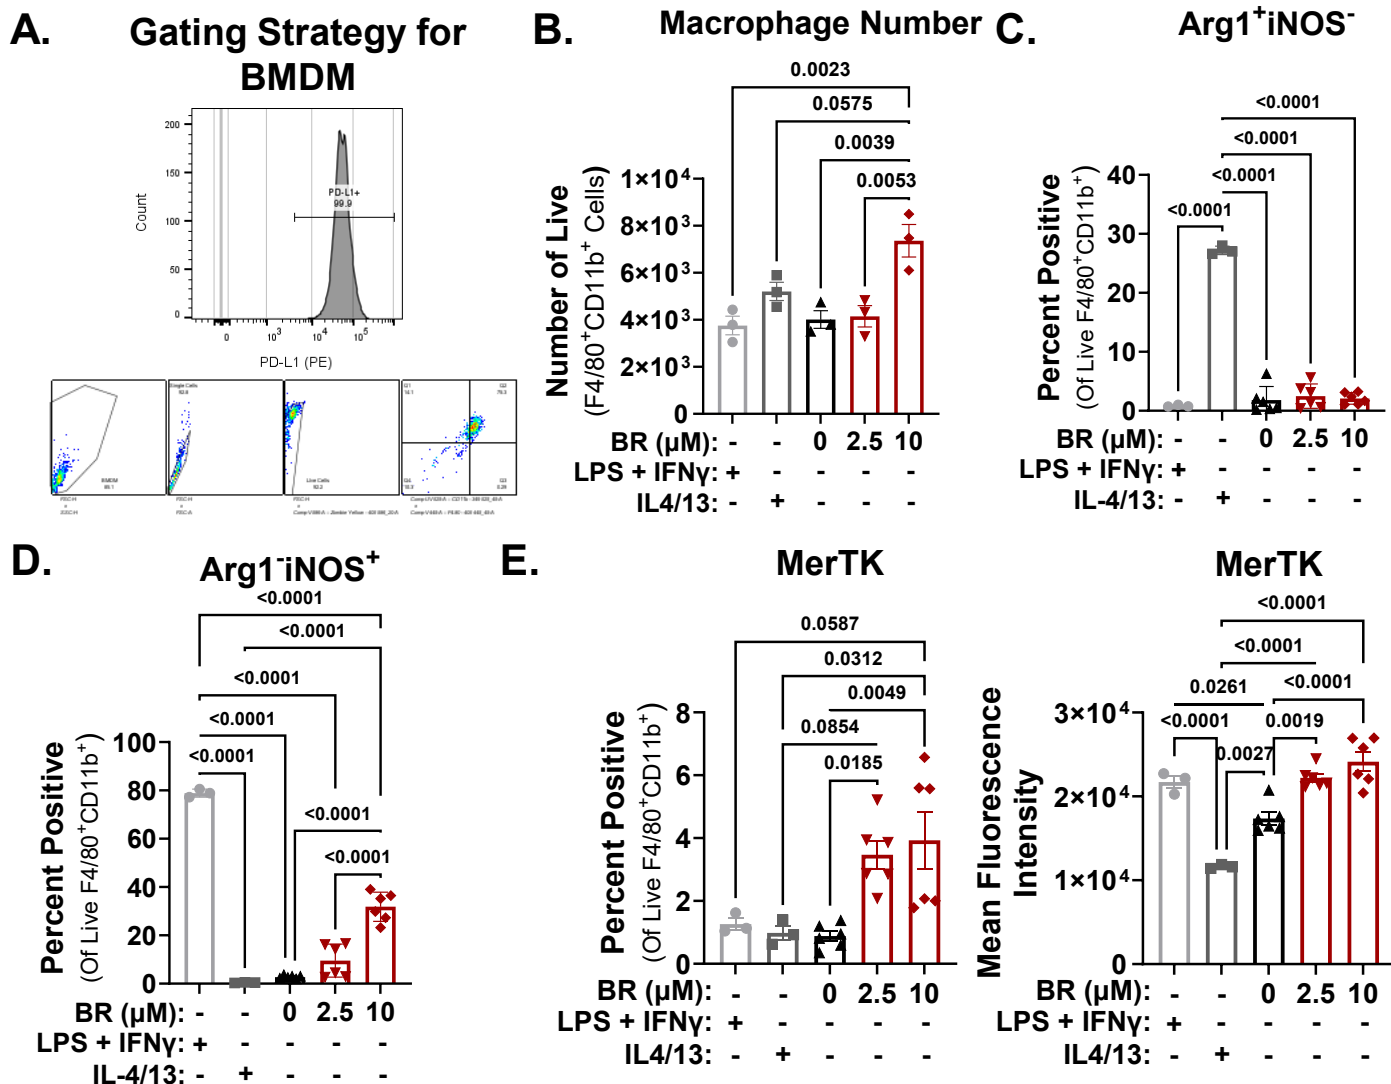

**Supplementary Figure 9. Bilirubin treatment alters BMDM number and expression of inflammatory genes.** **A.** Gating strategy for mouse macrophage flow cytometry panel (CD11b = BUV496; F4/80 = BV421; Arg1 = A488; iNOS = APC; CD206 = BV711; PD-L1 = PE; MerTK = A350; live/dead = Zombie Yellow). **B-E.** Bone marrow-derived macrophages treated with controls for pro-tumor (20 ng/mL IL-4 and IL-13) and anti-tumor (20 ng/mL IFN $\gamma$  and 100 ng/mL LPS) polarization or 0-10  $\mu$ M bilirubin for 48 hours. Shown is the number of live macrophages (cells positive for CD11b and F4/80) (B). Also shown are the percent Arg1<sup>+</sup>iNOS<sup>-</sup> positive, percent Arg1<sup>-</sup>iNOS<sup>+</sup> positive, and the percent positive and mean fluorescence intensity of MerTK in live macrophages (E) (for all n = 3-6 per group, mean  $\pm$  SEM, one-way ANOVA with Tukey's multiplex comparison test).

## A. Gating Strategy for CD14<sup>+</sup> PBMCs

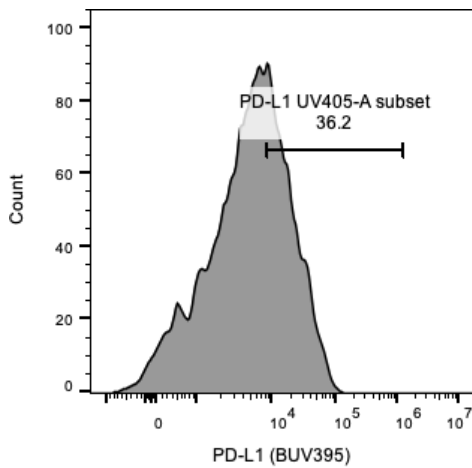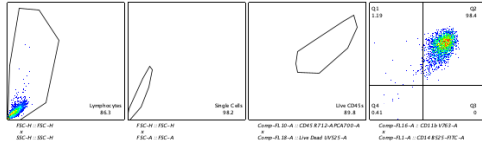

## B.

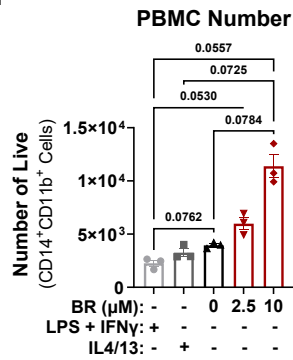

## C.

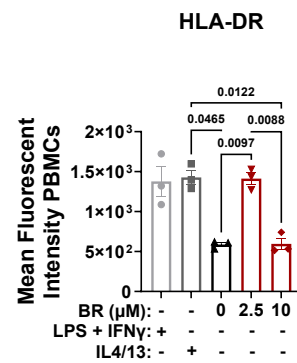

**Supplementary Figure 10. Bilirubin treatment alters human MDM number and expression of inflammatory genes.** **A.** Gating strategy for human macrophage flow cytometry panel (CD45 = AF700, CD14 = AF488, CD11b = BV785; CD206 = PE; PD-L1 = BUV395; HLA-DR = APC; live/dead = Zombie UV). **B-C.** Human CD14<sup>+</sup> PMBCs treated with controls for pro-tumor (20 ng/mL IL-4 and IL-13) and anti-tumor (20 ng/mL IFN $\gamma$  and 100 ng/mL LPS) polarization or 0-10  $\mu$ M bilirubin for 48 hours. Shown is the number of live macrophages (cells positive for CD45, CD14, and CD11b) (B). Also shown is the mean fluorescence intensity of HLA-DR on live macrophages (C) (for all n = 3 per group, mean  $\pm$  SEM, one-way ANOVA with Tukey's multiplex comparison test).

## A. Gating Strategy

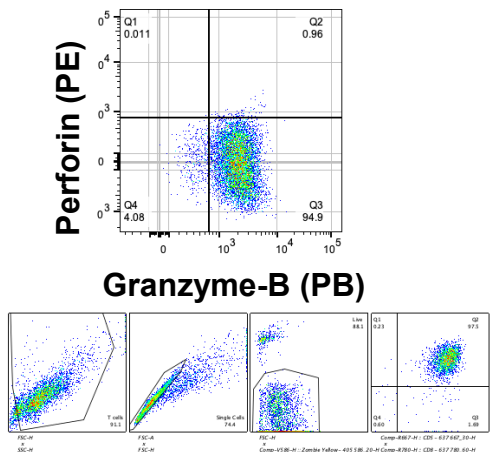

## B.

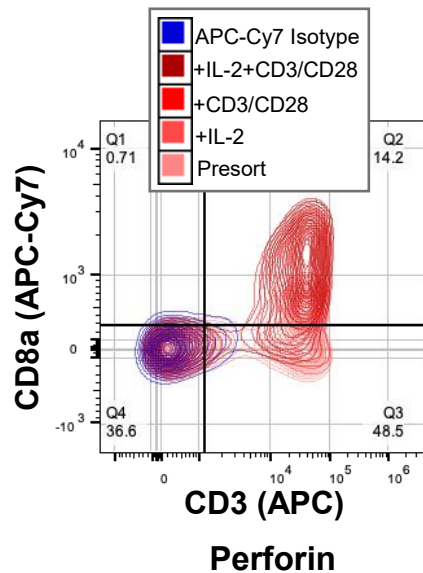

## C.

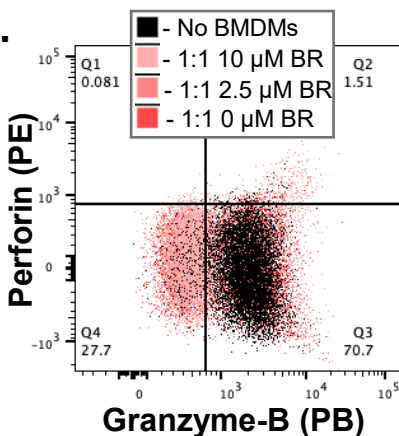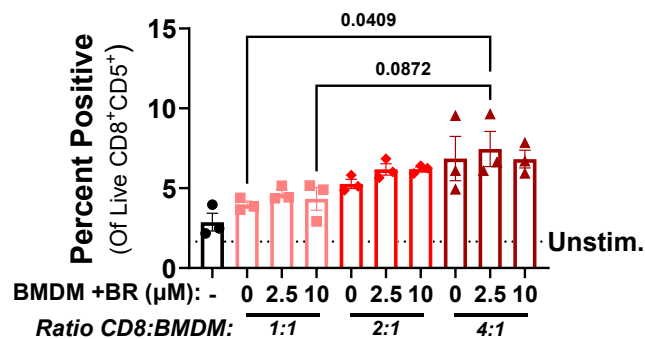

## D. Granzyme-B<sup>+</sup>Perforin<sup>+</sup>

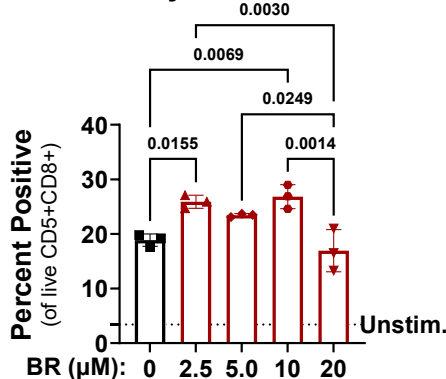

## E.

### Granzyme-B<sup>+</sup>Perforin<sup>+</sup>

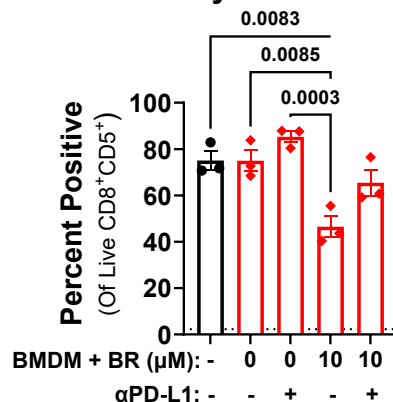

### Proliferation

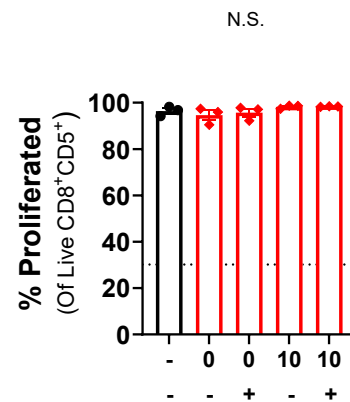

**Supplementary Figure 11. Macrophage immune suppression is altered by bilirubin.** **A.** Gating strategy for T cell flow cytometry panel (CD5 = APC; CD8 = APC-Cy7; Perforin = PE; Granzyme-B = FITC; live/dead = Zombie UV). **B.** CD8<sup>+</sup> splenocytes stained with CellTrace Blue and treated with T cell stimulating factors (CD28/CD3 beads and IL-2). After 72 hours co-culture, expression of CD8α (APC-Cy7) was compared between splenocytes stained with an APC-Cy7 isotype control antibody (blue) versus the full T cell activation panel (red). Shown are the percent live CD8<sup>+</sup>CD5<sup>+</sup> splenocytes positive for **C.** Perforin after co-culture with bilirubin treated bone marrow-derive macrophages for 72 hours (n = 3 per group, mean ± SEM, one-way ANOVA with Tukey's multiplex comparison test). **D.** In a similar experiment splenocytes cultured alone were treated with 0-20 μM bilirubin in the presence of stimulating CD3/CD28 and IL-2 for 72 hours. Shown is the percent live CD8<sup>+</sup>CD5<sup>+</sup> splenocytes positive for Perforin and Granzyme-B (n = 3 per group, mean ± SEM, one-way ANOVA with Tukey's multiplex comparison test). **E.** BMDM were cultured with 0-10 μM BR for 48 hours after which they were co-cultured at varying ratios with CD8<sup>+</sup> splenocytes stained with CellTrace Blue and treated with T cell stimulating factors (CD28/CD3 dynabeads and IL-2) and IgG control or αPD-L1. After 72 hours co-culture, splenocytes were harvested and expression of cytotoxic molecules (left) and CellTrace Blue (right) were observed via flow in CD8<sup>+</sup>CD5<sup>+</sup> cells (n = 3, one-way ANOVA with Tukey's multiple comparison test).

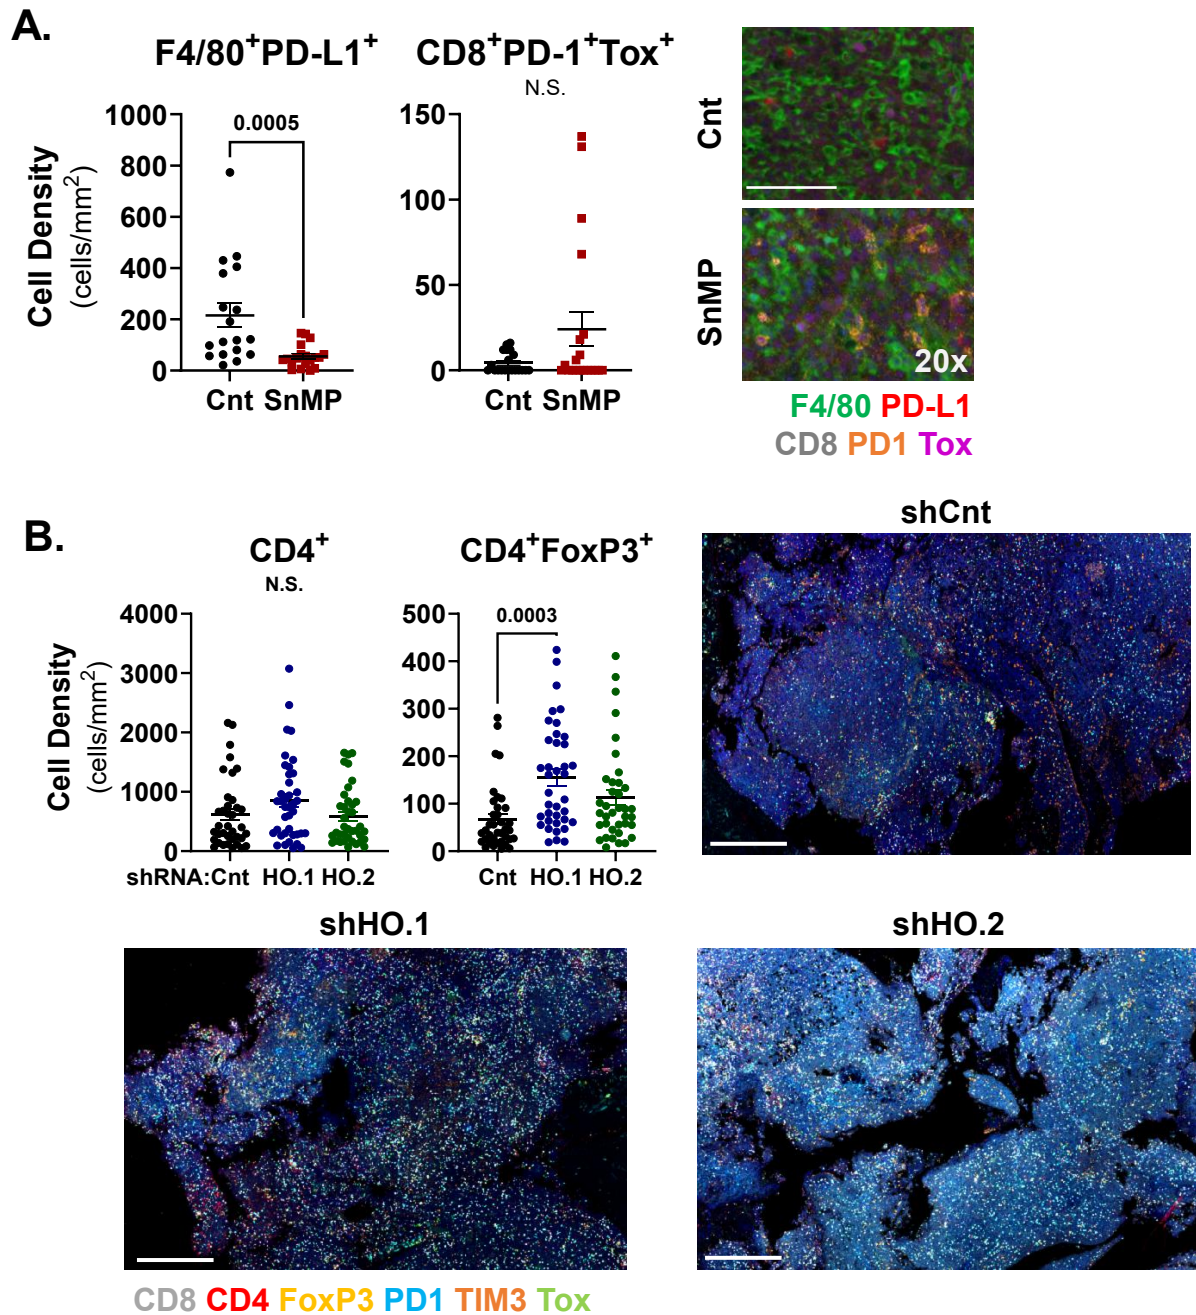

**Supplementary Figure 12. HO-1 inhibition alters T cell and macrophage populations.** **A.** Primary 66Cl-4 tumors from mice treated with SnMP (25 mg/kg daily for 14 days, n = 5 per group) were observed by multiplex IF. Shown is the cell density of suppressive macrophages (F4/80<sup>+</sup>PD-L1<sup>+</sup>) and exhausted T cells (CD8<sup>+</sup>PD-1<sup>+</sup>Tox/Tox2<sup>+</sup>) for 5 fields of view per tumor (mean ± SEM, unpaired two-tailed T test) and representative images (F4/80 = green, PD-L1 = yellow, CD8 = grey, PD-1 = orange, Tox/Tox2 = magenta, scale bar = 100 microns). **B.** Suppressive T cells were observed in 66Cl-4 shCnt, shHO.1, and shHO.2 mammary tumors using a custom multispectral fluorescence panel (T cell: CD8/grey, CD4/red, FoxP3/yellow, PD-1/cyan, TIM3/orange, TOX1/2/green). Shown is the quantification for the density of regulatory T cells (for all mean ± SEM, one-way ANOVA with Tukey's multiple comparison test). Zoomed out representative images are also shown, scale bar = 1 mm.

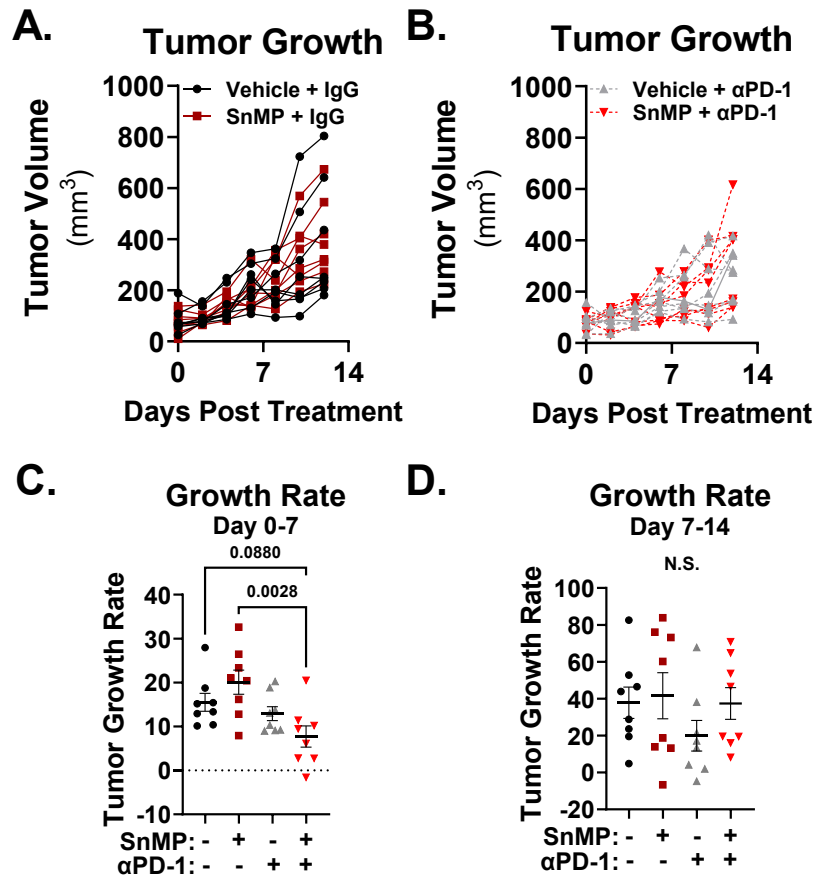

**Supplementary Figure 13. HO-1 pharmacologic inhibition temporarily decreases tumor growth rate in combination with immunotherapy. A-D.** Individual tumor growth curves (A-B) and tumor growth rate (from day 0-7 (C) and 7-14 (D)) calculated for bilaterally injected 66Cl-4 mammary tumors treated with SnMP or  $\alpha$ PD-1 (C, n = 8 per group, total mice n = 16, mean  $\pm$  SEM, one-way ANOVA with Tukey's multiplex comparison test).

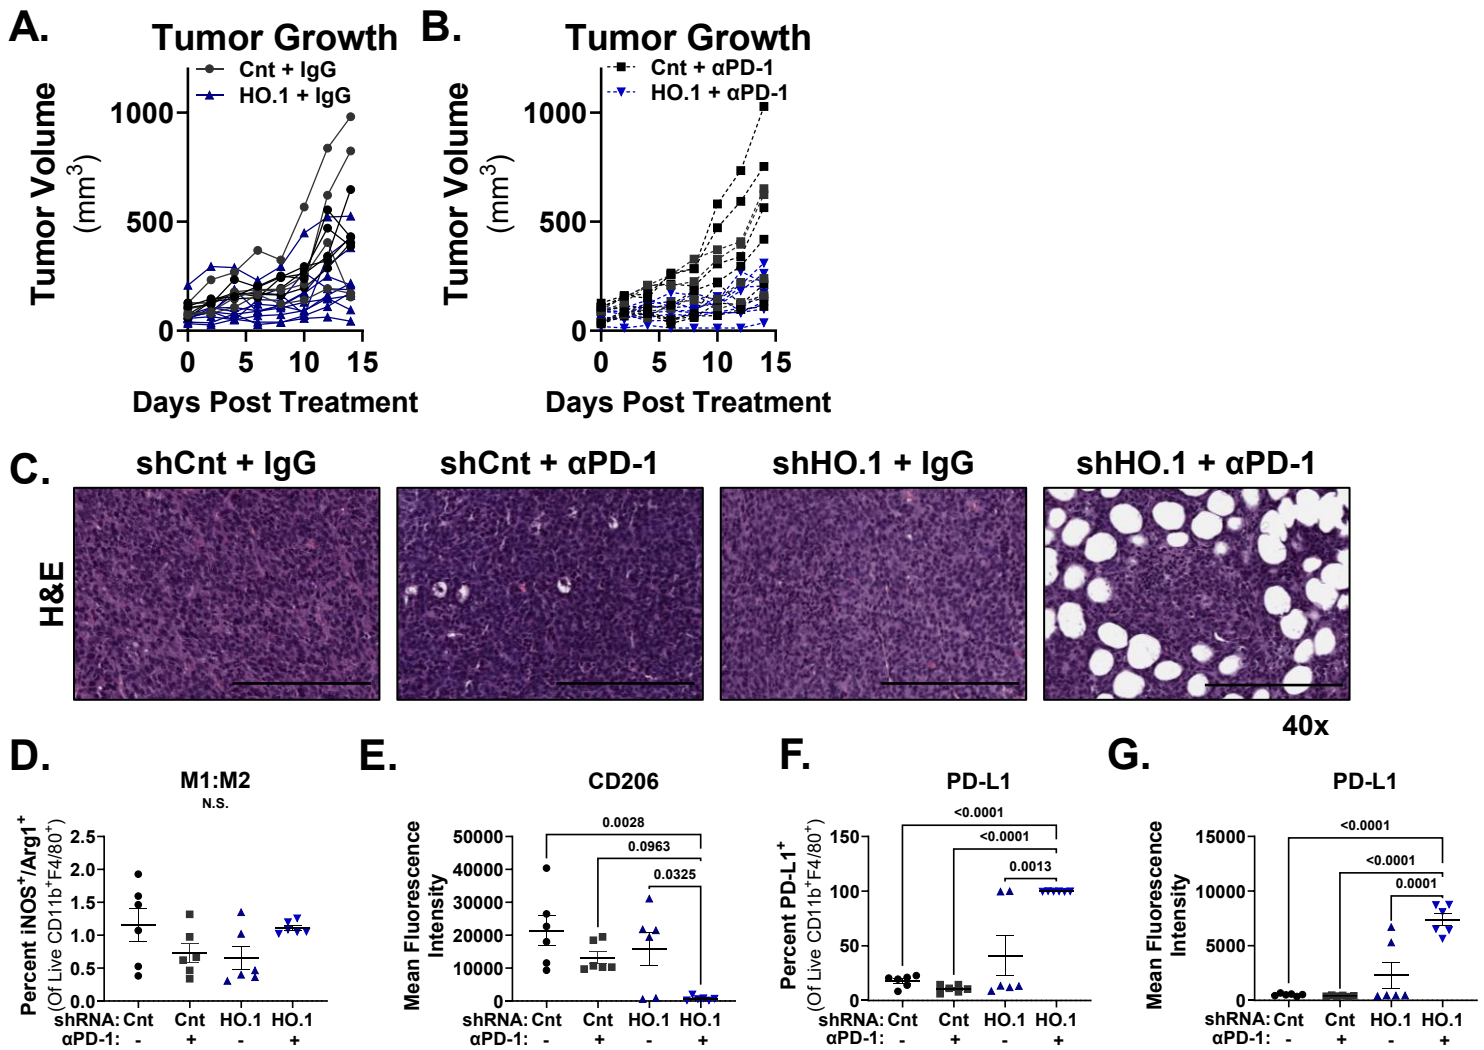

**Supplementary Figure 14. HO-1 inhibition alters tumor growth rate and macrophage suppressive markers in combination with immunotherapy.** **A-B.** Individual tumor growth curves of 66Cl-4 shCnt (A) and shHO.1 (B) tumors from mice treated with IgG control or  $\alpha$ PD-1. **C.** Representative H&E images of 66Cl-4 shCnt and shHO.1 tumors from mice treated with and without  $\alpha$ PD-1 (scale bar = 200 microns). **D-G.** Flow cytometry for macrophage markers (CD11b = BUV496; F4/80 = BV421; Arg1 = A488; iNOS = APC; CD206 = BV711; PD-L1 = PE; live/dead = Zombie Yellow) was conducted on 66Cl-4 shCnt or shHO.1 mammary tumors treated with  $\alpha$ PD-1 or IgG control for 14 days. Shown are the percent macrophages (live CD11b<sup>+</sup>F4/80<sup>+</sup> cells) positive for iNOS divided by those positive for Arg1 to generate an M1:M2 macrophage score, the mean fluorescence intensity for CD206 on macrophages (D) and the percent macrophages and mean fluorescence intensity for PD-L1 (E-G, n = 6 per group, mean  $\pm$  SEM, one-way ANOVA with Tukey's multiplex comparison test).

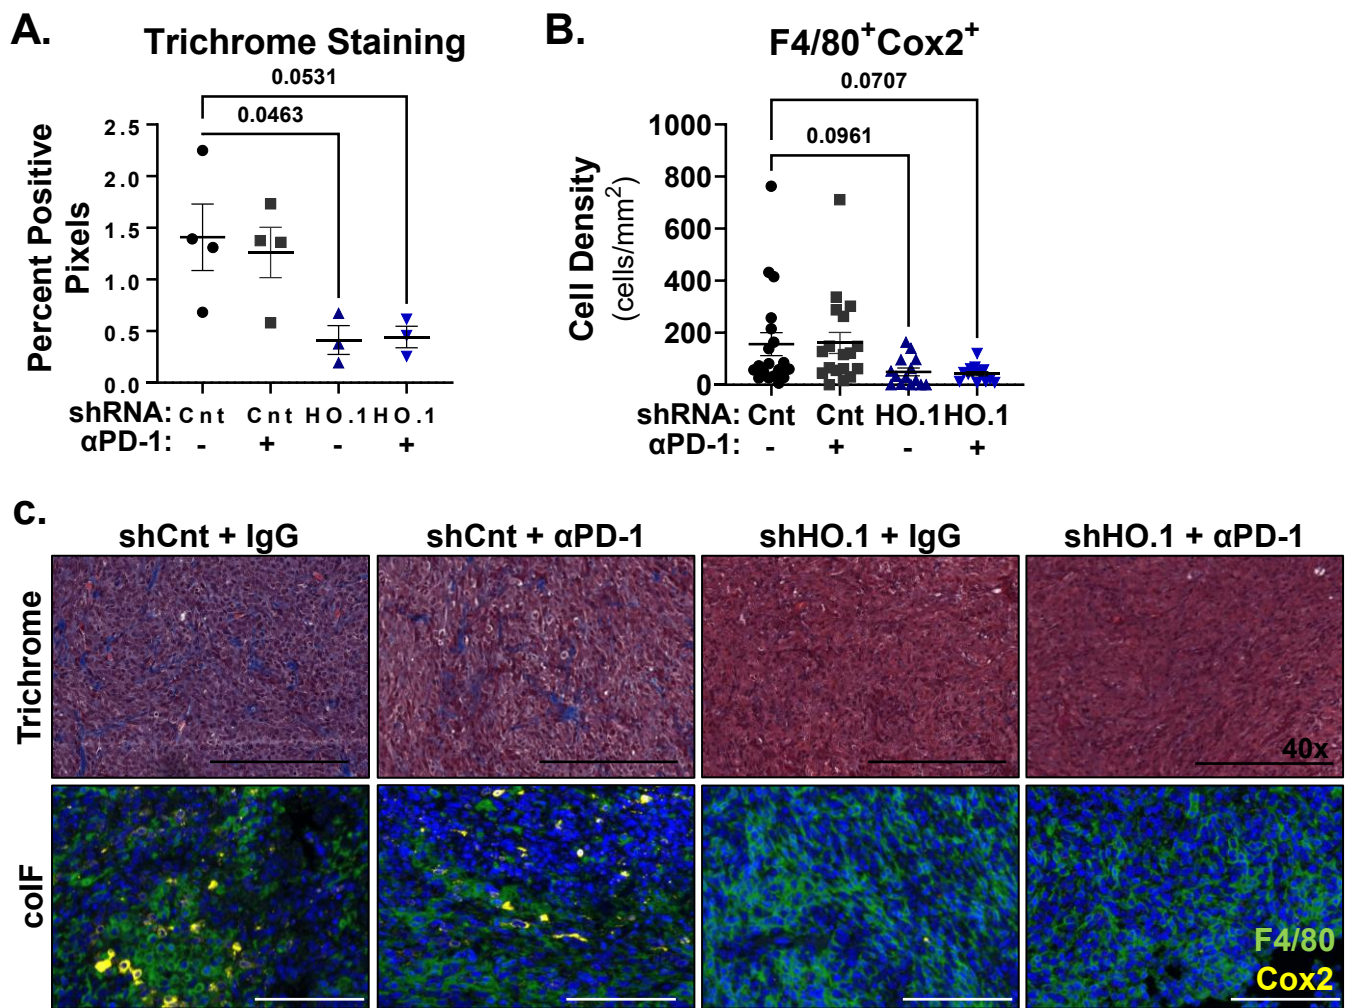

**Supplementary Figure 15. HO-1 inhibition alters tumor extracellular matrix composition.** **A.** Masson's trichrome staining was conducted in tumors from Figure 6C. The percent blue positive pixels (collagen) were quantified and shown (mean ± SEM, one-way ANOVA with Dunnett's multiple comparison test). **B.** Co-immunofluorescence for F4/80 and Cox2 was conducted in the same tissues. Shown is the density of dual positive cells (mean ± SEM, one-way ANOVA with Dunnett's multiple comparison test). **C.** Representative images for trichrome staining and colF are shown (scale bar = 200 microns for trichrome and 100 microns for colF, green = F4/80, yellow = COX2).

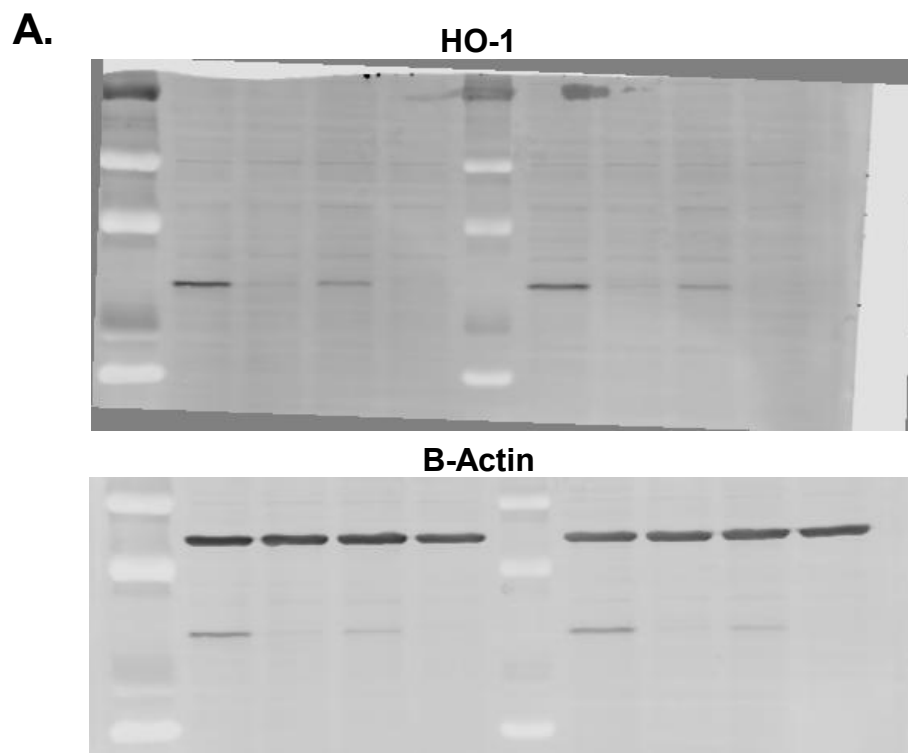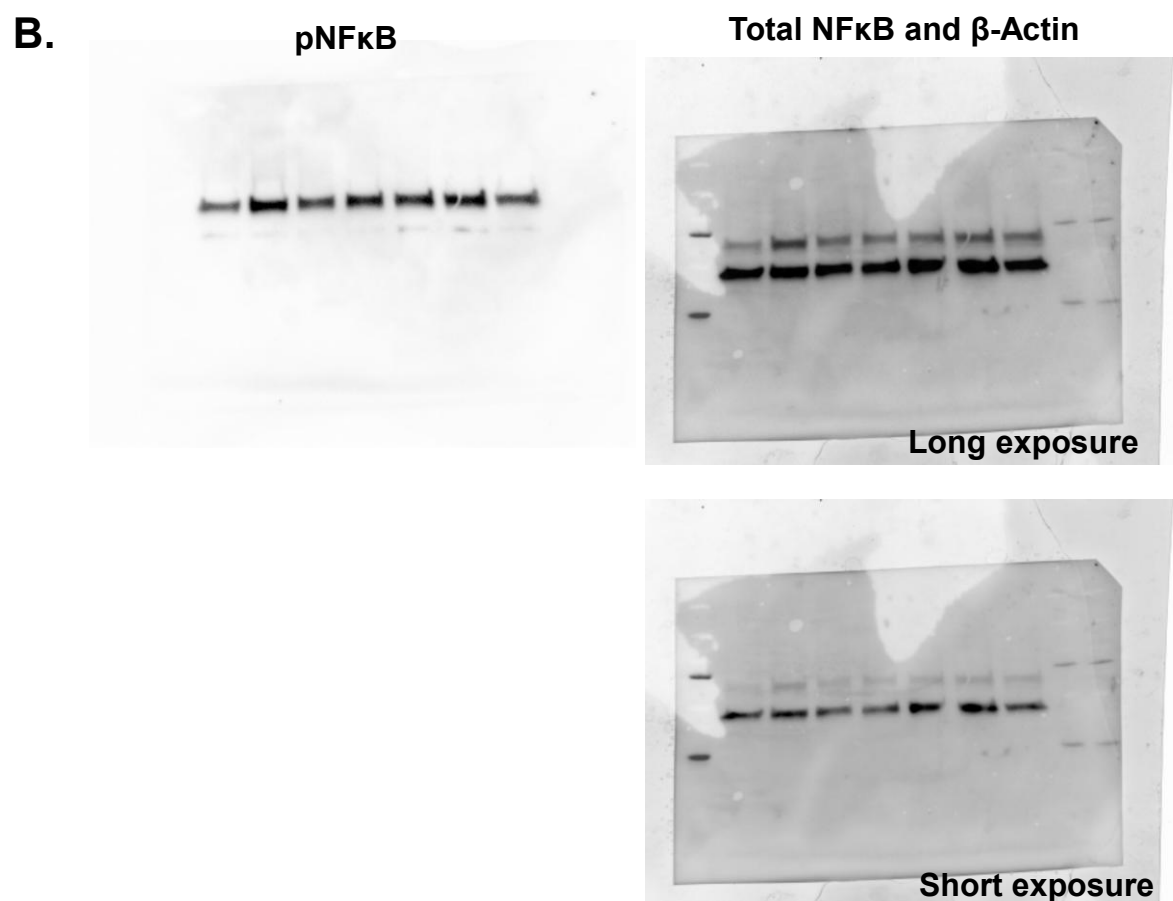

**Supplementary Figure 16. A.** Uncropped and unedited western blot gels for Supplementary Figure 4B. **B.** Uncropped and unedited western blot gels for Supplementary Figure 7B.

**Supplementary Table 1.** Genes altered in bone marrow-derived macrophages treated with bilirubin for 48 hours. Shown are the top 50 upregulated and downregulated genes.

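The table gives each gene's expression in each of the 8 cultures as a z-score, the distance of a culture from the gene's mean over the cultures in units of its SD. Of its 98 genes, 92 were found in the deposited count table by name. Computed over these genes from log2 CPM, the z-scores of each of the 8 cultures correlated most with the table's column of the same label, with correlations from 0.995 to 1.0 across genes.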

**Supplementary Table 2.** Genes altered in bone marrow-derived macrophages treated for 48 hours. Shown are genes altered with an adjusted P-value of less than 0.05. Expression was determined using the mouse identifier as a covariate to normalize differences between BMDM isolated from different animals.

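The table lists 710 genes, and its log2 fold changes are vehicle over bilirubin, so that a negative value means higher expression with bilirubin. Of its genes, 447 have a negative and 263 a positive value. Of the 710, 696 were tested here, and 695 of these had the opposite sign to the change of bilirubin over vehicle, which is the same direction. The fold changes differed by a median of 0.0017 on the log2 scale in absolute value, with a Spearman correlation of 0.9975 across genes. Of the 1033 genes that passed here, 674 are in the table, 429 of them higher and 245 lower with bilirubin, 359 passed only here, and 22 tested genes are only in the table. Without mouse 3, 340 of the table's genes passed, and without mouse 4, 386. The p-values and adjusted p-values in the table correspond to a test of 11701 genes.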

eated with bilirubin  
after differential  
e for baseline

## Supplementary Table

48 hours as determine

adjusted p-value < 0.0

[illegible]

[illegible]

4. Gene Ontology Biological Processes altered in bone marrow-derived macrophages by NIH DAVID. Assessed were differentially expressed genes decreased with 15 after normalization to each mouse as a covariate. Shown are the pathways with

phages treated with bilirubin for  
 1 bilirubin treatment with an  
 with a p-value < 0.01.

[illegible]

[illegible]

3. Gene Ontology Biological Processes altered in bone marrow-derived macrophages by NIH DAVID. 

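DAVID counts how many genes of a submitted list belong to each GO process and compares this with the number that a list of that size would hold by chance. The table of processes of genes stated as increased has 87 processes and gives 249 as the number of submitted genes that DAVID used, and the table of those stated as decreased has 78 processes and gives 383. For 75 processes of the former table, all the genes counted are printed, and in each of the 75 more genes were lower than higher with bilirubin. Of the 151 genes that could be named and tested, 146 are in the supplement's table of genes past its threshold, where all 146 have a positive log2 fold change of vehicle over bilirubin. Leukocyte chemotaxis is an example, with *Ccl4*, *Cnr2*, *Cx3cr1*, *Pf4* and *S1pr1* all downregulated past the threshold.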

Assessed were differentially expressed genes increased with age 15 after normalization to each mouse as a covariate. Shown are the pathways with

phages treated with bilirubin for  
 bilirubin treatment with an  
 with a p-value < 0.01.

**Supplementary Table 3.** Gene Set Enrichment Analysis (GSEA) for genes with an adjusted p-value < 0.05 in bone marrow-derived macrophage normalization to each mouse as a covariate. Shown are the pathways:

ducted with  $1 \times 10^5$  permutations of differentially expressed  
 ophages after treatment with bilirubin for 48 hours and  
 s with a P-value of less than 0.01.

## LeadingEdge

Cfb\_CI5\_Fpr1\_Cmklr1\_Sos3\_Pde4b\_Ptgs2\_Sod2\_Irf7\_Ifi44l\_Usp18\_Isg20\_H2Eb1\_Fas\_Nfkbie  
Cxl3\_I11a\_Cxl1\_CI5\_I11b\_Cxl2\_Traf1\_Sos3\_Pde4b\_Aba1\_Tlr2\_Ptgs2\_Nfkbie\_Sod2\_Relb\_Ier3\_  
Maro\_I11a\_CI5\_Fpr1\_I11b\_Mmp14\_Mefv\_Cmklr1\_Pde4b\_Aba1\_Tlr2\_Pdpn\_Irf7\_Cybb\_Gpr132\_  
Cfb\_Cxl3\_Cxl1\_CI5\_C3\_Mmp14\_Cxl2\_F10\_Sr\_Irf7\_Pla2g7\_F7\_Hspa1a\_Casp4\_Col4a2\_Ehd1\_  
Irf7\_Ifi44l\_Usp18\_Isg20\_Cd74\_Isg15\_Oasl1\_Rtp4\_Oas1g\_Gbp3\_Mx2\_Epsti1\_Gbp2\_Cxl10\_Ifit  
Cxl3\_Cxl1\_I11b\_Cxl2\_I12rg\_Sos3\_Tlr2\_Fas\_Tnf\_Cxl10\_Map3k8\_Csf2rb2\_Ebi3\_Tnfrsf1b\_Sos1\_  
Mmp9\_CI5\_I11b\_Fgr\_I12rg\_Tlr2\_Ly75\_Irf7\_Fas\_Tnf\_Cd74\_Iam1\_Igsf6\_I10\_Gbp2\_BI3\_Cd40\_I  
Cfb\_SI6a12\_Adh7\_Arg2\_Ptges\_F10\_Px\_Nqo1\_Bar1\_Fas\_Maoa\_Mt2\_Gsta3\_Aox1\_Spint2\_Ptg  
Mmp9\_Cfb\_I11b\_Slpi\_Traf1\_Cmklr1\_I12rg\_Ptgs2\_Cle4a1\_Bir3\_Cxl10\_Sn1b\_Mmp10\_Tnfrsf1b\_  
Cxl1\_Mmp14\_SI6a12\_Sod2\_Nfkbie\_Rrad\_Iam1\_Maoa\_Cdkn1\_Btg3\_Fos\_Junb\_Aaa1b\_Ctsl\_E  
Van\_Sd1\_Px\_Ier3\_Isg20\_Chpf\_Met\_Adora2b\_SI16a3\_Col5a1\_Ak4\_Nt5e\_Gp1\_Egfr\_Txn1\_Pkr  
Fzd7\_Cnd1\_Tf7I2\_Fzd1\_Fzd5\_Maml2\_Lfng\_Prka  
Mmp9\_Cfb\_C3\_Mmp14\_Htra1\_F10\_Ctsk\_Comp\_Klf7\_Gda\_Crip2\_Mmp10\_Ctsl\_F9\_Anxa1  
Thbs1\_Pmepa1\_Serpine1\_Id1\_Smad7\_Tgfbr1\_Cdh1\_Id3\_Id2\_Bmpr1a\_Smad1\_Skil\_Furin\_Bm  
Lox\_Cav1\_Ier3\_Isg20\_Cavin3\_Gbe1\_Adora2b\_Mt2\_Cdkn1\_Col5a1\_Ak4\_Klf7\_Ampd3\_Sd4\_Pr  
I11a\_I11b\_Cav1\_Sod2\_Ier3\_Isg20\_Fas\_Tnf\_Bir3\_Ifitm3\_Casp4\_Btg3\_MI1\_Anxa1\_Igf2r\_Irf1\_Btg  
Cxl3\_Cxl1\_Mmp14\_Cxl2\_Van\_Lox\_Sd1\_Htra1\_Fas\_Comp\_Col5a1\_Nt5e\_Col4a2\_Dst\_Sd4\_Gp  
Cnd2\_Jag2\_Nothing4\_Peg12\_Fzd1\_Pth1\_Numb\_Fzd8  
Mmp9\_Van\_Traf1\_Sr\_Iam1\_Layn\_Rras\_Egfr\_Baiap2\_Tgfbi\_Vasp\_Cd274\_Netin3\_Evl\_Syk\_Ptk  
Nram\_Amot\_Nrp1\_Adgrg1\_Cdk5r1\_Pth1\_Ophn1\_Tle3  
Mefv\_Ifi44l\_Coq8a\_Mx2\_Tex15\_Cd207\_Ryr1\_Knn1\_Gtf35\_Rsad2\_Sptbn2\_Ptprj\_Akr1b8\_Btg2\_  
C3\_Ap5\_Bam\_Px\_SI7a11\_SI6a9\_SI11a2\_Sna\_Agpat4\_SI25a37\_BlvrB\_No4\_SI2a1\_Btg2\_SI2:  
Pgk1\_Ldha\_Pabp1\_Psma7\_Psma6\_Cox5a\_Rplp0\_Psmd8\_Ssbp1\_Impdh2\_Dut\_Eef1b2\_Npm1  
Cnd2\_Jag2\_Spp1\_Ilgav\_Pf4\_Pdgfa\_Nrp1\_Thbd  
Gpx3\_Myl6b\_Col1a1\_Sorbs3\_Tnni2\_Spar\_Lsp1\_Dmpk\_Cox7a1\_Ilgb5\_Mef2a\_Bhlhe40\_Cdkn1

a\_Cd74\_Iam1\_Isg15\_Oasl1\_Rtp4\_Gbp3\_Mx2\_Epsti1\_Cxl10\_P2ry14\_Ifitm3\_Zbp1\_Tnfai  
\_Tnf\_Nfkb1a\_Iam1\_Bir3\_Z3h12a\_Cxl10\_Map3k8\_Sl2a6\_Nfkb2\_Serpinb8\_Tnfaip2\_Bl3\_C  
\_Met\_Nfkb1a\_Iam1\_Sl11a2\_Rtp4\_Ii10\_Cxl10\_Sn1b\_Adora2b\_Cd82\_Lpar1\_Sl31a2\_Cd40  
m3\_Pror\_Crl2\_Ifi44\_Ifit3\_Cmpk2\_Ifit2\_Ddx60\_Rsad2\_Lgals3bp\_Samd9l\_Parp14\_B2m\_  
42Aa\_Cfp\_Egfr\_Nlrp3\_Nf4\_Itgb2\_Sos1\_Prkb\_B2m\_Tapbp\_Cd47\_Stat1\_Ifngr2

o2\_Glrx\_Tgfb1\_Pgk1\_Eno1\_Cyb5a\_Aldoa\_Pygl\_Ldha\_Gys1\_G6pdx\_Ext1\_Fam162a\_Mif

dx5\_Fos\_Gp1\_Egfr\_Tnfaip3\_Glrx\_Tgfb1\_Pgk1\_Sl2a1\_Btg1\_Dusp1\_Pnr1\_Eno1\_Rbpj\_P  
g2\_Cd14\_Lmna\_Sqstm1\_Hmgb2\_Gpx1\_Ptk2\_Gadd45b\_Gsr\_Bnip3l\_Casp6  
o1\_Tnfaip3\_Tgfb1\_Tpm1\_Edil3\_Col4a1\_Anpep\_Tpm4\_Sntb1\_Em1\_Vim\_Noth2

\_Mrpl23\_Hspe1\_Snrpg\_Rps5\_Psma4\_Hnrnpa1\_Tufm\_Snrpb2\_Snrpd2\_Lsm7\_Rps6\_Sr

p2\_Mt2\_Oas2\_Casp4\_Cd40\_Csf2rb2\_Ifi44\_Ddx58\_Ifit3\_H2Aa\_Cmpk2\_Ifit2\_Rnf213\_Oas2\_Crl2\_Btg3\_Tnip1\_Ddx58\_Ehd1\_Fosl1\_Sd4\_Fos\_Ifit2\_Ml1\_Cebpd\_Tnfaip3\_Phlda1\_Junb  
J\_Crl2\_Sgms2\_Ebi3\_Nod2\_Adgre1\_Tnfrsf1b\_Nlrp3\_Ahr\_P2rx4\_Sl7a2\_Tapbp\_Pik3r5\_B

gm1\_Aldoa\_Ldha\_Gys1\_Anxa2\_Pfkl\_Ext1\_Fam162a\_Large1\_Pdk1\_Mif\_S100a4\_Tpi1\_

arpd3\_Rpl14\_Snrpd1\_Rpl34\_Psmd7\_Rad23b\_lfrd1\_Ranbp1\_Hdgf\_Mm7\_Cy1\_Snrpa1\_I

as3\_Ddx60\_Tnfaip3\_Rsad2\_Itgb7\_Xaf1\_Lgals3bp\_Samd9l\_Mvp\_Sos1\_Parp14\_B2m\_Te  
\_Rnf19b\_Ninj1\_Ifngr2\_Klf4\_Btg1\_Plpp3\_Irf1\_Egr2\_Btg2\_Cebpb\_Dusp1\_Pnr1\_Marks\_S

Vap1l1\_Eif4e\_Ddx18\_Rpl6\_Rpl22\_Hspd1\_Ssb\_G3bp1\_Rps3\_Vda3\_Nhp2\_Xpo1\_Psmb:

apbp\_Dhx58\_Cd274\_Bst2\_Gbp9\_Stat1\_Samhd1\_I118bp\_Btg1\_Irf1\_Helz2\_Plsr1\_Marhf1.

3\_Hdd2\_Apex1\_Eif2s1\_Rps10\_Hsp90ab1\_Psmb2\_Rrm1\_Cbx3\_Tp1\_Psma2\_Got2\_Ct3.

\_Cd20\_Ptges3\_Cnbp\_Ph2\_Cad\_Rak1\_Tomm70a\_Erh\_U2af1\_Nop16\_Hda2\_Rpl18\_D€

æk\_Nop56\_Vda1\_Kpna2\_Ppia\_Pa2g4\_Exos7\_Gspt1\_Gnl3\_Mm5\_Cdk4\_Kars\_Kpnb1\_Pt

Sp1\_Nbp2\_Tardbp\_Srsf3\_Ube2e1\_Hnrnpa3\_Cd45\_Prdx3\_Rrp9\_Etf1\_Ran\_Srpk1\_Dhx1

5\_C1qbp\_Ct5\_Psma1\_Cul1\_Ct4\_Psmd3\_Ap1\_Eprs\_Hnrnp\_Eif2s2

**Supplementary Table 5.** Top 50 transcrip  
with an adjusted p-value < 0.01 after norm

ditional regulators predicted to be altered with bilirubin treatment. The following covariates were used for the analysis: sex, age, and bilirubin treatment. The following covariates were used for the analysis: sex, age, and bilirubin treatment.

treatment in bone marrow-derived macrophages. Differentially expressed genes were analyzed.

## TF\_lowConf

[illegible]

## EnrichedGenes

Ahnak;Bcl3;Birc3;Cav1;Ccl5;Cd82;Csf2rb2;Cxcl1;Cxcl2;Ebi3;Flrt3;Gpr141;Icam1;Ier3;Ikbke;Il1b;  
Ahnak;Arg2;Bcl3;Birc3;Ccl5;Cd74;Cd82;Cdc42ep2;Csf2rb;Csf2rb2;Cxcl1;Fgr;Gas7;Gpr141;Icam  
Ahnak;Aldoa;Anxa2;Arg2;B2m;Bcl3;Birc3;Cav1;Ccl5;Ccr12;Cd74;Cd82;Cdc42ep2;Crip1;Csf2rb2  
Acsl4;Ahnak;Aldoa;Anxa2;Arg2;B2m;Bcl3;Birc3;Cav1;Ccl5;Cd74;Cd82;Cdc42ep2;Csf2rb;Csf2rb  
Ahnak;Arg2;Bcl3;Birc3;Ccl5;Cd82;Cxcl1;Fgr;Gpx1;Icam1;Ier3;Ikbke;Il1b;Mcoln2;Mlt6;Mmp9;N4I  
Adam17;Ahnak;Aldoa;Anxa2;Arap1;Ass1;B2m;Bcl3;Birc3;C1rl;C3;Cav1;Ccl5;Ccr12;Cd47;Cd74;C  
Ahnak;Atrnl1;B2m;Bcl3;Birc3;Ccl5;Cd207;Cd74;Cd82;Cdc42ep2;Csf2rb;Csf2rb2;Cxcl1;Cxcl16;F  
Acot7;Ahnak;Anxa2;Arg2;Ass1;B2m;Bcl3;Birc3;Ccl5;Ccr12;Cd74;Cd82;Cmklr1;Csf2rb;Csf2rb2;C  
Abca1;Acsl1;Adam17;Agpat4;Ahnak;Aldoa;Ampd3;Anxa2;Anxa4;Arap1;Arg2;Arl6ip5;Atox1;Atrnl  
Ahnak;Anxa2;Bcl3;Birc3;Ccl5;Cd74;Cd82;Csf2rb2;Cxcl1;Cxcl2;Cxcl3;Fgr;Flrt3;Gpr141;Icam1;Ier  
Acsl1;Acsl4;Adam17;Ahnak;Aif1;Aldoa;Ampd3;Anxa2;Arap1;Arl6ip5;Atox1;Atrnl1;B2m;Bcl3;Birc  
Ahnak;Anxa2;Bcl3;Birc3;C1rl;Ccl5;Cd74;Cd82;Csf2rb2;Cxcl1;Cxcl2;Cxcl3;Fgr;Gpr141;Icam1;Ier  
Abca1;Ahnak;Aldoa;Anxa4;Arap1;Arg2;B2m;Bcl3;Birc3;Ccl5;Cd74;Cd82;Csf2rb2;Cxcl1;Cxcl2;C  
Ahnak;Anxa2;Arap1;Arg2;Ass1;B2m;Bcl3;Birc3;Ccl5;Ccr12;Cd47;Cd74;Cd82;Crip1;Csf2rb2;Cxcl  
Acsl1;Acsl4;Adh7;Ahnak;Aif1;Aldoa;Ampd3;Anxa2;Arap1;Arg2;Arl6ip5;Ass1;Atox1;Atrnl1;B2m;B  
Agpat4;Ahnak;Ampd3;Arg2;Atox1;Atrnl1;B2m;Bcl3;Birc3;Ccl5;Cd207;Cd74;Cd82;Cdc42ep2;Csf  
Agpat4;Ahnak;Ampd3;Atox1;Atrnl1;B2m;Bcl3;Birc3;Ccl5;Cd207;Cd74;Cd82;Cdc42ep2;Csf2rb;C  
Acsl4;Ahnak;Anxa2;Arap1;Arg2;Bcl3;Birc3;C1rl;Cav1;Ccl5;Ccr12;Cd74;Cd82;Cdc42ep2;Csf2rb2  
Abca1;Acsl1;Acsl4;Adam17;Adh7;Agpat4;Ahnak;Aif1;Aldoa;Ampd3;Arap1;Arl6ip5;Ass1;Atox1;A  
Adam17;Ahnak;Aldoa;Ampd3;Anxa2;Arl6ip5;B2m;Bcl3;Birc3;C1rl;Casp4;Cav1;Ccl5;Ccr12;Cd74;  
Acsl1;Acsl4;Adh7;Agpat4;Ahnak;Aif1;Aldoa;Ampd3;Anxa2;Anxa4;Arap1;Arg2;Arl6ip5;Ass1;Atox  
Abca1;Acsl1;Acsl4;Adh7;Agpat4;Ahnak;Aif1;Aldh3b1;Aldoa;Ampd3;Anxa2;Anxa4;Arap1;Arg2;A  
Ahnak;Anxa2;Arg2;Bcl3;Birc3;C1rl;Ccl5;Cd82;Csf2rb;Csf2rb2;Ctsz;Cxcl1;Cxcl2;Cxcl3;Ebi3;Fgr;F  
Ahnak;Anxa2;Arg2;Bcl3;Birc3;C1rl;Ccl5;Cd82;Csf2rb;Csf2rb2;Ctsz;Cxcl1;Cxcl2;Cxcl3;Ebi3;Fas;I  
Ahnak;Ampd3;Arap1;Arl6ip5;Atrnl1;B2m;Bcl3;Birc3;C1rl;Cav1;Ccl5;Cd74;Cd82;Crip1;Csf2rb;Cs  
Acsl4;Ahnak;Aif1;Anxa2;Arap1;Ass1;B2m;Bcl3;Birc3;C1rl;Cav1;Ccl5;Ccr12;Cd207;Cd74;Cd82;C  
Acsl4;Ahnak;Aif1;Aldoa;Ampd3;Anxa2;Anxa4;Arl6ip5;Bcl3;Birc3;C1rl;Cav1;Ccl5;Cd207;Cd74;Cd  
Ahnak;Anxa2;Arap1;Arg2;Ass1;Bcl3;Ccl5;Cd74;Cd82;Cdc42ep2;Csf2rb2;Cxcl1;Ebi3;Fas;Fgr;Ga  
Agpat4;Ahnak;Ampd3;Arap1;Arg2;Atox1;B2m;Bcl3;Birc3;Ccl5;Cd207;Cd74;Cd82;Cdc42ep2;Crip  
Acsl4;Ahnak;Aldoa;Anxa2;Anxa4;Arap1;B2m;Bcl3;Ccl5;Ccr12;Cd74;Cd82;Cdc42ep2;Csf2rb2;Ct

**Supplementary Table 6.** List of primers utilized for qRT-PCR analysis.

# Supplementary material for: Aggressive breast cancers secrete heme metabolites to alter macrophage immune suppression and function
**Source:** Commun Biol. 2026 May 9;9:977. doi: 10.1038/s42003-026-10212-0
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Microsoft Excel 2016-2024, IncuCyte Zoom Software (ver2018A-2024B), ImageScope x64 Software (ver12.4.0), Applied Biosystems 7500 Software (ver2.3), cBioPortal, Image Studio Software (ver12)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | ImageScope Software (v12) was used for all histological analysis. InForm(2.6.0) and Phenoptr Softwares were used for multispectral florescence analysis. Phenoptr was run with R Studio 4.4.1. For mRNAseq, RNA-seq data were processed using the nf-core RNAseq pipeline (v3.12.0). Cutadapt (v3.4)66 as part of the trimgalore (0.6.7) package, STAR (v2.7.9a), Salmon (v1.10.1), tximport70, and the limma R package. Gene set enrichment analysis (GSEA) was performed usin the fgsea R. Over-representation analysis was performed using DAVID. The RcisTarget78 R package was used to calculate transcription regulator. Live cell imaging was assessed using the IncuCyte Software (2022B-2024B). Flow Cytometry was assessed using FlowJo (10.10.0). Data was presented with GraphPad Prism (v10.2.3 for Windows, GraphPad Software, Boston, Massachusetts USA). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

For any novel reagent or resource (e.g. 66Cl-4 HO-1 knockdown cell lines) created in the course of this project, we will follow the NIH policy on timely distribution and sharing on biomedical research resources, as published in the NIH Grants Policy Statement. As appropriate, sharing will be under the guidance of the University of Pittsburgh technology transfer operations. Raw and processed RNA-seq data was deposited in the Gene Expression Omnibus (GSE277310). All other raw data for the manuscript can be accessed on FigShare ([doi.org/10.6084/m9.figshare.31014661](https://doi.org/10.6084/m9.figshare.31014661) and [doi.org/10.6084/m9.figshare.31012045](https://doi.org/10.6084/m9.figshare.31012045)).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | When appropriate, tissue culture experiments are the mean of three separate experiments conducted in triplicate to decuple. For in vivo experiments, animal numbers were calculated at 80% power to the expected difference (based on published studies) at $P < 0.05$ (two-tailed). |
| Data exclusions | Mice that developed ulcers were excluded from the data analysis. For experiments with an $N > 9$ , data points were excluded if they were two standard deviations above or below the mean.                                                                                           |
| Replication     | All experiments, including animal experiments, were repeated at least once to ensure reproducibility.                                                                                                                                                                                |
| Randomization   | Microsoft Excel 2016-2023 was used to randomly sort animals by number and mice were then divided equally into treatment groups.                                                                                                                                                      |
| Blinding        | All investigators who performed data analysis and statistics on animal experiments were blinded to study group.                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Primary - HO-1: Abcam, AB13243, 1:400; Ki67, Abcam, AB15580, 1:1600; CC-3, Cell Signaling, 9661, 1:400; CD4, Dako, 4B12, 1.4 ug/mL; FoxP3, Abcam, 236A/E7, 1:400; HO-1, Abcam, ab13243, 1:800; CD8, Dako, C8/144B, 0.4 ug/mL; Cd68, Dako, KP1, 0.12 ug/mL; PanCK, DAKO AE1/AE3, 0.18 ug/mL; F4/80, Thermofisher, MF480000, 1:12800; PD-L1, Cell Signaling, 64988, 1:50; PD-1, Cell Signaling, 84651, 1:400; CD8a, Thermofisher, clone 4SM15, 1:1600; Tox/Tox2, Cell Signaling, 73758, 1:12800; CD206, Sigma, HPA004114, 1:2000; iNOS, Cell Signaling, D6B6S, 1:1600; Arg1, Cell Signaling, D4E3M, 1:12800; COX2, Cell Signaling, D5H5, 1:300  
 Secondary - Anti-mu/rb Akoya ARH1001EA; Vector MP-7451 or MP-7444  
 Other - Spectral DAPI (Akoya, FP1490), Perkin Elmer FITC, TS000200 1:100; Perkin Elmer Cy3.5, TS-000202, 1:500, Akoya Opals Opals 520, 540, 570, 620, 690 NEL811001KT  
 Flow - CD11b – Thermofisher, 364-0112-80, 0.625 uL/well; F4/80 – Biolegend, 123137, 0.375uL/well; PD-L1 – Biolegend, 124307, 0.25 uL/well; MerTK – Fisher Scientific, FAB5912U, 0.625 uL/well; Arg1 – Thermofisher, 53-3697-80, 0.3 uL/well; CD206 – Biolegend, 141727, 0.45 uL/well; iNOS – Thermofisher, 17-5920-80, 0.09uL/well; CD45 – Biolegend, 304023, 0.3 uL/well; CD14 – Biolegend, 301817, 0.75 uL/well; CD11b – Biolegend, 301345, 0.75 uL/well; HLA-DR – Biolegend, 980406, 0.75 uL/well; PD-L1 – Fisher Scientific, BDB568621, 0.75 uL/well; CD206 – Biolegend, 321105, 0.75 uL/well; Perforin – Biolegend, 154305, 0.375 uL/well; Granzyme-B – Biolegend, 515403, 0.75 uL/well; CD8a – Biolegend, 100714 or isotype control – Biolegend 400523, 0.3 uL/well, 0.3 uL/well; CD5 – Biolegend, 100625, 0.625 uL/well

## Validation

We confirmed that all antibodies detected the mouse protein of interest by conducting a titer via immunohistochemistry on positive mouse tissues, as recommended by each manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Mouse mammary carcinoma cells were kindly provided by Dr. Hiede Ford. RAW264.7, THP-1 and MH-S cells were kindly provided by Dr. Phillip Owens. Human BC cells were purchased from the ATCC (BT549 in 2008). Primary cells were isolated from animals or healthy female human PBMCs were purchased (Stem Cell, 200-0077).

## Authentication

Human cell lines were short Tandem Repeat Fingerprinted by the University of Colorado Anschutz Medical Campus Cell Culture Services Core and had 100% match to ATCC for BT549 cells (August 2017).

## Mycoplasma contamination

Cells were tested for mycoplasma contamination every three months and prior to use in in vivo experiments. The MycoAlert PLUS mycoplasma detection kit (Lonza, Cat# 75860-358) was used.

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

6-8 week old female (IMSR\_JAX:000651; Strain #:000651)

## Wild animals

N/A

## Reporting on sex

Since breast cancer primarily afflicts women, only female mice were used for the proposed experiments.

## Field-collected samples

N/A

## Ethics oversight

All animal experiments were performed in accordance with international, national and institutional guidelines for humane research under a protocol (#00407) approved by the University of Colorado Institutional Animal Care and Use Committee (IACUC).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                  |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Bone-marrow derived and monocyte-derived macrophages were harvested with vigorous pipetting after a 10. Minute incubation at 4-degrees in 1x PBS. Tumor associated macrophages were isolated from digested 66Cl-4 mammary tumors using a monocyte isolation kit (Miltenyi Biotech, 130-100-629). |
| Instrument                | Pentec NovoCyte or Cytoflex LX (6-L UV)                                                                                                                                                                                                                                                          |
| Software                  | FlowJo 10.10.0 was used to analyze the data. Standard NovoCyte and Beckman Coulter software were used to collect the data.                                                                                                                                                                       |
| Cell population abundance | Fluorescence minus one (FMO) controls were used to assist with the gating strategy after which the percent or MFI of each population was determined.                                                                                                                                             |
| Gating strategy           | Gating strategies for all flow panels can be seen in the supplement data.                                                                                                                                                                                                                        |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

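RNA was sequenced from BMDM of 4 BALB/cJ mice aged 8 weeks, with a vehicle and a bilirubin (2.5 µM, 48 h) culture from each mouse, 8 libraries in all. Cultures were paired by mouse because the methods use the mouse identifier as a covariate, and the pairing was checked across genes. The deviations of a mouse's cultures from their group means had a mean correlation of 0.086, against -0.028 for cultures of different mice, and 3 of the 4 mice were above the highest value of different mice, 0.075. Mouse 4 was not, at -0.005. With deviations taken from group means, a higher mean for the same mouse forces a lower one for different mice, so that contrast is not separate evidence. The pairing rests mainly on the labels and the methods. The authors trimmed the reads with Trim Galore and Cutadapt, aligned them with STAR to GRCm39, quantified transcripts with Salmon and summed them per gene with tximport, in the nf-core pipeline. The authors deposited a gene table of Salmon's estimated counts (expected counts, 88.45% of them whole numbers), without scaling for depth or length, and for each library the estimated counts, TPM and effective length of 142434 transcripts. Summing the deposited transcript counts over each gene symbol gave the gene table, with a largest difference of 0.0. The table has 53819 gene rows, of which 27798 were 0 in all libraries, and 108 symbols stand for more than 1 gene ID.

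Libraries held 47071714, 37747315, 43269953 and 41835123 counts on genes for the vehicle cultures of mice 1 to 4, and 34142781, 37120393, 40430416 and 41054034 for their bilirubin cultures, with a median of 40742225 over all. At this depth a gene with 3 counts or fewer in every library of a group was treated as at the floor, and folds against such a group are given as lower bounds. Counting error was smaller than the spread between mice for all but the least expressed genes. Counts cannot tell apart reads shared by near-identical genes, such as *Fpr1* and *Fpr2* or *Csf2rb* and *Csf2rb2*, or by genes that overlap on a strand, such as *Gm49391* and *Ctla2a*, *Pagr1a* and *Gm42742*, *Ang* and *Rnase4*, *Cfb* and *Gm20547*, *Fpr2* and *Fpr3*, or *Aldoa* and *Gm57854*, or by the gene IDs behind the symbol *Aldoa*.

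Counts were rounded and tested in R 4.3.3 with edgeR 4.0.16, using TMM scaling, the filterByExpr filter on the treatment groups (at least 10 counts, 15 in total), a model of mouse and treatment, and the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over the 13722 tested genes, with a threshold of 0.05. Standard errors were taken from the fold change and its F statistic. Log2 CPM used a prior count of 2. Alternatives were treatment alone in the model; DESeq2 1.42.0; limma 3.58.1 as voom or as limma-trend; DESeq2's size factors or library size alone for scaling; no filter, a CPM above 1 in 4 samples or a mean of 10 counts; the transcript counts summed, without or with an offset for transcript length; and each mouse left out in turn. These alternatives, the gene lists and the rule for named genes were set before the data were examined, while corrections for a trend along transcript length and along GC content were added after seeing the data. Some tests of single explanations were also chosen after a result was seen. Because the summed transcript counts equal the gene table, that alternative without the offset repeats the main fit and adds no check. Mean CPM was also computed on library size alone and as TPM.

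The text names every gene that the results name for these cultures, the genes of proteins the paper measured in macrophages (*Nos2*, *Arg1*, *Mrc1*, *Cd274*, *Il6* and *Hmox1*), genes of bilirubin metabolism and of the NFκB family, *Tyro3*, and the 10 largest rises and falls. The last had to pass the threshold, have a mean log2 CPM of at least 1 and change the same way in all 4 mice. Each list that passed also added its 3 genes with the smallest adjusted p.

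Hand-written lists covered 21 processes, namely NFκB targets, type I interferon, interferon gamma, IL-6-JAK-STAT3, inflammatory response, phagocytosis and endocytosis, efferocytosis, cell adhesion, bone remodeling, complement, NRF2 targets, aryl hydrocarbon receptor targets, PPAR targets, LXR targets, cholesterol synthesis, TGF-beta targets, alternative activation, proliferation, heme and iron, the unfolded protein response, and hypoxia and glycolysis. Marker lists of other cell types and of macrophages were also written. Lists were tested with limma's camera at a preset correlation of 0.01 on voom log2 CPM, adjusted over 29 lists, and again with fry and with camera at an estimated correlation. Reactome pathways came from the fgsea 1.28.0 package, 1457 sets of which 653 had 15 to 300 tested genes, and 6933 of their 7111 genes were found by name in the table.

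The procedure was tested on simulated data, in which edgeR with the mouse in the model recovered 99.5% of 198 changed genes among 13586, with 6.6% of its calls false. DESeq2 recovered 94.9%, and 0 of 100 random lists passed. The changed genes of the simulation had a median absolute log2 fold change of 1.484 by edgeR. For the genes past the threshold in these cultures it was 0.353, so the recovery does not measure power for changes of that size. Genes were simulated independently of each other, so the random lists cannot show how camera behaves with correlated genes. Hallmark sets, DAVID's database and the motif databases of the paper were not used here, and raw reads were not analysed. The other experiments of the paper, in cell lines, tumors and specimens, were not analysed here. The result of 1 gene, which the text does not name, is not reported here.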

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

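The tests of mouse 1 cited in this part were chosen only after the result was seen, and the thinning of the libraries was set before.

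*Gas6* fell by 0.52 on the log2 scale in mouse 1 and by 1.20 to 1.32 in the other mice, which puts mouse 1 apart with a gap of 0.852 of the whole range. *Pros1* in the bilirubin cultures was at a log2 CPM of 5.17 in mouse 1 and between 4.76 and 4.82 in the others, a gap of 0.849 of the range. These were 2 of 50 groups tested in this way, where chance gives 2.5. Low depth as the cause is argued against, since each bilirubin library held 4129 to 7851 counts of *Gas6*, and with every library thinned to the smallest total 1009 genes still passed with all mice. Both genes fell in mouse 1 as well, and without mouse 1 their log2 fold changes were -1.25 and -0.41. On the first principal component, mouse 1 moved from -34.12 with vehicle to 12.34 with bilirubin. Mice 2 to 4 moved from -16.45 to 16.24, from -13.5 to 23.02 and from -12.26 to 24.74. The SD of changes over genes was 0.561 in mouse 1, against 0.458 to 0.481 in the others. These values argue against a weaker response of mouse 1 across all genes. A weaker response of some genes stays open, as does a difference in culture, dose or cell composition of that mouse, none of which was tested.

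The 19 tested NRF2 targets, which the paper does not discuss, had a median log2 fold change of 0.16 (camera, adjusted p = 8.03e-06), with 7 upregulated past the threshold over all genes and 8 adjusted over the list alone. Fig. 4C holds 0 of them and another list 4. The medians per mouse were -0.13, 0.27, 0.22 and 0.25 in mice 1 to 4. *Nqo1* (log2 fold change 0.98), *Prdx1* (0.61) and *G6pdx* (0.25) had the smallest adjusted p-values, and *Prdx1* and *G6pdx* did not pass without mouse 3 (edgeR's adjusted p = 0.0600 and 0.0557, within ranges from 9.65e-23 to 0.0600 and from 2.21e-06 to 0.0557). Transcript length or GC content as the whole cause is argued against by medians of 0.161 and 0.158 with those trends removed, and the scaling by 0.134 with library size alone. The list did not pass by fry (adjusted p = 0.240) or with the estimated correlation (adjusted p = 0.522), within a range from 3.91e-17 to 0.522 over 19 alternatives. An oxidative stress response to bilirubin treatment could raise these genes, as a hypothesis that no other data here test.

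The 10 tested alternative activation genes, of 17 listed, had a median of -0.441 (camera, adjusted p = 3.49e-04), with 2 downregulated past the threshold over all genes and 3 adjusted over the list alone. Fig. 4C holds 1 of them and another list 5. The medians were -0.05 in mouse 1, -0.46 in mouse 2, -0.22 in mouse 3 and -0.77 in mouse 4, and the list's median was -0.198 without mouse 4 and -0.622 without mouse 1. *Folr2* fell by 0.67 and *F13a1* by 0.99, and *Stab1*, with a fall of 0.42, did not pass (edgeR's adjusted p = 0.0854), though it did without mouse 1 (adjusted p = 1.01e-04, within a range from 3.13e-10 to 0.338). With the length trend removed the median was -0.421, and with library size alone -0.466, so neither is likely to be the whole cause. The list did not pass by fry (adjusted p = 0.120) or with the estimated correlation (adjusted p = 0.408), within a range from 6.55e-06 to 0.408. A treatment effect and a difference between the mice's cultures both stay open.

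The 7 tested aryl hydrocarbon receptor targets, of 10 listed, had a median of 0.092 (camera, adjusted p = 0.0390), with 2 upregulated past the threshold over all genes and 3 adjusted over the list alone. Fig. 4C holds 0 of them and another list 1. The list passed by fry (adjusted p = 0.00887) and did not with the transcript-length offset (adjusted p = 0.0945), without mouse 2 (0.063, adjusted p = 0.0821) or with the estimated correlation (adjusted p = 0.381), within a range from 0.00324 to 0.381. Its median was 0.152 without mouse 1, 0.275 without mouse 3 and 0.146 without mouse 4. *Ahrr* rose by 0.64 on the log2 scale and by 0.20 with the transcript-length offset (edgeR's adjusted p = 0.00553 and 0.568, within a range from 4.19e-09 to 0.568), so part of the signal might depend on how transcript length enters. It did not pass without mouse 3 either (adjusted p = 0.0636). *Ahr* itself did not pass (log2 fold change 0.36, edgeR's adjusted p = 0.0991), though it did without mouse 1 (0.47, adjusted p = 0.00843) and without a filter (adjusted p = 0.0294), within a range from 0.00843 to 0.397. Bilirubin as a ligand of the receptor was not tested.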

How the results depend on the processing

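No test of this part was chosen after the result was seen, except the corrections for trends along transcript length and GC content, which were added after seeing the data.

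Of 1033 genes past the threshold (616 upregulated, 417 downregulated), 686 passed with treatment alone in the model, without the mouse as a block, 228 of them downregulated, and 673 of the 686 were among the 1033. Without a filter on low counts 1692 genes passed, 774 of them downregulated, over 26021 genes tested. With the transcript-length offset 579 passed, 372 upregulated and 207 downregulated. Across the 4 fits that each left out 1 mouse, the number ran from 377 to 1910 in all, from 265 to 1026 upregulated and from 112 to 884 downregulated, with the highest number without mouse 1 and the lowest without mouse 3. Genes shared with the supplement's table of 710 ran from 340 to 681 in the same fits. Fewer mice give fewer degrees of freedom, which lowers these numbers in 3 of the fits, and the cause of the rise without mouse 1 was tested under Other observations. For the other changes the cause was not tested. With DESeq2, voom, limma-trend, DESeq2's size factors, library size alone, the other filters, the summed transcript counts and the removal of length or GC trends, the total stayed between 988 and 1083. Scaled by library size alone the majority turned, with 527 upregulated and 556 downregulated genes. Leaving the mouse out of the model changed no other call than those named here and the 5 genes *Epsti1*, *Fcrls*, *Plxdc2*, *Pros1* and *Tnfaip3*.

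With the correlation between genes estimated from the data, 0 of the 29 gene lists passed (5 had an unadjusted p under 0.05), among them NFκB targets (median 0.66), interferon gamma (0.34), IL-6-JAK-STAT3 (0.30), inflammatory response (0.40) and efferocytosis genes (-0.25). By fry, interferon gamma genes did not pass (0.34), while phagocytosis and endocytosis (-0.022) and bone remodeling genes (0.055) did. Bone remodeling genes also passed with DESeq2's statistics (0.053), and DESeq2 gave 87 Reactome pathways in place of 133. The cause was not tested.

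Directions reversed where the change was small. PPAR targets, at -0.003, ran from -0.023 to 0.0 as each mouse was left out, LXR targets (0.04) from -0.007 to 0.022, cholesterol synthesis (-0.04) from -0.123 to 0.078 and the unfolded protein response (-0.02) from -0.05 to 0.023. LXR targets were also at -0.007 with the transcript-length offset. *Hmox1* (-0.18) ran from -0.339 to 0.0769, the latter without mouse 1, and *Rel* (0.03) from -0.0006 without mouse 4 to 0.0595. The cause was not tested.

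Of 1272 log2 fold changes of named genes under an alternative, 1183 kept their direction and side of the threshold, 70 no longer passed, 17 passed that had not, and 2 reversed. The 75 under the summed transcript counts could not have changed, since those counts equal the gene table. Without mouse 3, 17 of the 75 named genes no longer passed, the most of any setting, and without a filter 8 passed that had not, among them *Mertk*. Of these 8, *Mrc1*, *Cd274*, *Oasl1* and *Stab1* changed in the fitted direction in 3 of 4 mice, and *Hmox1* in 2 of 4. A pass without a filter therefore does not mean that the mice changed alike. Of 399 list results, 366 kept both, 22 no longer passed, 6 newly passed and 5 reversed. Mean CPM on library size alone moved by less than the spread between mice in all 150 values, and as TPM 108 of 150 moved, TPM being on another scale. Depth limits the genes near the floor, such as *Nos2*, *Il6* and *Tyro3*, whose vehicle libraries held at most 28 counts.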

Differences from the paper's values

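The test of the GO table's genes, and the corrections for trends along transcript length and GC content among its alternatives, were chosen only after the result was seen.

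The supplement's table of genes past the threshold holds 263 genes lower with bilirubin (the paper's count), against 417 here. Of the alternatives set before the data were examined, treatment alone in the model (228), the transcript-length offset (207) and leaving out mouse 2 (215) came within 1.5 times the paper's count. DESeq2 (435), voom (416), limma-trend (428), DESeq2's size factors (422), library size alone (556), no filter (774), a CPM above 1 in 4 samples (431), a mean of 10 counts (406), the summed transcript counts (417), and leaving out mouse 1 (884), mouse 3 (112) or mouse 4 (139) did not.

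The paper names *Mertk* among the receptors whose expression fell with bilirubin. Here its log2 fold change was -0.15 and did not pass the threshold (edgeR's quasi-likelihood test, adjusted p = 0.104), and the supplement's table of changed genes does not hold it. It passed without a filter on low counts (edgeR's adjusted p = 0.0354) and without mouse 1 (edgeR's adjusted p = 0.0124), within a range from 0.0124 to 0.528. By qRT-PCR, the paper also reports a fall of *Mertk*, *Gas6* or both in each of its macrophage models. By flow cytometry it reports a modest increase of MerTK protein in BMDM with bilirubin. Those experiments were not analysed here.

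The paper lists immune response, cell adhesion and bone remodeling among the GO processes raised by bilirubin. All 151 genes that could be read and tested from the table of raised processes were lower with bilirubin here, under every alternative run. The alternatives refit the samples on which these genes were chosen. With all mice, TMM scaling and the mouse in the model, 145 of them passed the threshold. In the supplement's own table of changed genes, whose fold changes are vehicle over bilirubin, 146 of them have a positive sign (the paper's values), which is also lower with bilirubin. The table for lowered processes gives 383 as its number of genes, more than the 263 that the table of changed genes lists as lower, while the table for raised processes gives 249 (both the paper's numbers). The text cites the GO tables as Supplementary Table 3 and Supplementary Table 4, and the supplement's captions number them the other way round.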

Other observations

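Tests of GC content, of a few genes with most counts, of the genes lost with the transcript-length offset, of translation genes, of neutrophils, of macrophages, of mouse 1, of interferon genes and of the GO table were chosen only after the result was seen, and the other tests in this part before.

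The number of genes past the threshold was weighed against technical explanations. Of the 8 ways to swap treatment within mice, 1 gave as many genes, the real one, and each of the others gave 0, with 158 to 1291 genes at an unadjusted p under 0.05. With 8 splits the share can never be small enough to pass, so a chance split cannot be told apart from treatment by this count alone. Without the mouse in the model, 1 of the 35 splits of 4 against 4 gave as many genes, again the real one, and the others gave at most 2. With every library thinned to 34142766 counts, 1009 genes passed, which argues against the difference in depth. Removing the trend along GC content left 1018 genes, which argues against GC content as the whole cause. The 11 genes that were among the 10 most abundant of any library could shift the log2 fold changes of all other genes by at most 0.017 in any mouse, while the smallest change past the threshold was 0.1254 in absolute value. With these genes left out of the library totals 1070 genes passed, 974 of them among the 1033. These values argue against a few abundant genes as the whole cause. The transcript-length offset lowered the number by more than 1.5 times, as length bias would, but 556 of the 1033 genes passed both with and without it. The 477 genes that were lost had a median absolute fold change 0.981 times that without the offset, while their standard errors were 1.288 times as large, which is consistent with a loss of precision and not of the change itself. Of the explanations weighed, treatment remains, as a hypothesis.

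Mouse 1 responded least like the others. Without it 1910 genes passed, and over the genes tested with all mice 1922 did, so a different set of tested genes is unlikely to be the cause. Thinning all libraries gave 1009 genes with all mice, which argues against the difference in depth between the libraries of mouse 1, the largest among the mice. The SD of its changes over genes was 0.561, against 0.458 to 0.481 in the other mice. A difference in the culture or the animal was not tested.

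The type I interferon list was highest in mouse 1, and without it the median was 0.17 with an adjusted p of 1.94e-04 by camera, within a range from 1.07e-15 to 0.522. A response of mouse 1 alone is therefore unlikely with camera, though by fry the list did not pass with all mice, and the median was negative in mouse 2. *Isg20* and *Epsti1* were the list's genes past the threshold, with log2 fold changes of 0.86 and 0.66, in 9 and 8 of 17 alternatives. *Isg20* did not pass when any of the mice was left out, with adjusted p-values of 0.0647, 0.1254, 0.222 and 0.128 without mice 1 to 4, within a range from 0.00710 to 0.222. *Epsti1* did not pass without mouse 3 (adjusted p = 0.264) or without mouse 4 (adjusted p = 0.142), within a range from 4.09e-06 to 0.264. *Oasl1*, next in the list, rose by 0.73 and did not pass (adjusted p = 0.0716), though it did with voom (adjusted p = 0.0466), without a filter (adjusted p = 3.53e-09), without mouse 1 (adjusted p = 0.0425) and without mouse 2 (adjusted p = 0.00959), within a range from 3.53e-09 to 0.276.

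The pathway with the smallest adjusted p in Reactome was translation elongation, whose 99 genes had a median log2 fold change of 0.09 (camera, adjusted p = 4.22e-11). Log2 fold changes followed transcript length weakly across genes (Spearman -0.14), with a median of 0.035 in the shortest genes and -0.024 in the longest, each group holding 20% of the genes. With the length trend removed the median of the translation genes was 0.041 (adjusted p = 0.00688), with the GC trend removed 0.083 and with library size alone 0.06. Transcript length may thus account for part of the shift, and for the rest length bias and treatment cannot be told apart, because these genes are nearly all short.

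Neutrophils in the bilirubin cultures could bring inflammatory transcripts. Of 13 neutrophil genes on the marker list, 10 had at most 30 counts in every library, among them *Ly6g*, *Mpo*, *Elane*, *Ngp*, *Ltf*, *Camp* and *S100a9*. *Mmp8* and *Csf3r*, which these BMDM also expressed with vehicle, at 5531 to 6916 and 931 to 1136 counts, did not change past the threshold. *S100a8* rose by 1.07 (edgeR's adjusted p = 3.34e-04) from 433 to 572 counts with vehicle, while *S100a9* was not tested and held at most 20 counts in any library. Neutrophils as the source of the rise are argued against by these levels. Of the 8 marker lists with tested genes, 0 passed with camera (smallest adjusted p 0.121, and 0 had an unadjusted p under 0.05), and no erythroid gene was tested. By fry the B cell list, lower with bilirubin, passed (adjusted p = 0.00617). Their medians were 0.19 for neutrophils (5 genes), 0.08 for dendritic cells (1), 0.002 for T and NK cells (2), -0.62 for B cells (2), 0.53 for mast cells and basophils (1), -0.50 for stromal cells (5), -0.31 for endothelial cells (5) and -0.16 for macrophages (12).

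A lower share of macrophages could lower their genes together. Of 12 macrophage genes, 3 were upregulated past the threshold, *Adgre1* by 0.42, *Lyz2* by 0.35 and *Itgam* by 0.26, which argues against it. Among those downregulated was *Ctsd*, with a log2 fold change of -0.35.

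The GO table of processes stated as increased was examined for a mix of directions, and 151 of its 151 tested genes were lower with bilirubin. This argues against the reading that its genes were higher with bilirubin. How the tables were assembled was not tested.

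The remaining lists, on processes that the paper does not test, gave these values by camera. TGF-beta targets (16 genes) had a median of -0.23 (adjusted p = 2.55e-09), with 9 downregulated and 13 past the threshold adjusted over the list alone, and passed by fry (adjusted p = 0.00617). *Id1* fell by 0.66 and *Smad7* by 0.60, in all 4 mice. Complement genes (14) had a median of 0.19 (adjusted p = 6.92e-05), with 6 upregulated and 8 adjusted over the list alone, and did not pass by fry (adjusted p = 0.0523). *Cfb*, with 0 to 28 vehicle counts per library, rose by 5.20 and *C1s1* by 3.09, and reads of *Cfb* could have been split with *Gm20547*, which overlaps it. Hypoxia and glycolysis genes (19) had a median of 0.19 (adjusted p = 1.49e-04), with 6 upregulated, 1 downregulated and 11 adjusted over the list alone, and did not pass by fry (adjusted p = 0.107). *Pgk1* rose by 0.35, *Eno1* by 0.29 and *Aldoa*, which overlaps *Gm57854*, by 0.28. Without mouse 3, *Eno1* (adjusted p = 0.0512, within a range from 2.54e-10 to 0.0512) and *Aldoa* (adjusted p = 0.0613) did not pass, and without mouse 4 *Aldoa* did not either (adjusted p = 0.0518, within a range from 7.96e-11 to 0.0613). Heme and iron genes (16) had a median of 0.05 (adjusted p = 0.0215), with 4 upregulated, 1 downregulated and 5 adjusted over the list alone, passed by fry (adjusted p = 0.00617) and did not without mouse 2 (adjusted p = 0.0663, within a range from 0.00132 to 0.326). *Slc11a2* rose by 0.75 and *Spic* by 1.39. Of these lists, 2, 6, 0 and 4 genes stand in another list and 1, 3, 0 and 0 in Fig. 4C.

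Lists that did not pass were PPAR targets (14 genes, median -0.003, adjusted p = 0.189 by camera, 1 downregulated, 2 adjusted over the list alone), which were at -0.023, -0.015, 0.0 and -0.006 without mice 1 to 4 in turn, and LXR targets (12 genes, 0.04, adjusted p = 0.949, 2 upregulated, 1 downregulated, 4 adjusted over the list alone), which were at 0.012, 0.017, 0.022 and -0.007 without mice 1 to 4 in turn. Cholesterol synthesis genes (19) had a median of -0.04 (adjusted p = 0.189) with 0 past the threshold and 5 at an unadjusted p under 0.05, and were at 0.08 without mouse 1, -0.11 without mouse 2 (adjusted p = 0.0195) and -0.12 without mouse 4 (adjusted p = 0.00889), within a range from 0.00889 to 0.930. That list also passed without a filter on low counts (median -0.058, adjusted p = 0.0238 by camera). Proliferation genes (24) had a median of 0.03 (adjusted p = 0.291), 0.01 without mouse 1 and 0.02 without mouse 3, with 1 upregulated and 1 adjusted over the list alone. The unfolded protein response genes (17) had a median of -0.02 (adjusted p = 0.755), with 1 downregulated and 1 adjusted over the list alone, and ran from -0.05 without mouse 2 to 0.02 without mouse 1.

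For proteins that the paper measured in other macrophage experiments, the transcripts in these cultures were as follows. *Nos2* held 0, 3, 0 and 1 counts with vehicle and 9, 30, 65 and 18 with bilirubin in mice 1 to 4, at least 11.2-fold higher (edgeR's adjusted p = 0.00445). This bound is on the mean of the mice and would be lower without mouse 3. *Il6* held 0 counts with vehicle in every mouse and 2, 0, 7 and 0 with bilirubin, and was not tested. *Arg1* had a log2 fold change of -0.55 (adjusted p = 0.643), lower in 3 of 4 mice, with 5 to 36 counts per bilirubin library. It was at -0.36 without mouse 1, -1.33 without mouse 3 and -0.13 without mouse 4, and passed in none of the alternatives. *Mrc1* had a log2 fold change of -0.40 (adjusted p = 0.233), 0.35 in mouse 1 and negative in the others, and passed without mouse 1 (adjusted p = 2.28e-04) and without a filter (adjusted p = 2.60e-06), within a range from 2.60e-06 to 0.648. Its change was -0.65 without mouse 1, -0.26 without mouse 2 and -0.26 without mouse 4. *Cd274* had a log2 fold change of 0.30 (adjusted p = 0.302), -0.35 in mouse 1 and positive in the others, and passed without mouse 1 (adjusted p = 0.00115) and without a filter (adjusted p = 5.48e-04), within a range from 5.48e-04 to 0.720. It was at 0.50 without mouse 1 and 0.15 without mouse 4. *Hmox1*, the gene of HO-1, was at 2178 ± 293 CPM with vehicle and 2035 ± 810 CPM with bilirubin, a log2 fold change of -0.18 (adjusted p = 0.634), with changes of -0.99, 0.27, -0.19 and 0.16 in mice 1 to 4, and passed without a filter alone (adjusted p = 0.0467, within a range from 0.0467 to 0.904). Its change was 0.08 without mouse 1, -0.34 without mouse 2 and -0.30 without mouse 4. Of the genes of bilirubin metabolism, *Blvrb* rose by 0.35 in all 4 mice (adjusted p = 0.00122), while *Hmox2* (0.09, adjusted p = 0.170) and *Blvra* (-0.04, adjusted p = 0.575, and -0.08 without mouse 1) did not pass.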
